# DKK3 Initially Preserves Acinar Integrity Through MEK‐Fos Signaling, but Later Switches to an Oncogenic Role in Pancreatic Cancer

**DOI:** 10.1002/advs.202417606

**Published:** 2025-10-28

**Authors:** Dharini Srinivasan, Elodie Roger, Lukas Perkhofer, Eleni Zimmer, Thomas F.E. Barth, Julia P. Mosler, Anna Härle, Stephanie E. Weissinger, Nadine T. Gaisa, Peter Möller, Nico Fischer, Chantal Allgöwer, J.‐Matthias Löhr, Dirk Grimm, Thomas Seufferlein, Stefan Liebau, Ninel Azoitei, Michael K. Melzer, Frank Arnold, Johann Gout, Alexander Kleger

**Keywords:** DKK3, dual role, oncogene, PDAC, tumor suppressor

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is characterized by its intricate biology governed by spatiotemporal dynamics in the expression and function of specific proteins. Here, DKK3 is identified as a dynamic player with a dual role in PDAC. Using the KRAS^G12D^‐driven mouse model with homozygous (DDKC) and heterozygous (DKC) DKK3 knockout, its stage and compartment‐specific functions are investigated. Knockout mice exhibited shorter lifespans with a higher incidence of high‐grade, desmoplastic, and metastatic cancers. DKK3‐deficient acini exhibited a marked increase in acinar‐to‐ductal metaplasia, with increased MAPK signaling and induction of the downstream effector *Fos*. During the progression of mouse and human PDAC, DKK3 expression shifted from epithelial dysplastic cells to cancer‐associated fibroblasts (CAFs). At the endpoint, DKK3‐expressing CAFs emerged as crucial contributors to tumor aggressiveness and fibrosis. Orthotopic transplantations confirm a stromal role, particularly in DDKC tumors, while mechanistic studies demonstrate that DKK3 activates IL6‐JAK‐STAT3 signaling and pro‐migratory/mesenchymal programs that are reversed by pharmacologic STAT3 inhibition in DDKC cells. Concordantly, *DKK3* expression correlates with IL6‐JAK‐STAT3 gene signatures in human PDAC datasets. Together, these findings underscore the intricate and context‐sensitive role of DKK3, delaying oncogenesis during early stages while paradoxically promoting tumor progression in later stages, suggesting that therapeutic targeting strategies should be approached with caution.

## 1 Introduction

Pancreatic ductal adenocarcinoma (PDAC) remains a persistent clinical challenge with a dismal prognosis due to therapy resistance and extensive tumor heterogeneity. Despite the identification of several biomarkers, the detection of PDAC remains inadequate, contributing to its low 5‐year survival rate of just 13%, one of the lowest among cancers.^[^ ^1^, ^2^, ^3^, ^4^ ^]^ The inefficacy of PDAC‐tailored chemotherapeutic treatment can be attributed not only to intra‐ and intertumoral heterogeneity but also to spontaneous and drug‐induced tumor evolution. At the cellular level, tumor intrinsic heterogeneity is driven by complex genetic, epigenetic, and protein alterations that fuel phenotypic selection in response to environmental pressures, providing tumors with remarkable adaptability.^[^ ^5^ ^]^ As such, the investigation of proteins impacting the intratumoral interplay between distinct cellular compartments in PDAC becomes of paramount importance.

Developmental pathways such as Wnt, Nodal/TGFβ, and Hedgehog signaling play critical roles in cancer initiation, maintenance, and progression, as well as in therapy‐driven heterogeneity and evolution.^[^ ^6^, ^7^, ^8^, ^9^ ^]^ Interestingly, numerous developmental genes that function as secreted proteins demonstrate a dual role in carcinogenesis. For example, the Hedgehog pathway acts as an oncogene in the early phases of tumor development but switches into a tumor suppressor as the cancer advances.^[^ ^10^ ^]^ Similarly, activin signaling functions as a tumor suppressor during the initial stages of tumor formation, only to promote tumor progression and metastasis in the later stages.^[^ ^11^ ^]^ In this context, we conducted a somatic‐to‐pluripotent stem cell reprogramming screen utilizing an shRNA library that targets 700 cancer‐related developmental genes. This approach aimed to uncover potential connections between tumor‐associated genes and embryonic development. Among the various targets identified, Dickkopf‐3 (DKK3), a secreted protein known for its diverse roles in cancer, emerged as a critical factor that restricts somatic cell reprogramming.^[^ ^12^ ^]^ DKK3, part of the Dickkopf protein family, acts through paracrine and autocrine mechanisms. For instance, during pancreas and liver regeneration, secreted DKK3 hinders recovery following injury,^[^ ^12^ ^]^ while knockout mice are viable and fertile, showing no noticeable phenotypic changes.^[^ ^13^ ^]^ This indicates that DKK3 has complex roles exhibiting both tumor‐suppressive and oncogenic functions in different cancer contexts.

Several studies have identified DKK3 also as a tumor suppressor,^[^ ^14^, ^15^, ^16^ ^]^ whereas others have characterized it as oncogenic.^[^ ^17^, ^18^ ^]^ In PDAC, previous studies have demonstrated that suppressing stromal DKK3 in a P53‐deficient context hampers tumor progression and prolongs survival in a preclinical trial format using DKK3‐targeting antibodies.^[^ ^19^ ^]^ Furthermore, DKK3‐mediated activation of YAP/TAZ in cancer‐associated fibroblasts (CAFs) has been associated with aggressive phenotypes in breast, colorectal, and ovarian cancers.^[^ ^17^ ^]^ These findings suggest that the oncogenic effects of DKK3 primarily arise from the tumor microenvironment (TME). However, our understanding of the role of epithelial DKK3 and its potential dynamics in the context of pancreatic carcinogenesis remains limited and unclear.

In this study, we elucidate the complex dual role of DKK3 in PDAC, showing that epithelial DKK3 acts as a tumor suppressor in early stages while stromal DKK3 functions as an oncogene in later stages. We also identified a previously unrecognized role of DKK3 in maintaining acinar integrity through the MEK‐Fos signaling axis, which contributes to delaying tumor progression. Notably, the early absence of DKK3 alters tumor biology and therapeutic responsiveness to STAT3 inhibition, highlighting its transition from a tumor suppressor to an oncogene. Our findings highlight DKK3's dual role in the progression of PDAC, revealing stage‐specific opportunities for intervention while also highlighting the need for caution in therapeutic approaches.

## 2 Results

### 2.1 DKK3 Exerts a Cell‐Autonomous Tumor Suppressor Role in Pancreatic Cancer Cells

DKK3 was identified as a key regulator of multiorgan regeneration, specifically in the recovery from acute pancreatitis.^[^ ^12^ ^]^ To investigate the role of DKK3 during pancreatic tumorigenesis, we crossed a ubiquitous *Dkk3* knockout allele (D) into *LSL‐Kras^G12D/+^* (K); *Ptf1a^Cre/+^* (C) mice (KC), to generate homozygous DDKC and heterozygous DKC mouse models (**Figure** **1**A). To capture the dynamics of tumor progression, we conducted a comprehensive phenotypic characterization of the mouse models at various time points: starting from 10 weeks for the early stage, to intermediate stages at 20 and 36 weeks, and finally at the ethical endpoint (Figure 1B). At 10 weeks, the extent of acinar‐to‐ductal metaplasia (ADM) was greater in DKC and DDKC pancreata. In line, these mice already exhibited enlarged regions containing low‐grade pancreatic intraepithelial neoplasia (PanIN) lesions, whereas those were only rarely found in their age‐matched KC counterparts, suggesting a tumor suppressor role of DKK3 at the initiation stage (Figure 1C–F). At later time points, both low and high‐grade PanINs were more frequently found in DKC and DDKC mice by 20 weeks compared to the KC controls. The early formation of precursor lesions aligned with the faster development of invasive PDAC by 36 weeks in the knockout groups (DKC and DDKC), as opposed to KC mice (Figure 1G–I; Figure S1A–C, Supporting Information). Finally, the loss of DKK3 was associated with a significantly shortened survival in both DKC and DDKC, compared to KC controls (DDKC, 402.5 days versus DKC, 283.0 days versus KC, 551.0 days) (Figure 1J). Intriguingly, DKC mice exhibited a poorer overall survival median compared to both KC and DDKC mice, indicating that the single remaining *Dkk3* allele present in heterozygous DKC mice may still impact mouse survival (Figure 1J). At the endpoint, the DKC and DDKC mice showed an increased incidence of invasive PDACs with undifferentiated features and higher tumor grading (grade 3 and 4) compared to the KCs, which predominantly displayed a more differentiated phenotype (Figure 1K,L; Figure S1D, Supporting Information).

**Figure 1:**
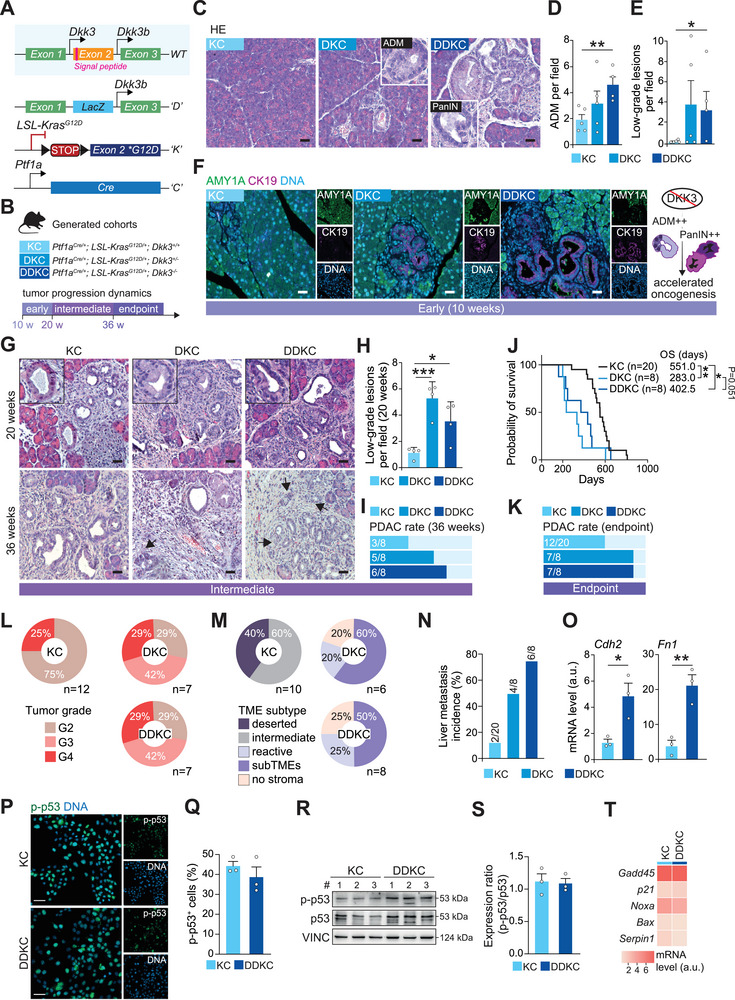
DKK3 exerts a cell‐autonomous tumor suppressor role in pancreatic cancer cells. A) Schematic representation of *Ptf1* ^Cre^ C), *LSL‐Kras^G12D^* (K), *Dkk3* wild‐type (WT), and knockout D) alleles. B) Overview of the different timepoints and mouse model genotypes. (C) Hematoxylin‐eosin (HE) staining on histological sections at the early time point (10 weeks). Inlets show higher magnification of ADM and PanIN lesions. Scale bar, 50 µm. D,E) Quantification of ADM (D) and low‐grade precursor lesions (E) in pancreata at the early time point. F) Immunofluorescence staining of pancreatic sections at early time point with AMY2A (green) and CK19 (purple). Scale bar, 50 µm. The right panel illustrates the main functions of DKK3 loss in accelerating tumorigenesis. G) HE staining on histologic sections of pancreata at intermediate (20, 36 weeks) time points. Inlets show higher magnification of ADM in KC and low‐grade precursor lesions in DKC and DDKC cohorts. White arrows indicate invading cells at 36 weeks. Scale bar, 50 µm. H) Quantification of low‐grade lesions in the pancreata at the intermediate time point (20 weeks). I) Incidence of invasive PDAC at 36 weeks. J) Kaplan‐Meier analysis of survival of KC, DKC, and DDKC mice. (H) Incidence of invasive PDAC in endpoint mice. L) Proportions of pathological tumor grading in endpoint cancers. M) Frequencies of TME phenotype in endpoint pancreata. N) Incidence of liver metastasis in endpoint mice. O) qRT‐PCR analysis of mesenchymal marker gene expression in tumor cells. P) Immunofluorescence staining for p‐S15 p53 (p‐p53; green) in tumor cells. Scale bar, 40 µm. Q) Quantification of the percentage of p‐p53^+^ area per field in KC and DDKC tumor cells. R,S) Western blot analysis (R) and quantification (S) of p‐p53 in KC and DDKC tumor cells. T) qRT‐PCR analysis of p53 downstream targets in KC and DDKC tumor cells. Data are means ± SEM. Each dot represents a mouse (D, E, H) or a cell line (O, Q, S). Significance was calculated by an unpaired Student's t‐test. Survival significance was calculated by the log‐rank (Mantel‐Cox) test. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001. ADM, acinar‐to‐ductal metaplasia; OS, overall survival; PanIN, pancreatic intraepithelial neoplasia; PDAC, pancreatic ductal adenocarcinoma; TME, tumor microenvironment.

Intratumoral heterogeneity is a key hallmark of PDAC that significantly contributes to its malignant biology. Within spatially confined tumor regions, histologically and functionally distinct sub‐tumor microenvironments (subTMEs) – categorized as reactive, deserted, and intermediate – have been identified, their intratumoral co‐occurrence being associated with poor prognosis compared to uniform microenvironmental states.^[^ ^20^ ^]^ The analysis of endpoint cohorts revealed a higher incidence of co‐occurring subTMEs (≥ 2 distinct TMEs) in DKC and DDKC mice, corroborating their more aggressive phenotype, strongly contrasting with the KC mice, which exhibited either deserted or intermediate TME states (Figure 1M; Figure S1E, Supporting Information). Concomitantly, liver metastasis incidence was higher in DKK3‐knockout groups than in controls (Figure 1N; Figure S1D, Supporting Information).

Consistent with this invasive phenotype, isolated DDKC malignant cells, lacking DKK3 expression (Figure S1F, Supporting Information), exhibited increased intrinsic migration together with upregulated mesenchymal markers (*Cdh2*, *Fn1*) and, conversely, reduced expression of the epithelial adhesion molecule CDH1 (Figure 1O; Figure S1G–L, Supporting Information). By contrast, DDKC and KC lines showed comparable proliferation rates (Figure S1M, Supporting Information). To exclude involvement of a major tumor suppressor in mediating DKK3‐associated effects, we assessed p53 activity in tumor cells: neither p53 phosphorylation nor the expression of its downstream targets changed during tumor progression in KC or DDKC models, arguing against p53 loss (Figure 1P–T; Figure S1N, Supporting Information). Together, these data support a stage‐dependent role of DKK3, tumor‐suppressive in early disease yet potentially oncogenic in advanced PDAC, as reflected by the opposing survival outcomes in DKC vs DDKC mice.

### 2.2 DKK3 Safeguards Acinar Integrity and Restrains Dysplasia During PDAC Onset

To test this hypothesis, and building on our in vivo observation that DKK3 loss accelerates KRAS^G12D^‐driven dysplastic transformation, we next delineated DKK3's specific contribution to ADM, an early initiating event in PDAC. Our prior work showed that DKK3 governs acinar regeneration, marked by reactivation of embryonic programs, ADM, and incipient fibrosis, features characteristic of early pancreatic tumorigenesis, prompting us to interrogate DKK3's unique role in PDAC initiation.^[^ ^12^ ^]^

Using an ex vivo acinar explant assay, we quantified ADM and transdifferentiation into duct‐like cells (**Figure** **2**A). Even on a wild‐type Kras background, acini from *Dkk3*‐null (DD) pancreata underwent rapid ADM, yielding significantly more ductal structures after three days in culture than wild‐type (WT; *Dkk3^+/+^*) counterparts (Figure 2B,C; Figure S2A, Supporting Information). Consistently, DD acini showed higher expression of ductal identity genes *Krt19* and *Sox9* (Figure 2D). To test whether DKK3 is induced during ADM, we measured its mRNA in WT cultures and observed a marked upregulation accompanying the morphological transition, consistent with a protective role of DKK3 in maintaining the acinar state (Figure S2B, Supporting Information). Functionally, exogenous recombinant DKK3 (rDKK3) reduced the emergence of ductal structures in DD cultures, rescuing the phenotype (Figure 2B–D; Figure S2A, Supporting Information). Conversely, neutralizing DKK3 by a blocking antibody (α‐DKK3 Ab) in WT acini recapitulated the DD phenotype, significantly increasing ductal structures relative to untreated controls (Figure 2E–G; Figure S2C, Supporting Information).

**Figure 2:**
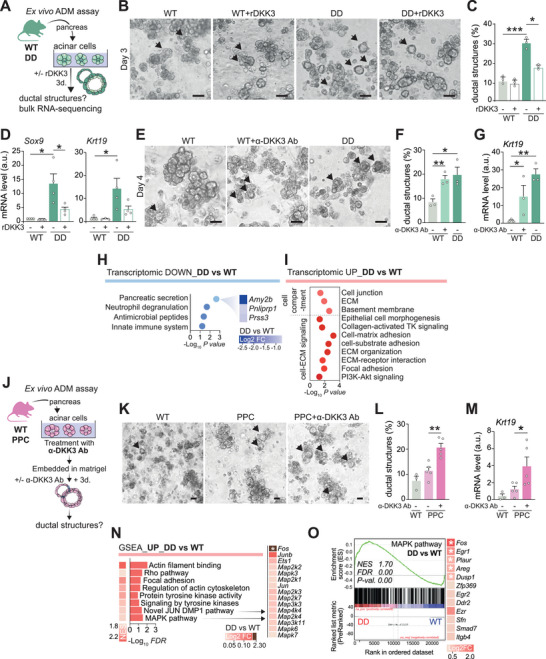
DKK3 safeguards acinar integrity and restrains dysplasia during PDAC onset. A) Experimental setup for ex vivo ADM assay B–E). (B and C) Brightfield images (B) and quantification of ductal structures (C) in acinar cultures treated or not with rDKK3 for three days. Arrows show ductal structures. Scale bar, 50 µm. (D) qRT‐PCR analysis of ductal marker gene expression in (A to C). (E and F) Brightfield images (E) and quantification of ductal structures F) in WT treated or not with neutralizing anti‐DKK3 antibody and DD acinar cultures after four days. Arrows show ductal structures. Scale bar, 50 µm. G) qRT‐PCR analysis of ductal marker gene *Krt19* expression in (E and F). H,I) DAVID‐based correlation analysis for down (H) and upregulated (I) genes of an RNA‐sequencing performed on acinar cultures after three days of ADM assay. J) Experimental setup for ex vivo ADM assay using neutralizing anti‐DKK3 antibody. K,L) Brightfield images (K) and quantification of ductal structures (L) in PPC (treated or not with neutralizing anti‐DKK3 antibody) and WT acinar cultures as in (J). Arrows show ductal structures. Scale bar, 50 µm. M) qRT‐PCR analysis of ductal marker gene *Krt19* expression in PPC (treated or not with neutralizing anti‐DKK3 antibody) and WT acinar cultures as in (J). N) GSEA of the transcriptomics data showing upregulated pathways with *FDR* ≤ 0.05 in DD versus WT acinar cultures. Heatmap represents log_2_ FC of top genes within the indicated gene sets. O) GSEA of the MAPK gene set in DD versus WT acinar cultures. Heatmap represents log_2_ FC of top genes within the indicated gene sets. Data are means ± SEM. Each dot represents a mouse (C,D,F,G,L,M). Significance was calculated by an unpaired Student's t‐test. ^*^ *p* < 0.05; ^**^ *p* < 0.01. ADM, acinar‐to‐ductal metaplasia; FC, fold change; FDR, false discovery rate; NES, normalized enrichment score.

To capture global transcriptomic changes, we performed bulk RNA‐seq on WT and DD acinar cells after three days in culture. Loss of DKK3 was associated with diminished acinar functions, including enzyme secretion, and downregulation of gene sets related to ribosomal structure and mitochondrial translation. Given that pancreatic acinar cells have the highest ribosome.^[^ ^21^ ^]^ and protein content.^[^ ^22^ ^]^ among mammalian somatic cells, suppression of these pathways further supports compromised acinar integrity in DD acini (Figure 2H; Figure S2E, Supporting Information). Conversely, gene programs linked to epithelial morphogenesis and cytoskeletal remodeling were upregulated in DD acini, consistent with the pronounced ADM phenotype (Figure 2I). RNA‐seq showed similar overall *Dkk3* transcript levels in WT and DD acini, reflecting expression of the alternative intracellular isoform *Dkk3b* from a secondary transcriptional start site (Figure S2E, Supporting Information). Using exon‐specific primers, we confirmed loss of exon 2–containing transcripts encoding secreted full‐length DKK3, validating knockout of canonical DKK3, while *Dkk3b* expression remained unchanged in both genotypes (Figure S2F, Supporting Information).

To define the cell‐autonomous contribution of DKK3 loss during KRAS‐driven initiation, we repeated the ex vivo acinar explant assay using acini from KC and DDKC pancreata at 10 weeks (Figure S2G, Supporting Information). Mirroring the in vivo findings (Figure 1C–F), DDKC acini displayed significantly greater and accelerated ADM than KC after just one day in culture (Figure S2H,I, Supporting Information), accompanied by higher expression of ductal genes in DDKC and a time‐dependent induction of *Dkk3* in KC from day 1 to day 3 (Figure S2J, Supporting Information). By day 3, ADM in DDKC acini plateaued and no longer exceeded KC (Figure S2K,L, Supporting Information), consistent with oncogenic KRAS being the principal driver of ADM in the KC model. Thus, DKK3 loss accelerates the earliest step of tumor initiation, whereas DKK3 induction can delay, but not abolish, KRAS‐mediated ADM, underscoring KRAS dominance. Collectively, these data position DKK3 as a kinetic modulator rather than an absolute barrier to KRAS‐driven ADM.

Previous work by Zhou et al. in a KPC floxed background reported an oncogenic role for DKK3.^[^ ^19^ ^]^ Whether DKK3's tumor‐suppressive function operates independently of p53, however, remained unresolved. We first performed GSEA on differentially expressed genes between wild‐type and *Dkk3*‐null acinar cells and found no prominent changes in the p53 tumor‐suppressor pathway, arguing against p53 involvement at early stages (Figure S2M,N, Supporting Information). To directly test p53 independence, we used *Trp53^fl/fl^; Ptf1a^Cre/+^* (PPC) acini and carried out an ex vivo ADM assay with DKK3‐neutralizing antibodies (Figure 2J). Notably, DKK3 blockade markedly increased ductal structures relative to untreated controls, demonstrating that DKK3's tumor‐suppressive role persists in the absence of p53 (Figure 2K–M).

Altogether, these results underscore DKK3 role in preserving pancreatic acinar integrity and emphasize the tumor‐promoting potential of DKK3 loss during the earliest stages of pancreatic carcinogenesis.

### 2.3 Fos Orchestrates Tumor‐Promoting Effects of DKK3 Loss in Acinar Cells

To probe mechanisms underlying DKK3's tumor‐suppressive role in acinar cells, we performed pre‐ranked GSEA on the DD versus WT RNA‐seq data, which highlighted MAPK, JUN, and DMP1 pathways, with *Fos* emerging as a key regulator (Figure 2N). Focused GSEA of the MAPK set identified *Fos*, *Egr1*, *Areg*, *Plaur*, and *Dusp1* among the top upregulated genes (Figure 2O). Consistent with these transcriptomic data, DD acini exhibited increased phosphorylation of p44/42 MAPK and induction of downstream targets Fos and Jun relative to WT cells (**Figure** **3**A–E; Figure S3A,B, Supporting Information). Despite robust mRNA induction, protein changes were modest; FOS showed only slight upregulation and JUN was unchanged, consistent with known post‐transcriptional and post‐translational control of AP‐1 components (e.g., differences in translation efficiency, protein half‐life, and stimulus‐dependent c‐Fos degradation.^[^ ^23^, ^24^ ^]^). Together, these findings support a model in which loss of DKK3 activates MEK/MAPK signaling to drive Fos‐dependent programs that accelerate ADM.

**Figure 3:**
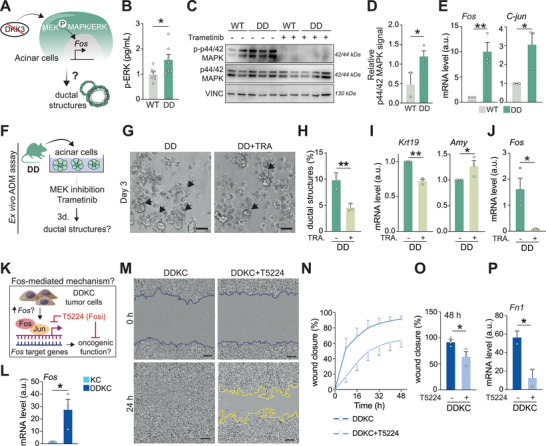
Fos orchestrates the tumor‐promoting effects of DKK3 loss. A) Proposed DKK3 loss‐mediated molecular mechanism driving ductal structure formation. B) ELISA for p‐ERK (p‐T202/Y204, p‐T185/Y187) on protein lysates from WT and DD acinar cultures after 3 days of ADM assay. C,D) Western blot analysis C) and quantification D) of p44/42 MAPK phosphorylation (p‐T202/Y204, p‐T185/Y187) levels in WT and DD acinar cells. E) qRT‐PCR analysis of *Fos* and *C‐jun* in WT and DD acinar cells. F) Experimental setup shown in G–J). (G and H) Brightfield images (G) and quantification of ductal structures (H) in DD acinar cultures treated or not with the MEK1/2 inhibitor trametinib for three days. Arrows show ductal structures. Scale bar, 50 µm. (I and J) qRT‐PCR analysis of ductal and acinar marker gene expression (I) and of *Fos* expression (J) in DD acinar cells treated or not with trametinib after three days. K) Experimental setup shown in L–P). (L) qRT‐PCR analysis of *Fos* expression in tumor cells. (M) Incucyte‐based wound healing assay on DDKC tumor cells treated or not with the transcription factor c‐Fos/AP‐1 inhibitor T5224, 48 h post‐wound generation. Scale bar, 25 µm. (N and O) Wound closure of DDKC tumor cells treated or not with T5224 at different time points (N) and at 48 h (O). (P) qRT‐PCR analysis of *Fn1* expression in DDKC tumor cells treated or not with T5224 for 72 h. Data are means ± SEM. Each dot represents a mouse (B,D,E,H–J) or a cell line (L,O,P). Significance was calculated by an unpaired Student's t‐test. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001. ADM, acinar‐to‐ductal metaplasia; TRA, trametinib.

To substantiate the causal link between MAPK signaling and ADM formation upon DKK3 loss, we applied clinical‐grade MEK inhibitor trametinib on *Dkk3*‐null acinar cultures. Remarkably, MEK inhibition significantly reduced ductal structure formation in trametinib‐treated DD acini (Figure 3C,F,G,H). This decrease was accompanied by lower levels of the ductal marker *Krt19* and concomitant higher levels in the acinar marker *Amy1a* in treated *Dkk3*‐null cultures (Figure 3I). Importantly, a significant depletion in *Fos* mRNA levels was observed upon trametinib treatment, further supporting our hypothesis that Fos acts downstream of MAPK signaling to mediate ADM formation ex vivo (Figure 3J). In contrast, MEK inhibition in wild‐type acinar cells induced no significant changes in ductal structures or marker gene expression (Figure S3C–E, Supporting Information), reinforcing the involvement of MAPK cascade in *Dkk3* loss‐driven tumor initiation. In *Dkk3^+/+^* WT acinar cells, *Fos* is virtually undetectable at baseline and does not change upon MEK inhibition, indicating a low MEK‐FOS drive in the presence of DKK3 (Figure S3E, Supporting Information). Conversely, neutralizing DKK3 with the previously used blocking antibody (Figure 2) increased *Fos* mRNA in WT acini (Figure S3F, Supporting Information), though to a lesser extent than genetic DKK3 ablation.

Collectively, these results indicate that the tumor‐initiating functions promoted by DKK3 loss in early acinar cell transformation are governed by the activation of MAPK signaling pathway and subsequently mediated by the transcription factor Fos.

### 2.4 Fos Expression in DKK3‐Null Cancer Cells Mediates Invasive Properties

Next, we aimed to dissect the molecular alterations mediating the tumorigenic effects of DKK3 loss at end‐stage cancers. We therefore interrogated the status of the previously identified MAPK signaling cascade in cancer cells (Figure 3K–P; Figure S3G–M, Supporting Information). No significant difference in p44/42 MAPK phosphorylation was observed in DDKC cells compared to KC controls (Figure S3H,I, Supporting Information). To further corroborate this result, we assessed the tumor cell viability upon treatment with the MEK inhibitor trametinib. Again, no genotype‐specific sensitizing effect was induced upon MEK inhibition, indicating that this pathway lost its genotype‐specific relevance upon cancer progression in the absence of DKK3 (Figure S3J, Supporting Information). Interestingly, significantly higher levels of *Fos* – the previously identified downstream target of MAPK signaling – were found in DDKC cells, suggesting its potential role as a crucial driver of DKK3‐loss effects throughout tumor progression even in the absence of upstream MAPK signaling (Figure 3L). To substantiate the potential functional role of Fos at PDAC late stage, we conducted proliferation and wound healing assays using DDKC cells treated with the clinical‐grade selective Fos/AP‐1 inhibitor T5224, which prevents DNA‐binding and transactivation activities of the Fos/Jun complex. After 48 h, the migratory abilities of DDKC tumor cells were significantly abolished by the T5224 treatment, implying a concomitant reduction of their mesenchymal traits and oncogenic properties (Figure 3M–O). In line, qPCR analyses revealed significant downregulation of the Fos downstream target genes *Mmp2* and *Mmp3*, as well as of the mesenchymal marker *Fn1*, induced by the interference into Fos downstream effects (Figure 3P; Figure S3K, Supporting Information). Correspondingly, T5224 remained ineffective during wound healing assays in KC cells (Figure S3L, Supporting Information). Of note, cell viability remained unchanged upon inhibition of Fos binding in both genotypes (Figure S3M, Supporting Information). Altogether, these results show that loss of DKK3 leads to an upregulation of *Fos* expression, thereby mediating tumor aggressiveness and mesenchymal characteristics.

### 2.5 Epithelial DKK3 Inactivation Sustains an Aggressive Phenotype by Reprogramming CAFs and Immune Cells in the PDAC Microenvironment

Collectively, our data show that DKK3 acts cell‐autonomously to preserve acinar integrity in a KRAS wild‐type context and exerts a tumor‐suppressive role during KRAS^G12D^‐driven PDAC progression (Figures 1, 2, 3). Consistent with these roles, pancreatic tumors arising in heterozygous (DKC) and homozygous (DDKC) *Dkk3*‐deficient backgrounds display distinct histopathological features and TME landscapes. Notably, DKC mice exhibited even shorter survival than DDKC mice, despite loss of only a single *Dkk3* allele in both epithelial and stromal compartments in our non‐conditional *Dkk3*‐deficient model crossed with pancreas‐specific oncogenic KRAS, indicating a non‐linear, dose‐sensitive effect of DKK3 across various tissue compartments (Figure 1J).

Consequently, we sought to investigate the specific alterations in the TME induced by the loss of DKK3, which may contribute to the aggressive phenotype seen in DKC and DDKC tumors. To achieve this, we examined the intratumoral expression of DKK3 using a compartment‐specific approach. To evaluate global DKK3 expression in human PDAC tissues, we analyzed mRNA expression data from the publicly available TCGA PanCancer Atlas (n = 179).^[^ ^25^ ^]^ We observed a significantly higher *DKK3* expression level in PDACs compared to normal tissue, with no significant difference relative to the tumor grade (Figure S4A, Supporting Information). We then assessed DKK3 protein expression pattern by immunostaining on a human tissue microarray from a resected PDAC cohort.^[^ ^26^ ^]^ Whereas normal pancreatic tissue appeared mainly negative (score 0), different DKK3‐positive staining patterns (from weak to intense, score 1 to 3) were detected in PanINs and carcinomas. Specifically, 43.2% of patients (19 out of 44) displayed weak positivity (score 1) in PanIN precursor lesions, while 25.0% (11 out of 44) exhibited a moderate to intense expression pattern of DKK3 (scores 2 and 3) (**Figure** **4**A,B; Figure S4B, Supporting Information). Fourteen cases out of 44 (31.8%) exhibited no protein expression in PanINs. Also, low DKK3 expression was detected in PanIN‐associated fibroblasts (Figure 4A, right panels). Interestingly, this pattern changed when analyzing carcinoma‐containing regions of these patients. More than half of the PDACs (54.8%; 51 of 93) showed negative DKK3 staining in the epithelium, 30.0% (27 of 93) had a weak signal, and only 16.1% (15 of 93) displayed a moderate to intense DKK3 expression, irrespective of the tumor grade (Figure 4A,B; Figure S4C, Supporting Information). Intriguingly, intense DKK3 expression was detected in CAFs surrounding the tumor cells, which was only low expressed in PanIN‐associated fibroblasts (Figure 4A, right panels). These findings, coupled to our previous observations from our mouse model, suggest that, also in human PDACs, the early activation of DKK3 expression functions as a molecular tumor suppressive event during preneoplastic progression, which diminishes as malignant transformation occurs. In contrast, DKK3 expression in fibroblasts was found to be inversely regulated, as it was only detected in CAFs. To further substantiate these findings, we reanalyzed a publicly available single‐cell dataset from human PDAC patients.^[^ ^27^ ^]^ and investigated the expression of *Dkk3* across various cellular compartments. *Dkk3* expression was notably higher in fibroblasts compared to any other cell type and was nearly absent in malignant epithelial ductal cells (Figure S4D, Supporting Information), corroborating the compartment shift of DKK3 expression from epithelial toward fibroblastic cells upon PDAC progression. The re‐analysis of another publicly available pancreas single‐cell atlas, which includes samples from healthy donors, PDAC patients, and adjacent normal tissues, similarly revealed a notable increase in *DKK3* expression in fibroblasts transitioning from the PanIN stage to tumor stage (Figure 4C).

**Figure 4:**
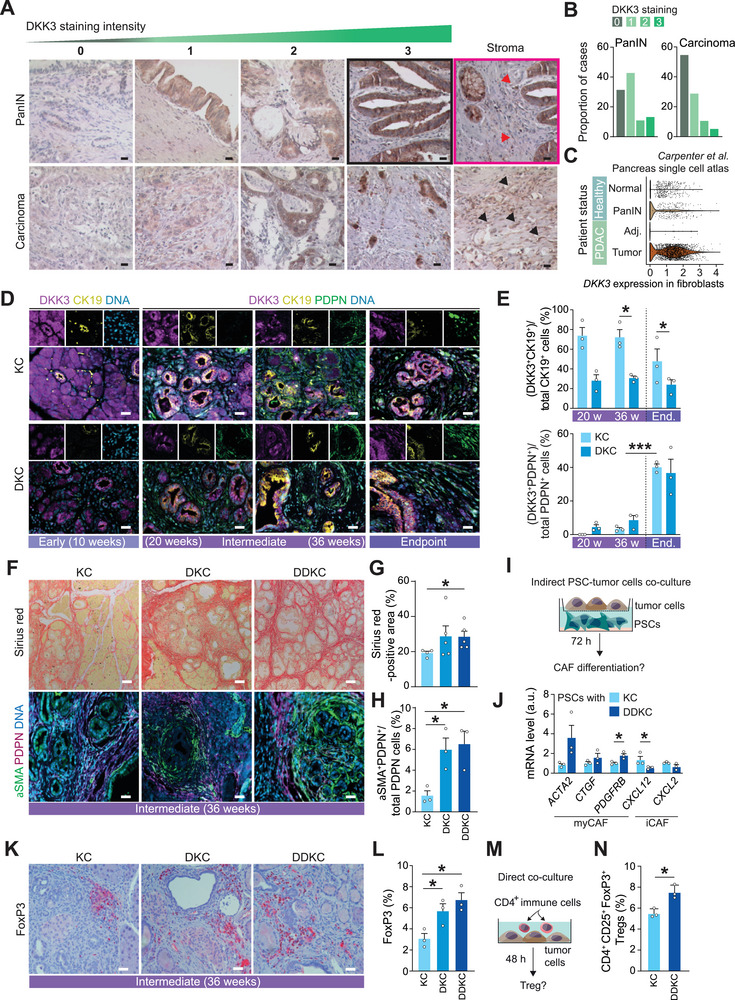
DKK3‐null tumors maintain their aggressive phenotype by reshaping the tumor microenvironment. A) Immunohistochemistry staining for DKK3 on sections of a human PDAC tissue microarray. Scale bar, 20 µm. Red arrows indicate PanIN‐associated fibroblasts, and black arrows represent CAFs. The “Stroma” panel in the PanIN row shows a crop from the same histological section as panel “PanIN 3*"*, reframed to emphasize the periductal stroma. Black and pink boxes represent color‐coded regions as shown in Figure S4B (Supporting Information) (source image). B) Proportion of PDAC cases with varying DKK3 expression levels in PanIN and carcinoma regions. C) Violin plot showing DKK3 expression in fibroblasts in normal and PanIN regions of healthy donors and tumor and adjacent normal tissues of PDAC patients. D,E) Immunofluorescence for DKK3 (purple), CK19 (yellow), and PDPN (green) on mouse pancreatic sections at early, intermediate, and end time points (D) (left panel) and quantification of DKK3^+^CK19^+^ and DKK3^+^PDPN^+^ populations (E) (right panels). Scale bar, 50 µm. F) Picrosirius red staining and immunofluorescence for αSMA (green) and PDPN (purple) on pancreatic sections at the intermediate time point. Scale bar, 50 µm. G,H) Quantification of picrosirius red‐positive (F) and αSMA^+^PDPN^+^ (G) areas (relative to total PDPN^+^ surfaces) in pancreatic tumors. I) Experimental design shown in J). (J) qRT‐PCR analysis of myCAF and iCAF marker gene expression in PSCs after co‐culture with tumor cells for 72 h. K) Immunohistochemistry staining for FoxP3 on pancreatic sections at the intermediate time point. Scale bar, 50 µm. L) Quantification of FoxP3^+^ areas in pancreatic tumors. M) Experimental setup shown in N). (N) Flow cytometry analysis of CD4^+^CD25^+^FoxP3^+^ Treg cell population after co‐culture of CD4^+^ T cells with tumor cells for 48 h. Data are means ± SEM. Each dot represents a mouse (E, G, H, L) or a cell line (J and N). Significance was calculated by an unpaired Student's t‐test. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001. Adj., adjacent tissue; End., endpoint; PSC, pancreatic stellate cell.

We thus examined the compartment‐specific expression of DKK3 in our mouse pancreatic tissues (KC, harboring two wild‐type *Dkk3* alleles versus DKC, carrying one wild‐type *Dkk3* allele) at various stages (early to late), using co‐stainings for the epithelial ductal marker CK19 and the pan‐CAF marker PDPN. At the early and intermediate stages, as ADM and low‐grade PanIN lesions developed, DKK3 expression was primarily localized in epithelial cells, including acinar cells undergoing ADM and preneoplastic ductal cells forming precursor lesions, in both KC and DKC genotypes, while its expression was totally absent in both compartments in DDKC pancreata (Figure 4D,E; Figure S4E–G, Supporting Information). During this phase, emerging PDPN^+^ fibroblasts surrounding these non‐invasive precancerous lesions showed only negligible DKK3 expression. Upon PDAC progression (endpoint), DKK3⁺PDPN⁺ CAFs increased in both KC and DKC tumors, predominating in DKC but remaining comparable to DKK3⁺CK19⁺ tumor cells in KC, indicating a shift of DKK3 expression from epithelial to stromal compartments (Figure 4D,E). Similar patterns were observed in the human PDAC TMA and in the re‐analysis of the publicly available pancreas single‐cell atlas (Figure 4C).

To further investigate the tumor‐promoting functions of DKK3, we specifically examined the stromal compartment's response to DKK3 loss. Picrosirius red staining was performed to visualize tumor fibrotic content, revealing considerably more pronounced fibrosis in both DKC and DDKC mice at the intermediate time point (Figure 4F,G). Myofibroblasts are known to play a crucial role in collagen production within the PDAC TME.^[^ ^28^ ^]^ To pinpoint the dominant CAF subtype in this fibrotic TME, we conducted staining for the myofibroblastic CAF marker αSMA. Our findings demonstrated a notable enrichment of PDPN^+^αSMA^+^ myCAFs in both DKC and DDKC tumors when compared to KC at the intermediate stage (Figure 4F,H). To further substantiate the capacity of *Dkk3*‐null tumor cells to independently reshape their TME toward a myCAF phenotype, we utilized a cell–cell contact‐free co‐culture system involving malignant cells and pancreatic stellate cells (PSCs) as CAF precursors,^[^ ^29^ ^]^ and traced their differentiation into distinct CAF subtypes (Figure 4I). Strikingly, *Dkk3*‐null cancer cells led to an increase in myCAF gene expression (*ACTA2*, *CTGF*, *PDGFRB*), with concomitant downregulation of inflammatory CAF markers (*CXCL12*, *CXCL2*) in PSCs (Figure 4J).

The identification of TME modulations, marked by an abundance of myCAFs, indicates that DKK3 loss‐of‐function in cancer cells may also impact the stromal immune landscape. When comparing the pancreata of KC mice to those with DKC and DDKC tumors, we observed a significant increase in CD3^+^ T lymphocyte populations at the intermediate time points of 20 and 36 weeks (Figure S4H, Supporting Information). Furthermore, analysis of the immunosuppressive regulatory T cell (Treg) subset, using specific FoxP3 immunostaining, revealed a higher prevalence of FoxP3^+^ T cells in DKK3‐knockout tumors (Figure 4K,L; Figure S4I, Supporting Information). Of note, CD4^+^ T cells serve as precursors to CD4^+^FoxP3^+^ Tregs.^[^ ^30^ ^]^ To examine the intrinsic capacity of *Dkk3*‐null tumor cells to redraft the T‐cell immune compartment, we employed direct co‐culture of tumor cells and CD4^+^ T cells (Figure 4M). After 48 h of direct co‐culture, DDKC tumor cells displayed a greater potential to differentiate activated CD4^+^ T cells into CD4^+^FoxP3^+^ Tregs than KC cells (Figure 4N). In line, we observed significantly lower CD8^+^ cytotoxic T cell content in DDKC tumors at 36 weeks (Figure S4J, Supporting Information), functionally corroborating the development of an immunosuppressive phenotype in DKK3‐knockout context.

Collectively, these findings suggest that the loss of DKK3 leads to TME reprogramming toward a fibrotic niche enriched with myCAFs and immunosuppressive Tregs, ultimately enhancing tumor aggressiveness.

### 2.6 CAF‐Derived DKK3 Fosters Aggressiveness of PDAC Late Stage

DKK3 functions as a tumor suppressor in early PDAC (Figures 1C–F and 2). Given its reported oncogenic roles in other cancers.^[^ ^17^, ^18^, ^19^ ^]^ and our observation of stage‐ and compartment‐specific DKK3 expression during PDAC progression (Figure 4A–E), we hypothesized a context‐dependent switch whereby DKK3 is tumor‐suppressive initially but becomes oncogenic at later stages.

To test this, we treated end‐stage *Dkk3*‐null tumor cells with stable mesenchymal features (Figure 1O) with rDKK3 (**Figure** **5**A). rDKK3 markedly enhanced cell migration and increased the mesenchymal marker vimentin, consistent with an oncogenic effect that mimics stromal DKK3 secretion (Figure 5B–G). Bulk RNA‐seq of untreated versus rDKK3‐treated DDKC cells (modeling CAF‐derived DKK3) identified IL6‐JAK‐STAT3 signaling as one of the most upregulated pathways (Figure 5H). 

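DDKC tumor cells are lines grown from pancreatic tumors of mice homozygous for the Dkk3 knockout, and rDKK3 is recombinant DKK3 protein added to their medium. RNA of 3 DDKC lines, called A, B and C here in ascending order of their line numbers, was sequenced without and with rDKK3, in 2 libraries for each line and condition and 12 libraries in all. Fig. 5A draws a pre-treatment with or without rDKK3 from day 0 to day 3 and further culture with or without rDKK3 until RNA sequencing on day 6. The paper's text gives 20 µg/mL rDKK3 for the migration assays and does not name the concentration for the RNA samples. The authors sequenced 50-base read pairs, aligned them to GRCm39 with STAR, counted alignments on the exons of each gene by strand, and deposited these raw counts for 57278 genes without normalization. Total counts ranged from 7520741 to 24541083 in the 6 untreated libraries (median 14250180) and from 3822987 to 11567095 in the 6 rDKK3-treated libraries (median 6579895.5). In lines A and C both treated libraries held fewer counts than both untreated ones. At these depths 3 counts, taken as the floor below which a gene cannot be told from 0, correspond to between 0.127 and 0.755 CPM (counts scaled to the library total) after TMM normalization. The floors cover counting error only, because the reads carry no molecular identifiers. Dkk3 (ENSMUSG00000030772.7), whose exon 2 is replaced in the knockout, had 0 counts in every library except 1 treated library of line A, which had 1 count. The paper reports that acini with this knockout still hold Dkk3 transcripts, so counts of 0 do not follow from the knockout alone.

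The labels do not say whether the 2 libraries of a line and condition came from separate cultures. They were compared over the 12979 genes with a mean of at least 20 counts. Between the libraries with the lower and the higher library number, each gene could shift by an amount common to all lines and conditions. With that shift fitted, the 2 libraries differed by less than the sampling noise, with a mean deviance of 0.780 per degree of freedom. The mean deviance was 6.44 without the shift, and 25.4 with the shift but with the treated and untreated libraries of a line taken as repeats of each other. The 2 libraries were therefore counted as 1 sample in every mean and SD, which are over n = 3 lines. The main test was edgeR's quasi-likelihood test on all 12 libraries with the cell line and the treatment in the model. It covered the 15165 genes that edgeR's filter on low counts kept. Because this fit treats the 2 libraries as separate replicates, the fit to their summed counts, 3 lines against 3, is given beside it.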

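With the cell line in the model and all 12 libraries, 2744 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 1205 were higher and 1539 were lower in rDKK3-treated cells, and 4992 genes had an unadjusted p under 0.05. On the summed counts of the 3 lines, with the line as the block, the same test called 1 gene, Lcn2, while 1294 genes had an unadjusted p under 0.05. The fit without the line moved the count most. With no replicate block 0 genes passed and 1151 had an unadjusted p under 0.05. The samples of a line did deviate together from the means of their conditions, since the correlation of these deviations was 0.831 for the same line and -0.416 for different lines. Across genes, which are not independent replicates, the log2 fold changes of line A correlated at 0.0813 with those of line B and at -0.0235 with those of line C, and those of lines B and C correlated at 0.252.

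IL6-JAK-STAT3 signaling was scored with a list of 88 genes written by hand after the Hallmark set, because the MSigDB files were not used here. The list includes the 6 genes of the heatmap in Fig. 5H, and 66 of its genes were tested. Genes were ranked by the paper's formula, the sign of the log2 fold change times -log10 of the p-value, with the values of edgeR's test in place of the paper's DESeq2, and scored by pre-ranked GSEA with 10000 permutations. The normalized enrichment score (NES) was 2.03, with p = 0.000262, the smallest these permutations could give, and p = 0.000349 after Benjamini-Hochberg adjustment over the 4 lists scored this way. It was 1.67 with the values of DESeq2 with the line in the model, 2.13 on the summed counts with the line as the block and 2.09 with no replicate block. Single members changed in both directions, 17 higher and 4 lower with an adjusted p under 0.05 over all genes in the 12-library test. With the adjustment over the list alone these counts were 22 and 5, and 1 member passed on the summed counts. In the single lines, with genes ranked by the log2 fold change, the NES was 2.29 in line A, -1.15 in line B (permutation p = 0.238) and 1.4 in line C (permutation p = 0.0357). Of the 66 members, 50 were higher with rDKK3 in line A, 38 in line B and 29 in line C. Leaving out line A moved the score most, to -0.73. GSEA permutes genes. In the tests of limma that use the variation between libraries, the p-value was 0.286 from camera and 0.140 from the rotation test fry, so by these tests the list did not exceed the spread between libraries.

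Il6 (ENSMUSG00000025746.12, chromosome 5 of GRCm39, 30218112 to 30224979) had 1 count in 1 untreated library of line A and 0 counts in all others. Stat3 (ENSMUSG00000004040.17, chromosome 11, 100775924 to 100830366) measured 112 ± 32.3 CPM (SD, n = 3 lines) in untreated and 157 ± 107 CPM (SD, n = 3) in treated cells. Its log2 fold change of 0.32 (standard error 0.14) had an adjusted p of 0.124 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which does not exceed the replicate spread. It was 0.33 on the summed counts with the line as the block and 0.48 in the 12 libraries with no replicate block (adjusted p = 0.873 in the same edgeR test). The log2 fold change of Stat3 was 0.91 in line A, 0.15 in line B and -0.10 in line C. It fell to 0.025 without line A. In the same edgeR test it passed without line C (0.55, adjusted p = 0.0421) and without the filter on low counts (0.28, adjusted p = 0.0074). The p-values of the unfiltered fit are uncertain. In that edgeR test the adjusted p was 2.8e-35 for Csf1, against 0.0241 with the filter, and 0.196 for Fn1, against 0.0355. The cause was not tested. From the gene set analysis of these libraries, the paper states that IL6-JAK-STAT3 signaling was among the pathways most raised by rDKK3.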

Western blots confirmed pathway activation, showing increased STAT3 phosphorylation in rDKK3‐treated cells (Figure 5I–J). Functionally, pharmacologic STAT3 inhibition with stattic (Figure S5A–B, Supporting Information) reduced rDKK3‐induced migration and lowered expression of mesenchymal markers *Cdh2* and *Fn1* (Figure 5K–M), while having no effect on non‐stimulated DDKCs (Figure S5C–D, Supporting Information), indicating that STAT3 activity specifically mediates rDKK3's effects. 

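Csf1 (ENSMUSG00000014599.11) lies on chromosome 3 of GRCm39 from 107648364 to 107667785 and encodes macrophage colony-stimulating factor. It measured 26.5 ± 24.8 CPM (SD, n = 3 lines) in untreated DDKC cells and 119 ± 177 CPM (SD, n = 3) after rDKK3. In edgeR's quasi-likelihood test on the 12 libraries with the line in the model, its log2 fold change was 1.3 (standard error 0.34, adjusted p = 0.0241 with Benjamini-Hochberg adjustment). Csf2 (ENSMUSG00000018916.6, chromosome 11, 54138097 to 54140493), which encodes granulocyte-macrophage colony-stimulating factor, measured 1.02 ± 0.282 CPM (SD, n = 3) before and 7.82 ± 8.32 CPM (SD, n = 3) after rDKK3. Its log2 fold change was 2.53 (standard error 0.49, adjusted p = 0.00578 in edgeR's quasi-likelihood test with the same adjustment). Cxcl2 (ENSMUSG00000058427.11, chromosome 5, 91051730 to 91053797), which encodes a neutrophil chemokine, measured 0.325 ± 0.267 CPM (SD, n = 3) before and 9.14 ± 14.7 CPM (SD, n = 3) after rDKK3. Its log2 fold change was 4.08 (standard error 0.76, adjusted p = 0.0047 in edgeR's quasi-likelihood test with the same adjustment). For each of the 3 genes the SD over the treated lines was larger than the difference between the condition means.

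Most of the change came from line A. The log2 fold change of Csf1 was 2.55 in line A, 0.06 in line B and 0.84 in line C, and that of Csf2 was 3.81, 0.03 and 1.99 in the same order. Cxcl2 rose by 5.40 on the log2 scale in line A and by 1.01 in line B. In line C it had 1 count before and 1 count after rDKK3 over both libraries of each condition, which is under the floor, so no fold change is given. The difference between the lines exceeded the noise between libraries, with an adjusted p for a line-dependent response of 8.9e-08 for Csf1, 0.000548 for Csf2 and 0.000372 for Cxcl2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This test takes the 2 libraries of a line and condition as separate replicates, so it does not separate lines from single cultures. Among the alternatives, the log2 fold change of Csf1 moved most with DESeq2's estimate shrunk by ashr and no replicate block, an alternative chosen after the data were seen, to 0.049. It was 0.46 with line A left out.

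On the summed counts, 3 lines against 3 with the line as the block, the log2 fold changes were 1.21 for Csf1, 2.34 for Csf2 and 3.61 for Cxcl2. Their unadjusted p-values were 0.0571, 0.0276 and 0.029, and their adjusted p-values 0.59, 0.578 and 0.578 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 12 libraries and no replicate block the log2 fold changes were 2.16, 2.91 and 4.77, with adjusted p-values of 0.649, 0.343 and 0.395 in the same test. Adjusted over the 6 heatmap genes of Fig. 5H alone, p was 0.00294 for Csf1 and 0.000794 for Csf2 and Cxcl2 in edgeR's quasi-likelihood test with the line in the model, and 0.0578 for each on the summed counts. The legend of Fig. 5H describes the heatmap genes as the top ones of its sets in these same libraries. This adjustment does not account for that selection, so these p-values are too small. An exact permutation test on 3 paired lines cannot give a two-sided p below 0.25.

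**Figure D1:**
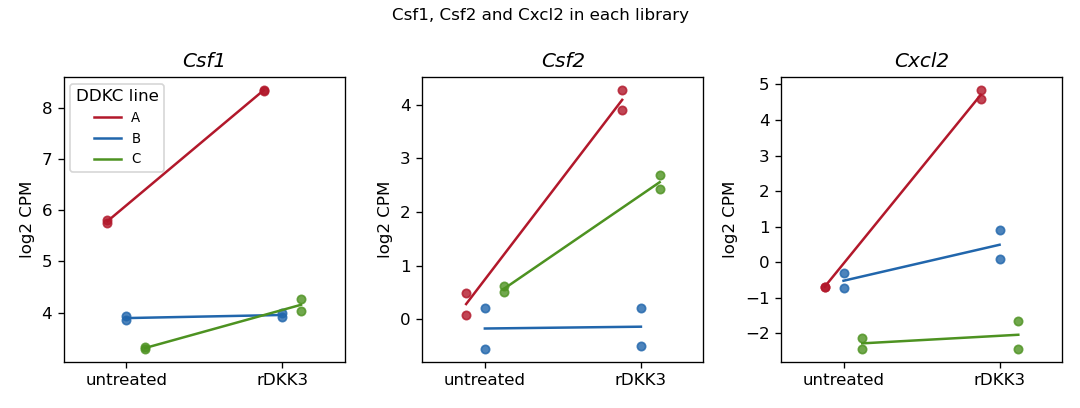
Expression of Csf1, Csf2 and Cxcl2 as log2 CPM (prior count of 2) in each of the 12 libraries, without and with rDKK3. Points are libraries, colors are the 3 DDKC lines, and each line segment joins the means of the 2 libraries of a condition. Line A rises most in all 3 panels, and Cxcl2 in line C stays under the floor of 3 counts in every library.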

RNA‐seq further nominated *Csf1*, *Csf2*, and *Cxcl2* as downstream targets (Figure 5H). qPCR validated rDKK3‐dependent induction of *Csf1* and *Csf2* and their suppression by stattic, with *Cxcl2* showing the same trend (Figure 5N; Figure S5E, Supporting Information). Analysis of TCGA datasets demonstrated a strong correlation between DKK3 expression and IL6‐JAK‐STAT3 signatures across multiple gene sets (Hallmark, Reactome) (Figure 5O). Together, these data establish IL6‐JAK‐STAT3 signaling as a key mediator of oncogenic DKK3 activity and highlight this pathway as a potential therapeutic target in advanced PDAC (Figure 5P).

**Figure 5:**
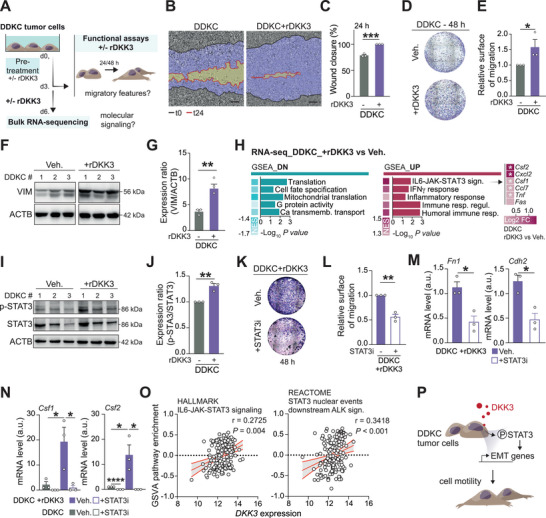
IL6‐JAK‐STAT3 signaling mediates the oncogenic activity of DKK3. A) Experimental setup of migration assays shown in B–F). (B) Incucyte‐based wound healing assay on DDKC tumor cells treated or not with rDKK3, 24 h post‐wound generation. Scale bar, 25 µm. (C) Wound closure of DDKC tumor cells treated or not with rDKK3 at 24 h. (D) Boyden chamber assay with DDKC tumor cells treated or not with rDKK3 for 48 h. (E) Relative surface of migration of DDKC tumor cells treated or not with rDKK3 for 48 h. F,G) Western blot analysis (F) and quantification (G) of VIM levels in DDKC tumor cells treated or not with rDKK3 for 72 h. H) GSEA of the transcriptomics data showing downregulated and upregulated gene sets with *P* value ≤ 0.05 in rDKK3‐treated DDKC versus DDKC tumor cells. Heatmap represents log_2_ FC of top genes within the indicated gene sets. I,J) Western blot analysis (I) and quantification (J) of p‐Y705 STAT3 (p‐STAT3) in DDKC cells, treated or not with rDKK3. K) Boyden chamber assay with rDKK3‐treated DDKC tumor cells, treated or not with the STAT3 inhibitor (STAT3i) stattic for 48 h. L) Relative surface of migration of rDKK3‐treated DDKC tumor cells, treated or not with STAT3i for 48 h. M) qRT‐PCR analysis of mesenchymal marker (*Fn1* and *Cdh2*) expression in rDKK3‐treated DDKC tumor cells, treated or not with STAT3i for 48 h. N) qRT‐PCR analysis of IL6‐JAK‐STAT3 target gene expression (*Csf1*, *Csf2*) in DDKC and rDKK3‐treated DDKC tumor cells, treated or not with STAT3i for 48 h. O) Correlation plot showing the correlation between *DKK3* expression and IL6‐JAK‐STAT3 signaling. P) Illustrative summary of the molecular mechanism underlying the oncogenic role of DKK3. Data are means ± SEM. Each dot represents a cell line (C,E,G,J, L–N). Significance was calculated by an unpaired Student's t‐test. ^*^ *p* < 0.05; ^**^ *p* < 0.01. DN, downregulated; FC, fold change; NES, normalized enrichment score; sign., signaling; UP, upregulated; Veh., vehicle.

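The gene sets of Fig. 5H were scored with lists that could be made without the MSigDB files. A list of 57 interferon response genes was written by hand, and 43 of its genes were tested. The cytosolic and the mitochondrial ribosomal protein genes, taken by their symbols, were 78 genes each, all of them tested. The sets for the inflammatory, humoral and immune regulatory responses, for cell fate, G protein signaling and calcium transport were not analysed here. In the 12-library ranking, the interferon list had an NES of 1.06 (permutation p = 0.341, and 0.341 after Benjamini-Hochberg adjustment over the 4 lists). The 3 lines went in different directions. The NES was 2.11 in line A (permutation p = 0.000167), -0.71 in line B (permutation p = 0.918) and -1.88 in line C (permutation p = 0.000587). With rDKK3, 40 of its 43 genes were higher in line A, 14 in line B and 6 in line C. The NES was 1.04 on the summed counts with the line as the block and 1.29 with no replicate block. It turned to -1.58 (permutation p = 0.00946) when line A was left out, and was 2.00 (permutation p = 0.000181) when line C was left out. Over the genes with at least 10 counts in every library it was -0.76 (permutation p = 0.841). Of the single genes, 1 passed an adjusted p under 0.05 over all genes, 0 passed over the list alone, and the p-value from limma's camera was 0.793. The Reactome interferon gamma set (114 genes listed, 60 tested) had an NES of 0.65 (permutation p = 0.992).

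The cytosolic ribosomal protein genes were lower with rDKK3, with an NES of -2.21 (permutation p = 0.000161, the smallest these permutations could give, adjusted p = 0.000321 over the 4 lists) and a median log2 fold change of -0.27. The median was -0.35 in line A, -0.27 in line B and -0.16 in line C. The NES was -3.10 on the summed counts with the line as the block, and it was -2.54 in the 12 libraries with no replicate block. Of the 78 genes, 18 were lower with an adjusted p under 0.05 over all genes and 20 over the list (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No gene was higher with an adjusted p under 0.05, and 0 passed over the list on the summed counts. The p-value was 0.332 from limma's camera and 0.0401 from its rotation test fry, and 0.114 and 0.0122 with the libraries summed. Random lists of genes matched on transcript length and expression had a median log2 fold change of -0.24, and 776 of 10000 such lists were as low as the ribosomal genes. This used the longest protein-coding transcript of each gene, chosen after the values were seen. With the longest transcript of any kind the median was -0.20 and 131 lists were as low. Many ribosomal protein genes have near-identical processed pseudogenes, so their counts are uncertain where the authors' counting could have split reads between copies.

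The mitochondrial ribosomal protein genes had an NES of -2.13 (permutation p = 0.000161, again the smallest possible) and a median log2 fold change of -0.14. The NES was -1.37 in line A, -1.51 in line B and -1.48 in line C. It was -2.15 on the summed counts with the line as the block and -2.19 with no replicate block. Of the 78 genes, 15 were lower with an adjusted p under 0.05 both over all genes and over the list, and 0 passed on the summed counts. The change exceeded the spread between libraries in both tests of limma, with p-values of 0.00233 from camera and 2.5e-06 from fry. With the libraries summed these p-values were 0.0868 and 0.0252. The Reactome sets gave an NES of -2.10 for translation (154 genes tested) and -2.21 for mitochondrial translation (87 genes tested). In lines A, B and C translation had -2.05, -2.13 and -0.67 (permutation p = 0.991 in line C). Mitochondrial translation had -1.48, -1.54 and -1.48 in the same order.

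**Figure D2:**
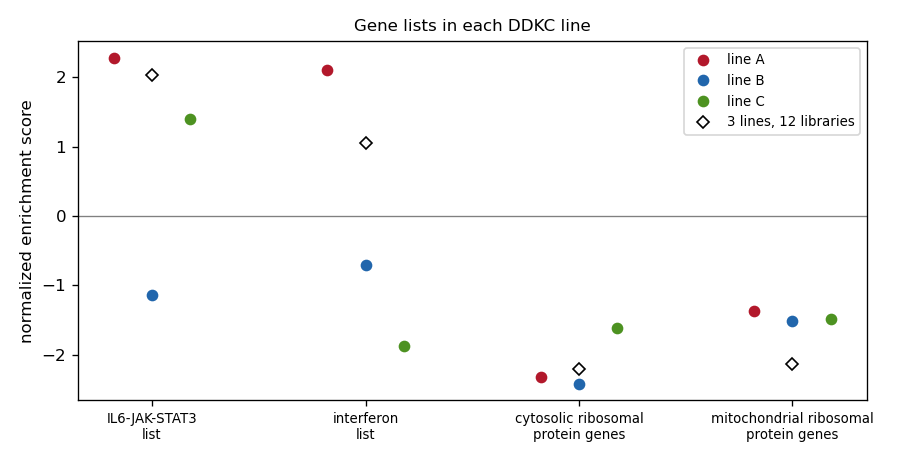
Normalized enrichment score of 4 gene lists in rDKK3-treated against untreated DDKC cells. Filled points are the single lines, with genes ranked by the log2 fold change, open diamonds are the 12 libraries together, with genes ranked by the sign of the change times -log10 of the p-value, and the grey line marks 0. The IL6-JAK-STAT3 and interferon lists differ in sign between lines, and both ribosomal lists lie below 0 in all 3 lines. In line B, the only line with a negative IL6-JAK-STAT3 score, that score did not pass (permutation p = 0.238), nor did the interferon score (permutation p = 0.918).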

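The other heatmap genes were counted at low depth in most lines. Ccl7 (ENSMUSG00000035373.3, chromosome 11 of GRCm39, 81936538 to 81938351) measured 0.141 ± 0.135 CPM (SD, n = 3 lines) in untreated and 1.86 ± 2.77 CPM (SD, n = 3) in rDKK3-treated DDKC cells. Over both libraries of a condition its counts went from 5 to 51 in line A, from 5 to 2 in line B and from 0 to 5 in line C. Its log2 fold change was 3.46 (standard error 0.81, adjusted p = 0.0145 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnf (ENSMUSG00000024401.15, chromosome 17, 35418357 to 35420983) measured 0.725 ± 0.607 CPM (SD, n = 3) before and 4.32 ± 6.46 CPM (SD, n = 3) after rDKK3. Its counts were 38 and 124 in line A, 18 and 17 in line B, and 2 and 4 in line C. Its log2 fold change was 2.10 (standard error 0.53, adjusted p = 0.0198 in edgeR's quasi-likelihood test with the same adjustment). Fas (ENSMUSG00000024778.14, chromosome 19, 34268066 to 34305172) measured 2.92 ± 4.50 CPM (SD, n = 3) before and 11.8 ± 19.7 CPM (SD, n = 3) after rDKK3. Its counts were 240 and 355 in line A, from libraries whose totals were lower after treatment, 12 and 13 in line B, and 8 and 2 in line C. Its log2 fold change was 1.61 (standard error 0.32, adjusted p = 0.00679 in edgeR's quasi-likelihood test with the same adjustment). In line A alone the log2 fold changes were 3.98 for Ccl7, 3.01 for Tnf and 2.06 for Fas. The SD over the treated lines was again larger than the difference between the condition means for each of the 3 genes.

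With the line as the block on the summed counts, the log2 fold changes were 3.25 for Ccl7, 2.03 for Tnf and 1.28 for Fas, and their adjusted p-values were 0.592, 0.58 and 0.587 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). With no replicate block they were 3.72, 2.55 and 1.99, with adjusted p-values of 0.446, 0.642 and 0.881 in the same test on the 12 libraries. Adjusted over the 6 heatmap genes, p was 0.00196 for Ccl7 and 0.00261 for Tnf in edgeR's quasi-likelihood test with the line in the model. Again this does not account for the selection of these genes from the same libraries. The test of a line-dependent response, which also takes the 2 libraries as separate replicates, gave an adjusted p of 0.00305 for Ccl7, 0.00971 for Tnf and 0.0143 for Fas in edgeR's test of the line-by-treatment interaction with Benjamini-Hochberg adjustment. Without line A none of the 3 genes passed, and the log2 fold changes were 1.23, 0.64 and 0.20.

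**Figure D3:**
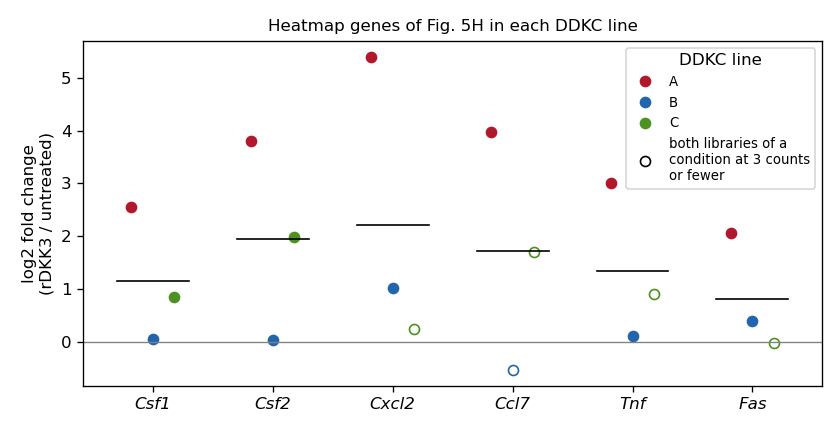
Log2 fold change (rDKK3-treated over untreated) of the 6 heatmap genes of Fig. 5H in each DDKC line, from log2 CPM with a prior count of 2. Colors are the lines, horizontal bars the means of the 3 lines and the grey line marks 0. Open symbols mark a line in which both libraries of a condition held 3 counts or fewer, where the prior count sets the value. Line A has the largest change for each gene.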

To validate our findings in vivo and dissect tumor–stroma crosstalk by DKK3 status, we used an orthotopic 2 × 2 factorial cross‐transplant design: malignant cells from endpoint KC or DDKC tumors were orthotopically implanted into the pancreata of wild‐type or *Dkk3*‐null hosts, generating four groups (KC→WT, KC→DD, DDKC→WT, DDKC→DD) and isolating DKK3 contributions from tumor versus stroma (**Figure** **6**A; Figure S6A, Supporting Information). KC cells engrafted into WT or DD hosts formed well‐differentiated tumors (Figure 6B), recapitulating the autochthonous KC phenotype (Figure S1D, Supporting Information). By contrast, DDKC→WT tumors were undifferentiated (Figure 6B), supporting genotype‐specific behavior in this system. Notably, DDKC→WT tumors showed the highest proliferation index versus KC→WT or KC→DD, the most pronounced collagen deposition, and CAF enrichment in WT stroma receiving DDKC cells (Figure 6B–E). In contrast, DDKC→DD transplants phenocopied end‐stage lesions observed in the autochthonous model, although interpretation is limited by the survival of only a single mouse (Figure S6A, Supporting Information). The fraction of DKK3^+^PDPN^+^ CAFs was similar between KC and DDKC tumors in WT hosts (Figure 6B; Figure S6B, Supporting Information) and, as expected, absent in DD hosts (Figure 6B; Figure S6A, Supporting Information). A small DKK3^+^CK19^+^ epithelial population appeared in WT hosts engrafted with DDKC cells, likely host‐derived (Figure 6B; Figure S6C, Supporting Information). Consistent with in vitro data, p‐STAT3^+^CK19^+^ tumor cells were most abundant in DKK3‐expressing CAF contexts (Figure 6B,F; Figure S6A, Supporting Information). CAFs themselves also exhibited STAT3 activation (p‐STAT3^+^PDPN^+^), suggesting a paracrine, and potentially autocrine, component of stromal DKK3‐STAT3 signaling (Figure 6B,G).

**Figure 6:**
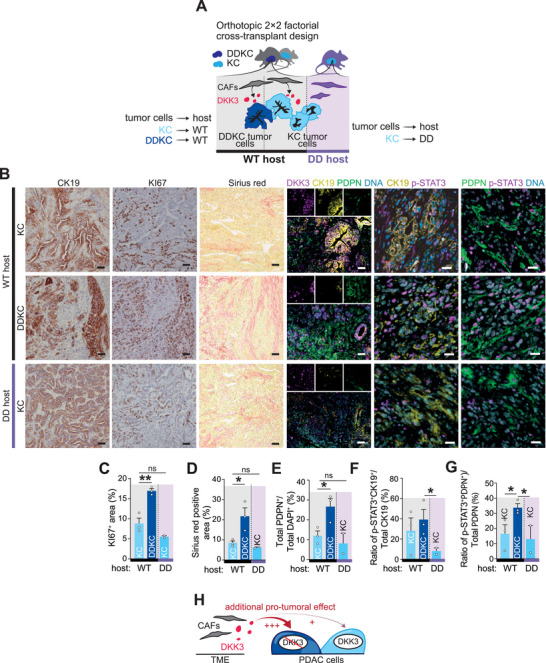
DKK3‐expressing fibroblasts act in an oncogenic manner at end‐stage PDAC. A) Experimental design of the orthotopic assay shown in B–G). (B) Immunohistochemistry staining for CK19 and KI67, picrosirius red staining, and immunofluorescence for DKK3 (purple), CK19 (yellow), and PDPN (green), and p‐STAT3 (purple), CK19 (yellow), and PDPN (green) on sections of resected tumors arising from KC and DDKC tumor cells transplanted in WT host, and KC tumor cells transplanted in DD host. Scale bar, 50 µm. (C and D) Quantification of KI67 (C) and picrosirius red (D) positive area in resected tumors is shown in (B). (E) Quantification of PDPN^+^ cells in resected tumors is shown in (B). (F) Quantification of p‐STAT3^+^CK19^+^ cells (relative to total CK19^+^ cells) in resected tumors is shown in (B). (G) Quantification of p‐STAT3^+^ PDPN^+^ cells (relative to total PDPN^+^ cells). H) Illustrative summary of the orthotopic assay (B to G). Data are means ± SEM. Each dot represents a mouse (C‐G). Significance was calculated by an unpaired Student's t‐test. ^*^ *p* < 0.05; ^**^ *P* < 0.01; ^***^ *P* < 0.001. CAFs, cancer‐associated fibroblasts; PDAC, pancreatic ductal adenocarcinoma; TME, tumor microenvironment.

In conclusion, our mouse model illustrated the dual role of DKK3 in the progression of PDAC. While DKK3 derived from CAFs in wild‐type pancreas enhances the oncogenic properties of cancer cells, its impact was notably more pronounced in DDKC tumor cells, which already displayed an aggressive mesenchymal phenotype (Figure 6H). This aggressive phenotype is initially driven by the cell‐autonomous pro‐tumorigenic effects resulting from the loss of DKK3 function.

## 3 Discussion

Due to significant intra‐ and intertumoral heterogeneity, coupled with challenges in early detection, PDAC remains one of the deadliest cancers, characterized by poor prognosis and low survival rates. This underscores the urgent need to identify key druggable targets that drive cancer aggressiveness and facilitate the oncogenic interplay between tumor and stroma. We have previously identified DKK3 as a barrier to multiorgan regeneration, including recovery from experimental pancreatitis, and as a biomarker in patients following pancreatic injuries, such as acute and chronic pancreatitis.^[^ ^12^ ^]^

Recognizing that regeneration begins in the acinar compartment – which is characterized by the reactivation of embryonic signaling, ADM, and the onset of fibrosis, all of which coincide with the early stages of pancreatic cancer – we considered it necessary to investigate the role of DKK3 in the initiation of this disease. Notably, DKK3 has consistently been recognized as a tumor suppressor across various cancer types.^[^ ^16^, ^31^, ^32^ ^]^ Aberrant promoter methylation can frequently lead to the downregulation of DKK3, thereby exerting a tumor‐suppressive effect. While most studies investigated the role of DKK3 in established cancers, none of these specifically explored its role during cancer initiation. In PDAC, we found that DKK3 loss facilitates tumor‐initiating functions in acinar cells, promoting their transformation into ductal structures, even in a KRAS wild‐type context (**Figure** **7**). The RAF‐MEK‐ERK pathway is likely the most crucial signaling axis influencing PDAC biology and its progression.^[^ ^33^ ^]^ While the loss of DKK3 alone does not directly drive tumorigenesis,^[^ ^13^ ^]^ our data suggest that DKK3 loss cooperates with oncogenic KRAS to accelerate carcinogenesis. Here, we have identified ERK‐Fos signaling as a key player in the tumor‐initiating functions linked to DKK3. Notably, the ERK‐Fos axis has been shown to facilitate the progression from PanIN lesions to PDAC.^[^ ^34^ ^]^ Our research underscores DKK3 as a crucial factor in limiting the ERK signaling cascade and suppressing the immediate early gene *Fos*. Interestingly, the upregulation of *Fos* following DKK3 loss initially appears to depend on the MEK‐ERK pathway. However, once the progression to a cancerous state occurs, this upregulation seems to become independent of upstream regulatory factors. At advanced stages, the oncogenic function of DKK3 is instead mediated by IL6‐JAK‐STAT3 signaling, a well‐established driver of PDAC progression, promoting tumor cell proliferation, invasion, and resistance to therapy.^[^ ^35^, ^36^ ^]^ Targeting this pathway may therefore offer therapeutic potential for DKK3‐positive tumors. Analysis of publicly available TCGA data revealed an upregulation of *DKK3* in PDAC compared to normal pancreatic tissue. Furthermore, through staining for DKK3 using tissue microarrays and genetically engineered mouse models (GEMMs), we demonstrated elevated expression levels in acinar cells and PanINs in comparison to carcinoma. This further supports the notion of DKK3's early role as a tumor suppressor in the progression of pancreatic cancer.

**Figure 7:**
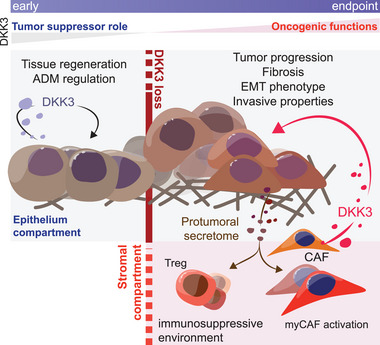
DKK3 functions in a stage‐specific manner during pancreatic cancer progression. Model recapitulating the dual role of DKK3 in pancreatic cancer. DKK3 preserves acinar integrity at early stages through MEK‐Fos signaling, thereby acting as a tumor suppressor. In contrast, at advanced stages, stromal DKK3 promotes tumor aggressiveness via IL6‐JAK‐STAT3 signaling, highlighting its context and stage‐dependent oncogenic role. ADM, acinar‐to‐ductal metaplasia; CAF, cancer‐associated fibroblast; myCAF, myofibroblastic CAF; Treg, regulatory T cell.

At first glance, our evidence for an early tumor‐suppressive role of DKK3 seems at odds with prior work in a floxed KPC model, where *Dkk3* deletion reduced invasiveness and prolonged survival.^[^ ^19^ ^]^ That rapid, *Trp53*‐deficient setting likely obscured early, context‐dependent DKK3 functions. Using KC mice with heterozygous or homozygous *Dkk3* loss, we mapped DKK3 over time and captured a functional switch from early suppression to late oncogenic activity. Importantly, DKK3's early acinar‐protective effect is p53‐independent: in p53‐null, KRAS‐wild‐type acini, DKK3 neutralization significantly increased ADM. These findings reconcile the KPC result, where DKK3 loss ultimately extends survival, by placing the switch at later stages. To broaden relevance, DKK3 should be tested in additional aggressive PDAC models (e.g., *LSL‐Kras^G12D/+^*; *Ink4a/Arf^fl/fl^; Ptf1a^Cre/+^*) and in *TP53*‐mutant contexts, as >50% of human PDAC harbor *TP53* mutations.^[^ ^37^ ^]^ Our study deliberately interrogated early initiation under intact p53. Future work in p53‐mutant models will be essential to define the full spectrum of DKK3 activity.

Despite such an oncogenic role of DKK3 in non‐pancreatic cancers,^[^ ^14^, ^15^, ^17^, ^18^, ^19^ ^]^ we demonstrate that the role of DKK3 is more nuanced. For instance, in solid tumors, the stromal expression of DKK3 has been associated with increased cancer aggressiveness through its modulation of the protumorigenic effects of CAFs.^[^ ^17^ ^]^ More specifically, in pancreatic cancer, DKK3 derived from PSCs has been shown to promote tumor growth, dissemination, and chemoresistance.^[^ ^19^ ^]^ Our findings suggest that DKK3 exerts a complex dual role, functioning as a tumor suppressor in normal epithelial acinar cells while enhancing the tumorigenic potential of transformed cancer cells (Figure 7).

DKK3 has established roles in modulating various aspects of the TME, such as activation of CAFs and the immune modulation of CD8^+^ T cells.^[^ ^17^, ^38^, ^39^ ^]^ However, given that DKK3 is just one of many secreted factors in PDAC, the reprogramming of the TME observed in DDKC tumors likely arises not from stromal DKK3 but from the unique intrinsic features and the subsequently altered secretome of DKK3‐knockout cancer cells. Although fibroblasts are present during the intermediate stages of PDAC, only low DKK3 expression was detected in either the GEMM or the human TME surrounding PanIN lesions, which was further corroborated by the re‐analysis of a unique pancreas single cell atlas that includes PanIN‐bearing healthy tissues, PDAC, and adjacent normal tissues.^[^ ^40^ ^]^ This indicates that stromal DKK3 expression surrounding tumor cells increases after carcinoma develops, emphasizing the stage‐specific nature of DKK3, in line with a previous publication that identified DKK3 as one of the main proteins present in tumor‐proximal PDPN^+^ CAFs.^[^ ^41^ ^]^ In our allograft mouse studies, we demonstrated an oncogenic role for stromal DKK3, which significantly promoted tumor growth when paired with DKK3‐deficient tumor cells compared to those with proficient DKK3 expression. This contrast highlights the protective role of epithelial DKK3 in proficient KC cells. In the absence of DKK3, DDKC cells activated oncogenic programs, resulting in a more aggressive phenotype further enhanced by the presence of stromal DKK3 in vivo.

Additionally, the significantly reduced survival observed in heterozygous DKC mice compared to homozygous DDKC animals may be linked to the influence of stroma‐derived DKK3 on epithelial cells, which have already acquired oncogenic features due to the loss of one *Dkk3* allele. DKK3 expression is notably found in CAFs within human PDAC single‐cell datasets but is lost or downregulated in the carcinomas of PDAC patients. This trend was also seen in our orthotopic mouse model, where wild‐type hosts were transplanted with DDKC tumor cells. Further research is necessary to explore the molecular mechanisms underlying the oncogenic role of DKK3 in our system and to identify potential druggable targets.

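Dkk3 lies on the minus strand of chromosome 7. The authors' count table places it from 111715224 to 111758264 of GRCm39, and the GENCODE annotation of the reference used here extends it from 111712904 to 111758760, with 21 annotated transcripts of which 17 are protein-coding. In the main transcript, which has 8 exons, exon 2 runs from 111757390 to 111757625 (236 bp) and holds the start codon at 111757600 to 111757602. Intron 2 runs from 111749956 to 111757389 (7434 bp), and 0 of the annotated transcripts start inside it. In the RNA libraries of the DDKC lines, counts on Dkk3 are a single total over its exons in the authors' annotation, whose interval leaves out part of the last exon of the main transcript, and do not separate its transcripts. The highest value was 1 count in a rDKK3-treated library, under the floor of 3 counts, and the untreated libraries held 0 counts. A transcript of this locus was therefore not detectable at this depth in these tumor cells, by strand-specific counting of exons.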

The autochthonous *Dkk3* mouse model was created by replacing exon 2, which contains the signal sequence necessary for protein secretion.^[^ ^13^ ^]^ However, the role of DKK3 may be more complex; a recent study identified a second intracellular gene product, DKK3B, originating from the same *Dkk3* locus, but from a separate transcriptional start site located in intron 2.^[^ ^42^ ^]^ Knocking out the *Dkk3b* transcript while preserving secreted DKK3 resulted in embryonic lethality prior to implantation. Our research focused solely on the role of secreted DKK3 and did not investigate this second transcript; thus we cannot rule out the potential intracellular role of DKK3B in promoting protumoral programs.

Overall, our findings underscore the dual role of DKK3 in pancreatic cancer, illustrating its stage‐ and compartment‐specific expression that yields both tumor‐suppressive and oncogenic functions depending on the DKK3‐secreting cell type.

Given its context‐dependent functions, DKK3‐directed therapy should be stage‐ and biomarker‐guided. Preservation of DKK3 signaling may benefit preneoplastic/early acinar settings, but PDAC's late presentation limits this option. In established disease, where stromal DKK3 activates IL6‐JAK‐STAT3 and migratory programs, inhibition is the rational strategy. Candidates include tumors with high stromal DKK3 and STAT3‐enriched signatures, using p‐STAT3 as a pharmacodynamic readout. Combination with JAK/STAT inhibitors, and where MAPK‐AP‐1 activation is evident, MEK‐FOS antagonists may enhance efficacy, consistent with our data showing that STAT3 blockade suppresses DKK3‐driven migration and mesenchymal features. Safety considerations argue against use during pancreatitis/early acinar injury; biomarker‐enriched adjuvant windows and metastatic settings are plausible entry points. Preclinical data with the DKK3 antibody JM6‐6‐1 showing survival benefit support targeting the DKK3‐STAT3 axis in late‐stage, biomarker‐selected PDAC. Finally, because epithelial DKK3 is lost in ∼30% of PDAC, it may serve as a prognostic marker of rapid early progression, whereas high stromal DKK3 with STAT3 activation may identify patients for anti‐DKK3 strategies. Larger cohorts are needed to define clinical utility.

## 4 Experimental Section

### Study Design

The aim of the study was to decipher the role of DKK3 during the development and progression of PDAC by using GEMMs and various in vivo, ex vivo, and in vitro assays, as well as by re‐analyzing publicly available PDAC single cell‐resolved sequencing data sets. Accordingly, the objectives were achieved by (i) analyzing the functional role of DKK3 during KRAS^G12D^‐driven pancreatic tumorigenesis employing GEMMs, (ii) characterizing tumor‐initiating capacities and underlying molecular mechanisms behind DKK3 loss‐driven tumor onset using ADM ex vivo assays and in vitro experiments, and (iii) assessing the oncogenic role of DKK3 at PDAC late stage in a specialized orthotopic mouse model as well as with in vitro assays. DKK3 expression in human PDACs was assessed on a TMA and using published single‐cell sequencing data sets. For all mouse studies, sample sizes were defined by biostatisticians from the Institute for Epidemiology and Medical Biometry (University Hospital of Ulm); animals were randomly assigned to experimental groups. Analysis of mouse PDAC pathology and of the human PDAC TMA by board‐certified pathologists (T.F.E.B. and P.M., respectively) were performed in a blinded fashion. Study design was both comparative and iterative, with data from one experiment being used to inform the direction of subsequent investigations.

### Ethics Statement

All animal care and procedures followed German legal regulations and were approved by the governmental review board of the state of Baden‐Württemberg (permission #: 1313, 1590, O.195‐11, O.195‐19). All mouse work aspects were carried out following strict guidelines to ensure careful, consistent, and ethical handling of mice. The human patient material used in this study was provided by the Institute of Pathology of the University Hospital of Ulm following the regulations and the vote of the Ethics Committee of the University of Ulm (ethics #: 255/14).

### Mice

*Dkk3* knockout mice used in this study were obtained from Christof Niehrs.^[^ ^13^ ^]^ *Dkk3* ^+/+^, *Dkk3* ^+/−^, and *Dkk3* ^−/−^ mice were crossed with pancreas‐specific *Ptf1a^Cre^*.^[^ ^43^ ^]^ and *LSL‐Kras^G12D^*.^[^ ^44^ ^]^ to generate *LSL‐Kras^G12D/+^*; *Ptf1a^Cre/+^* (KC), *Dkk3* ^+/−^; *LSL‐Kras^G12D/+^*; *Ptf1a^Cre/+^* (DKC), and *Dkk3* ^−/−^; *LSL‐Kras^G12D/+^*; *Ptf1a^Cre/+^* (DDKC) mice. *Trp53^fl^*.^[^ ^45^ ^]^ mice were crossed with *Ptf1a^Cre^* animals to generate *Trp53^fl/fl^*; *Ptf1a^Cre/+^* (PPC). For the syngeneic orthotopic assay, 8‐week‐old *Dkk3* ^+/+^ and *Dkk3* ^−/−^ mice were used. Eight to 20‐week‐old *Dkk3* ^+/+^ mice were used for CD4^+^ T cell isolation. All the mice were housed and bred in a conventional health status‐controlled animal facility. All the aspects of the mouse work were carried out following strict guidelines to ensure careful, consistent, and ethical handling of mice.

### Cell Culture

KC and DDKC cell lines were respectively isolated from KC and DDKC mice and derived as described previously.^[^ ^46^ ^]^ Cells were cultured in DMEM, containing 10% FBS and P/S (100 IU mL^−1^ penicillin and 100 µg mL^−1^ streptomycin sulfate). Human PSCs^[^ ^29^ ^]^ were kindly provided by Matthias Löhr (Karolinska Institute) and were cultured in DMEM, containing 10% FBS and P/S. All cells were propagated at 37 °C under 5% (v/v) CO_2_ atmosphere. All experiments were performed between passages 5 and 25. All experiments were conducted with at least two different cell lines per genotype. Mycoplasma tests were regularly performed using the Mycoprobe mycoplasma detection kit (R&D Systems).

### Ex Vivo ADM Assay

Acini were isolated as previously described.^[^ ^47^ ^]^ Cells were Matrigel‐GFR (Corning)‐embedded in 24‐well plates. Once the Matrigel stiffened, Waymouth's medium containing 10% FBS, 1% PS, 0.1 mg mL^−1^ of trypsin inhibitor (ThermoFisher Scientific), and 10 µg mL^−1^ dexamethasone was applied, and cells were incubated for three days at 37 °C under 5% (v/v) CO_2_ atmosphere. Acinar cultures were treated with 10 µg mL^−1^ of rDKK3 (Sino Biological), with 0.025 ng mL^−1^ trametinib (Selleckchem), or with 40 µg mL^−1^ of monoclonal neutralizing anti‐DKK3 antibody (BioXCell). For subsequent RNA and protein isolation, cells were incubated in cell recovery solution (Corning) for 30 min on ice. Brightfield images were taken using an EVOS FL Auto Imaging System. Ductal structures were counted for at least ten independent pictures per condition and mouse. Proportions of ductal structures were evaluated relative to the total number of acini present per field. A limitation of the ex vivo ADM assays is the reliance on ECM components, which were known to have batch‐to‐batch variabilities. These variations can significantly influence ADM propensity, causing shifts in the absolute rates of ductal structure formation between experiments. Our interpretations were therefore based on comparisons within experiments rather than on absolute percentages across experiments.

### Co‐Culture Assay

For assessing CAF differentiation, PSCs were propagated on Matrigel GFR‐coated wells (1:4 dilution) in serum‐free DMEM containing P/S. For co‐culture approaches assessing PSC differentiation, tumor cells and PSCs (1:1 ratio; 50 000 tumor cells in 6‐well cell culture inserts (0.4 µm pore size ThinCert, Greiner Bio‐One) and 50 000 PSCs) were propagated in serum‐free DMEM containing P/S. All analyses to investigate PSC differentiation into CAFs were conducted using the vehicle‐inactivated PSC condition as a reference for normalization.

For the evaluation of T cell differentiation, splenocytes were isolated as previously described.^[^ ^48^ ^]^ and subsequent CD4^+^ T cell isolation was performed using CD4^+^ T Cell Isolation Kit (Miltenyi Biotec), following the manufacturer's protocol. Prior to the start of co‐culture, CD4^+^ T cells were activated for 24 h using Dynabeads Mouse T‐Activator CD3/CD28 (ThermoFisher Scientific). Direct co‐culture was performed in 6‐well plates by seeding tumor cells and activated CD4^+^ T cells at a 1:10 ratio. After 48 h, CD4^+^ T cells were retrieved for flow cytometry analysis.

### qPCR

Total RNAs were extracted using the RNeasy Mini Kit (Qiagen). First‐strand cDNAs were prepared using 250 ng of RNA and SuperScript II Reverse Transcriptase in the presence of random primers (ThermoFisher Scientific) according to the manufacturer's protocol. Quantitative PCR was performed using an Applied Biosystems QuantStudio 3 System (annealing temperature 60 °C) and PowerUp SYBR Green Master Mix (ThermoFisher Scientific). As described previously,^[^ ^49^ ^]^ all the real‐time values were averaged and compared using the threshold cycle (CT) method, where the amount of target RNA (2^−ΔΔCT^) was normalized to the endogenous expression of *18S* (ΔCT). Primers were purchased from Sigma–Aldrich (KiCqStart SYBR Green Primers) and Biomers. Primers were listed in Table S1 (Supporting Information).

### Western Blotting

Total protein extracts were prepared using RIPA lysis buffer (50 mm Tris, pH 7.5, 150 mm NaCl, 1% Nonidet P‐40, 0.5% sodium deoxycholate, 0.1% SDS, and commercial protease and phosphatase inhibitor cocktail tablets (Roche)). Protein extracts (15‐25 µg) were subjected to electrophoresis on SDS/PAGE. The separated proteins were transferred onto PVDF membranes (Millipore) by electroblotting. Western blots were revealed using the SuperSignal West Dura Extended Duration Substrate (Pierce). Primary and secondary antibodies were listed in Table S2 (Supporting Information). Coomassie blue stainings were performed to visualize equal loading. Loading controls of the blots were shown in Figure S7 (Supporting Information).

### Immunostaining

For immunocytology, cells were grown on glass coverslips, fixed in cold 4% formaldehyde, and permeabilized with 0.05% Tween 20 for 20 min before immunofluorescence experiments. Cells were counterstained with DAPI. All histological experiments were performed as previously described.^[^ ^46^ ^]^ or according to standard protocols on formalin‐fixed paraffin‐embedded tissues. Primary and secondary antibodies were listed in Table S2 (Supporting Information). Brightfield and immunofluorescence images were acquired at ambient temperature using a Plan‐Apochromat 20×/0.8 M27 objective mounted on a Zeiss AxioObserver.Z1/7 microscope equipped with AxioCam 506 color camera and AxioCam 702 mono cameras (Zeiss). For immunofluorescence, sections were counterstained with DAPI. Acquired pictures were subsequently analyzed using ImageJ/Fiji software. All quantifications were performed on at least five random pictures. Background subtraction was performed through setting parameters for color thresholding and circularity. Additionally, for all analyzed pictures, the ImageJ‐generated masks used for quantification were carefully checked by eye to exclude artifacts and false positive areas. Analysis of mouse PDAC pathology was performed by a board‐certified pathologist (T.F.E.B.) in a blinded fashion. For all the representative images, figure panels were cropped from full‐field images and only global, linear brightness/contrast adjustments were applied. No cloning, splicing, or non‐linear transformations were used.

### Tissue Microarray of Human PDAC

Cohort samples consisted of routine diagnostic, formalin‐fixed paraffin‐embedded material from the Institute of Pathology of Ulm University Hospital, originally published in 2015.^[^ ^26^, ^50^ ^]^ The cohort consists of a consecutive series of primary tumor biopsy samples from patients diagnosed between March 2009 and March 2013. Procedures building up this PDAC cohort were carried out with approval from our local ethics committee (ethics #: 255/14). Tumor typing and grading followed WHO criteria^[^ ^51^ ^]^ and staging was performed according to established American Joint Committee on Cancer/TNM criteria (http://www.cancerstaging.org; last accessioned Dec. 19th, 2013). All 105 tumor samples analyzed in this study were treatment‐naïve. Seventeen patients were excluded because of the absence of malignant tissue in formalin‐fixed paraffin‐embedded tumor specimens. DKK3 expression level within the tumor compartment and the fibroblasts was evaluated by a board‐certified pathologist (P.M.). DKK3 expression level was scored from 0 (negative) to 3 (intense) and correlated to patient clinical characteristics.

### Bulk RNA Sequencing

The amount of total RNA was quantified using the Qubit 2.0 Fluorometric Quantitation system (ThermoFisher Scientific) and the RNA integrity number was determined using the 2100 Bioanalyzer instrument (Agilent). RNA‐seq libraries were prepared with the NEBNext Ultra II Directional RNA sample preparation kit (New England Biolabs). Next‐generation sequencing (NGS) library concentrations were quantified with the Qubit 2.0 Fluorometric Quantitation system (Life Technologies) and the size distribution was assessed using the 2100 Bioanalyzer instrument (Agilent). For sequencing, samples were diluted and pooled into multiplex NGS libraries in equimolar amounts. Expression profiling libraries were sequenced on a NovaSeq 6000 instrument (Illumina) following a 50‐base‐pair, paired‐end recipe. NGS reads were mapped to the Genome Reference Consortium GRCm39 assembly via “Spliced Transcripts Alignment to a Reference” (STAR, 2.7.9a).^[^ ^52^ ^]^ utilizing the “basic” GENCODE transcript annotation from version M32 (February 2023) as the reference transcriptome. Since the mm39 assembly flavor of the UCSC Genome Browser was preferred for downstream data processing with Bioconductor packages for entirely technical reasons, GENCODE transcript annotation had to be adjusted to UCSC Genome Browser sequence region names. STAR was run with options recommended by the ENCODE project. NGS read alignments overlapping Ensembl exon features were counted with the Bioconductor (3.16) GenomicAlignments (1.34.0) package via the summarizeOverlaps function in Union mode, ignoring secondary alignments and alignments not passing vendor quality filtering. Since dUTP‐based RNA‐seq protocols lead to the sequencing of the first strand, all alignments needed inverting before strand‐specific counting in feature (i.e., gene, transcript, and exon) orientation. Exon‐level counts were aggregated to gene‐level counts and the Bioconductor DESeq2 (1.38.0) package.^[^ ^53^ ^]^ was used to test for differential expression based on a model using the negative binomial distribution. Biologically meaningful contrasts were extracted from the model, log_2_‐fold values were shrunk with the CRAN ashr (2.2.‐54) package,^[^ ^54^ ^]^ while two‐tailed *P* values obtained from Wald testing were adjusted with the Bioconductor Independent Hypothesis Weighting (IHW, 1.26.0) package.^[^ ^55^ ^]^ The resulting gene tables were annotated and subsequently filtered for significantly differentially up‐ and down‐regulated genes, and subjected to gene set enrichment analysis.

### Gene Term and Gene Set Enrichment Analysis

Gene term enrichment analyses were conducted using the annotation tool DAVID v6.8 (https://davidbioinformatics.nih.gov) with the Gene Ontology, KEGG, and Reactome datasets, and the data sets from the Molecular Signatures Database v6.2 (MSigDB, Broad Institute; http://software.broadinstitute.org/gsea/msigdb). Significant enrichments were defined with *P* ≤ 0.05. Gene set enrichment was performed using GSEA software (v4.3.3). Prior to analysis, a ranked list was calculated with each gene assigned a score based on the sign (“+” or “−”) of log_2_ (FC), multiplied by negative log_10_ (*P* value). GSEA was then performed on the following pathway sets from mSigDB,^[^ ^56^ ^]^ M2. CP – Biocarta, Reactome, Wiki pathways, GO MF for the analysis of the bulk RNA‐seq on acinar cells, and from GO BP, GO MF, and Hallmark for the analysis of the bulk RNA‐seq on tumor cells. Gene sets of the MAPK signaling pathway were obtained from Harmonizome 3.0.^[^ ^57^ ^]^

### Processing of Publicly Available PDAC Single‐Cell RNA Sequencing Data Set

The scRNAseq dataset from Peng and colleagues.^[^ ^27^ ^]^ consisting of 24 PDAC and 11 healthy samples, was obtained from the Genome Sequence Archive (PRJCA001063). Data reprocessing was conducted using Scanpy.^[^ ^58^ ^]^ v1.9.1 in Python. Cells were filtered to retain those with fewer than 10% mitochondrial genes and a maximum of 8000 genes. The raw count data were normalized and log‐transformed. The top 2000 variable features were used to scale the data and perform PCA on the first 50 principal components. Nearest neighbor search and UMAP construction were carried out using the first 20 dimensions. Cell‐type annotations were adopted from the original authors’ information. For downstream analysis, the resulting AnnData object was converted into a Seurat object using SeuratDisk v0.0.0.9021. Analysis of *DKK3* expression and associated visualization was performed using Seurat.^[^ ^59^, ^60^, ^61^, ^62^ ^]^

Single‐cell RNA sequencing data from Carpenter and colleagues^[^ ^40^ ^]^ was obtained from the Shiny application (https://pascadimaglianolab.shinyapps.io/SC_Pancreas_Atlas/).

### Analysis of Publicly Available TCGA Databases

Gene expression information from the TCGA TARGET GTEx study (n = 167 samples from the GTEx pancreas cohort and n = 179 samples from the TCGA‐PAAD cohort) was obtained from UCSC Xena browser (https://xenabrowser.net/). Matching clinical data for the TCGA‐PAAD cohort were obtained from the cBioPortal platform (http://www.cbioportal.org/). Grading data was only available for 177 samples. For pathway enrichment analysis in human PDAC, raw gene expression data from the TCGA‐PAAD cohort were obtained through TCGABiolinks.^[^ ^63^ ^]^ Counts were normalized, and a variance‐stabilizing transformation was applied using DESeq2.^[^ ^53^ ^]^ Enrichment of gene signatures was calculated using gene set variation analysis.^[^ ^64^ ^]^ and correlated with *DKK3* expression.

### Statistical Analysis

Prism software (GraphPad) was used for statistical analysis and graphical representation of the data. Statistical significances were tested using an unpaired Student's t‐test. For survival comparisons, statistical significances were tested using the log‐rank (Mantel‐Cox) test. All tests were considered statistically significant when *P* < 0.05

## Conflict of Interest

L.P. reports nonfinancial support from Ipsen, personal fees from AstraZeneca and Servier outside the submitted work. N.T.G. reports research support from Janssen‐Cilag/Johnson & Johnson, as well as personal fees from AstraZeneca, Daiichi‐Sankyo, J&J, and BMS outside the submitted work. T.S. reports grants and personal fees from Celgene and Sanofi, personal fees from Amgen, AstraZeneca, Bayer, the Falk Foundation, Lilly, Merck‐Serono, Merck, Pierre Fabre, Roche, Servier, and Shire, and grants from Boehringer Ingelheim outside the submitted work. A.K. reports personal fees from the Falk foundation and Amgen outside the submitted work. The other authors declare that they have no competing interests.

## Author Contributions

F.A., J.G., A.K. contributed equally and jointly supervised this work. D.S., F.A., J.G., and A.K. were responsible for the conceptualization of the study. D.S., F.A., J.G., and A.K. defined the methodology. D. Srinivasan, L.P., J.P.M., A.H., S.E.W., N.F., M.K.M., and F.A. conducted experiments. D.S., E.R., E.Z., T.F.E.B., P.M., C.A., and F.A. conducted formal analysis of the data. D.S., E.R., E.Z., and C.A. performed data visualization. N.T.G., P.M., D.G., T.S., and S.L. provided resources. J.‐M.L. provided the pancreatic stellate cell line. D.S., N.A., J.G., and A.K. wrote the original draft of the manuscript. T.S., N.A., and A.K. were responsible for project administration. J.G. and A.K. were responsible for the acquisition of funding.

## Supporting information

Supporting Information

## Data Availability

The raw and processed RNA‐seq data generated for this project are available on GEO with accession numbers GSE283238 and GSE307602.

# Supplementary material for: DKK3 Initially Preserves Acinar Integrity Through MEK‐Fos Signaling, but Later Switches to an Oncogenic Role in Pancreatic Cancer
**Source:** Adv Sci (Weinh). 2025 Oct 28;13(3):e17606. doi: 10.1002/advs.202417606
**Supplement:** Supplementary file 1 — Supporting Information

**DKK3 initially preserves acinar integrity through MEK-Fos signaling, but later switches to an oncogenic role in pancreatic cancer**

**Short informative title:**

DKK3 preserves acinar integrity at early stages but later promotes aggressiveness in advanced stages in pancreatic cancer

**Short running title:**

DKK3 as a double-edged sword in pancreatic cancer

Dharini Srinivasan^1^, Elodie Roger^1^, Lukas Perkhofer^1,2^, Eleni Zimmer^1^, Thomas F.E. Barth^3^, Julia P. Mosler^1^, Anna Härle^1^, Stephanie E. Weissinger^3^, Nadine T. Gaisa^3^, Peter Möller^3^, Nico Fischer^4,5^, Chantal Allgöwer^1^, J.-Matthias Löhr^6^, Dirk Grimm^4,5,7^, Thomas Seufferlein^8^, Stefan Liebau^9^, Ninel Azoitei^1^, Michael K. Melzer^1,10^, Frank Arnold^11,#^, Johann Gout^1,#^, Alexander Kleger^1,2,12,#^

Institute of Molecular Oncology and Stem Cell Biology (IMOS), Ulm University Hospital

Albert-Einstein-Allee 23, 89081 Ulm, Germany

**List of Supplementary Materials**

**Supplementary Experimental section.**

**Supplementary Table 1:** List of primers used for qPCR analysis.

**Supplementary Table 2:** List of antibodies used for western blot analysis and immunostainings.

**Supplementary Figure S1:** Loss of DKK3 leads to aggressiveness and rapid tumorigenesis.

**Supplementary Figure S2:** DKK3 safeguards acinar integrity and restrains dysplasia during PDAC onset.

**Supplementary Figure S3:** Fos orchestrates tumor-promoting effects of DKK3 loss.

**Supplementary Figure S4:** DKK3-null tumors maintain their aggressive phenotype by reshaping the tumor microenvironment.

**Supplementary Figure S5:** IL6-JAK-STAT3 signaling mediates the oncogenic activity of DKK3.

**Supplementary Figure S6: DKK3-expressing fibroblasts acts in an oncogenic manner at end-stage PDAC.**

**Supplementary Figure S7: Western blot loading controls.**

**Supplementary experimental section**

**Wound healing assay**

Three hundred thousand tumor cells were seeded in 48-well plate in DMEM containing 10% FBS and P/S. After 24 hours, the tumor cell layer was scratched using sterile tips and the culture medium was replaced with serum-free DMEM containing P/S for 48 h. Brightfield images were captured after 0 and 8 hours, using a Zeiss Axio Imager Z1 fluorescence microscope equipped with an AxioCam MRm camera and AxioVision LE imaging software (Zeiss). Acquired pictures were subsequently analyzed using ImageJ software.

For the Incucyte (Sartorius) Scratch Wound assay, 200,000 tumor cells were seeded in Incucyte Imagelock plates. Tumor cells were pre-treated with 20 μg/mL rDKK3 (Sino Biological) or 20 µM T5224 (Selleckchem) for 72 hours and then seeded in the Incucyte Imagelock plate. Wound was generated using Incucyte Woundmaker Tool. Cells were further treated with 20 μg/mL rDKK3 or 20 µM T5224. Images were taken at regular intervals by the Incucyte live-cell analysis system for up to 48 hours. The analysis was done using the integrated analysis algorithm under Incucyte Scratch Wound Analysis Software Module.

**Migration assay**

For transwell migration assay, 200,000 cells were seeded in serum-free medium in the upper chamber of transwells with 8 μm pore size membrane (24-well format, Falcon) and complete medium in the lower chamber. Tumor cells were pre-treated with rDKK3 (20 μg/mL) for 72 hours, then seeded in 24-well plates and treated further before the start of the experiment. For treatment with the STAT3 inhibitor stattic (Selleckchem), rDKK3-pre-treated tumor cells were seeded in 24-well plates and further treated with rDKK3 and stattic for 48 hours. After 48 hours, cells were fixed with cold 4% formaldehyde and stained with 5% Giemsa. Cells migrating to the membrane lower side were counted using ImageJ software (National Institutes of Health).

**P-ERK ELISA**

## Protein lysates were collected from WT and DD acinar cells after three days of *ex vivo* ADM assay. ELISA was carried out according to manufacturer’s instructions (mouse PERK ELISA kit, Novus Biologicals).

**Cell viability assay**

**Cells were seeded in 96-well plates (2,000 per well). Cells were treated for three days, 24 hours after seeding. Cell viability was analyzed with an MTT assay (Sigma-Aldrich) according to the manufacturer’s protocol. Absorbance was measured at 590 nm wavelength using a spectrophotometer (Tecan Infinite M200 Pro). Viability percentages were normalized to vehicle-treated cell viability. Half maximal inhibitory concentrations were determined by Prism software (GraphPad).**

**Flow cytometry**

Staining of CD4^+^ T cells was performed in FACS buffer (PBS, 0.3% (w/v) BSA, and 0.1% (w/v) NaN_3_). Non-specific binding of antibodies to Fc-receptors was blocked by pre-incubating cells with mAb 2.4G2 (BD Biosciences) directed against the FcγRIII/II CD16/CD32 (0.5 µg mAb/10^6^ cells/100 µL). Surface staining was performed using CD4 (RM4-5) APC-conjugated and CD25 (PC61.5) PE-Cy7-conjugated monoclonal antibodies (ThermoFisher Scientific). Intracellular FoxP3 staining was performed using eBioscience FoxP3/Transcription Factor Staining Buffer Set following manufacturer’s protocol. Flow cytometry was performed with LSRII (BD Biosciences) or AttuneTM NxT (ThermoFisher Scientific) flow cytometers. Results were analyzed with FlowJo software (BD Biosciences).

**Syngeneic orthotopic transplantation**

For orthotopic transplantations, tumor cells were implanted by an injection of 25 × 10^3^ cells in 100 µL of 1:1 serum-free DMEM:Matrigel GFR into the pancreas of eight-week-old *Dkk3*^+/+^ and *Dkk3*^-/-^ mice (n = 3 for *Dkk3*^+/+^ mice; n = 2 for *Dkk3*^-/-^ mice). Tumor take was 100% for each cell line. Tumors were resected and fixed in cold 4% formaldehyde for 24 hours and embedded in paraffin for histological analysis.

**Supplementary Tables**

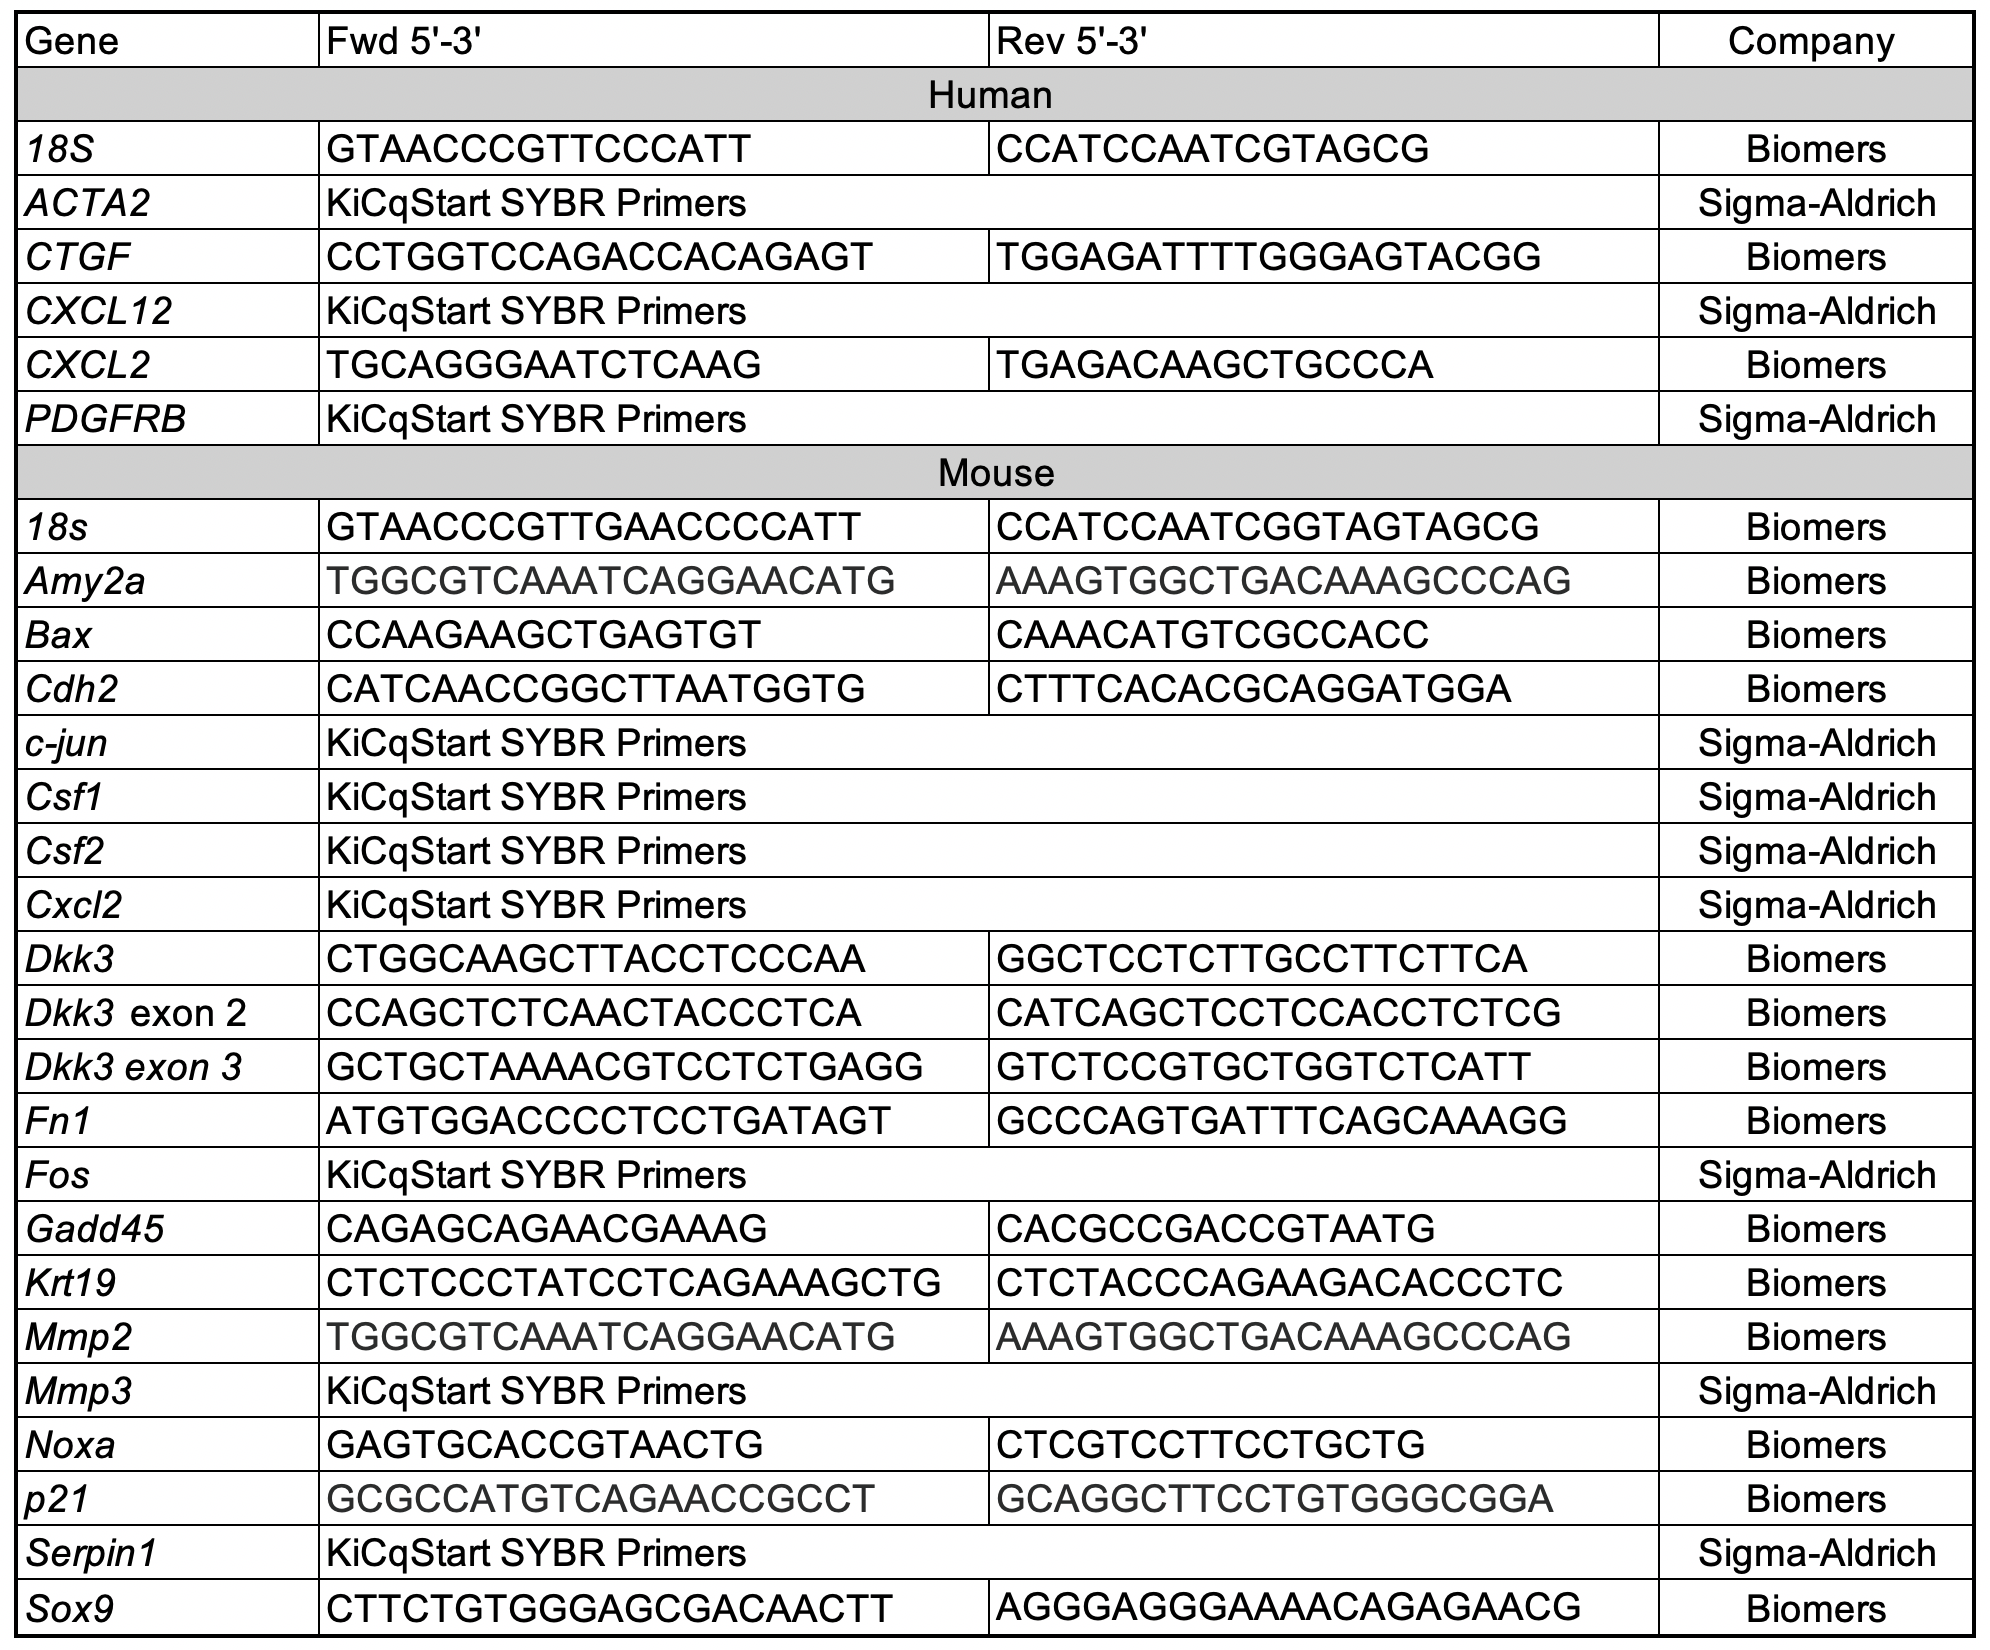
**Supplementary Table 1. List of primers used for qPCR analysis.**

**Supplementary Table 2. List of antibodies used for western blot analysis and immunostainings.**

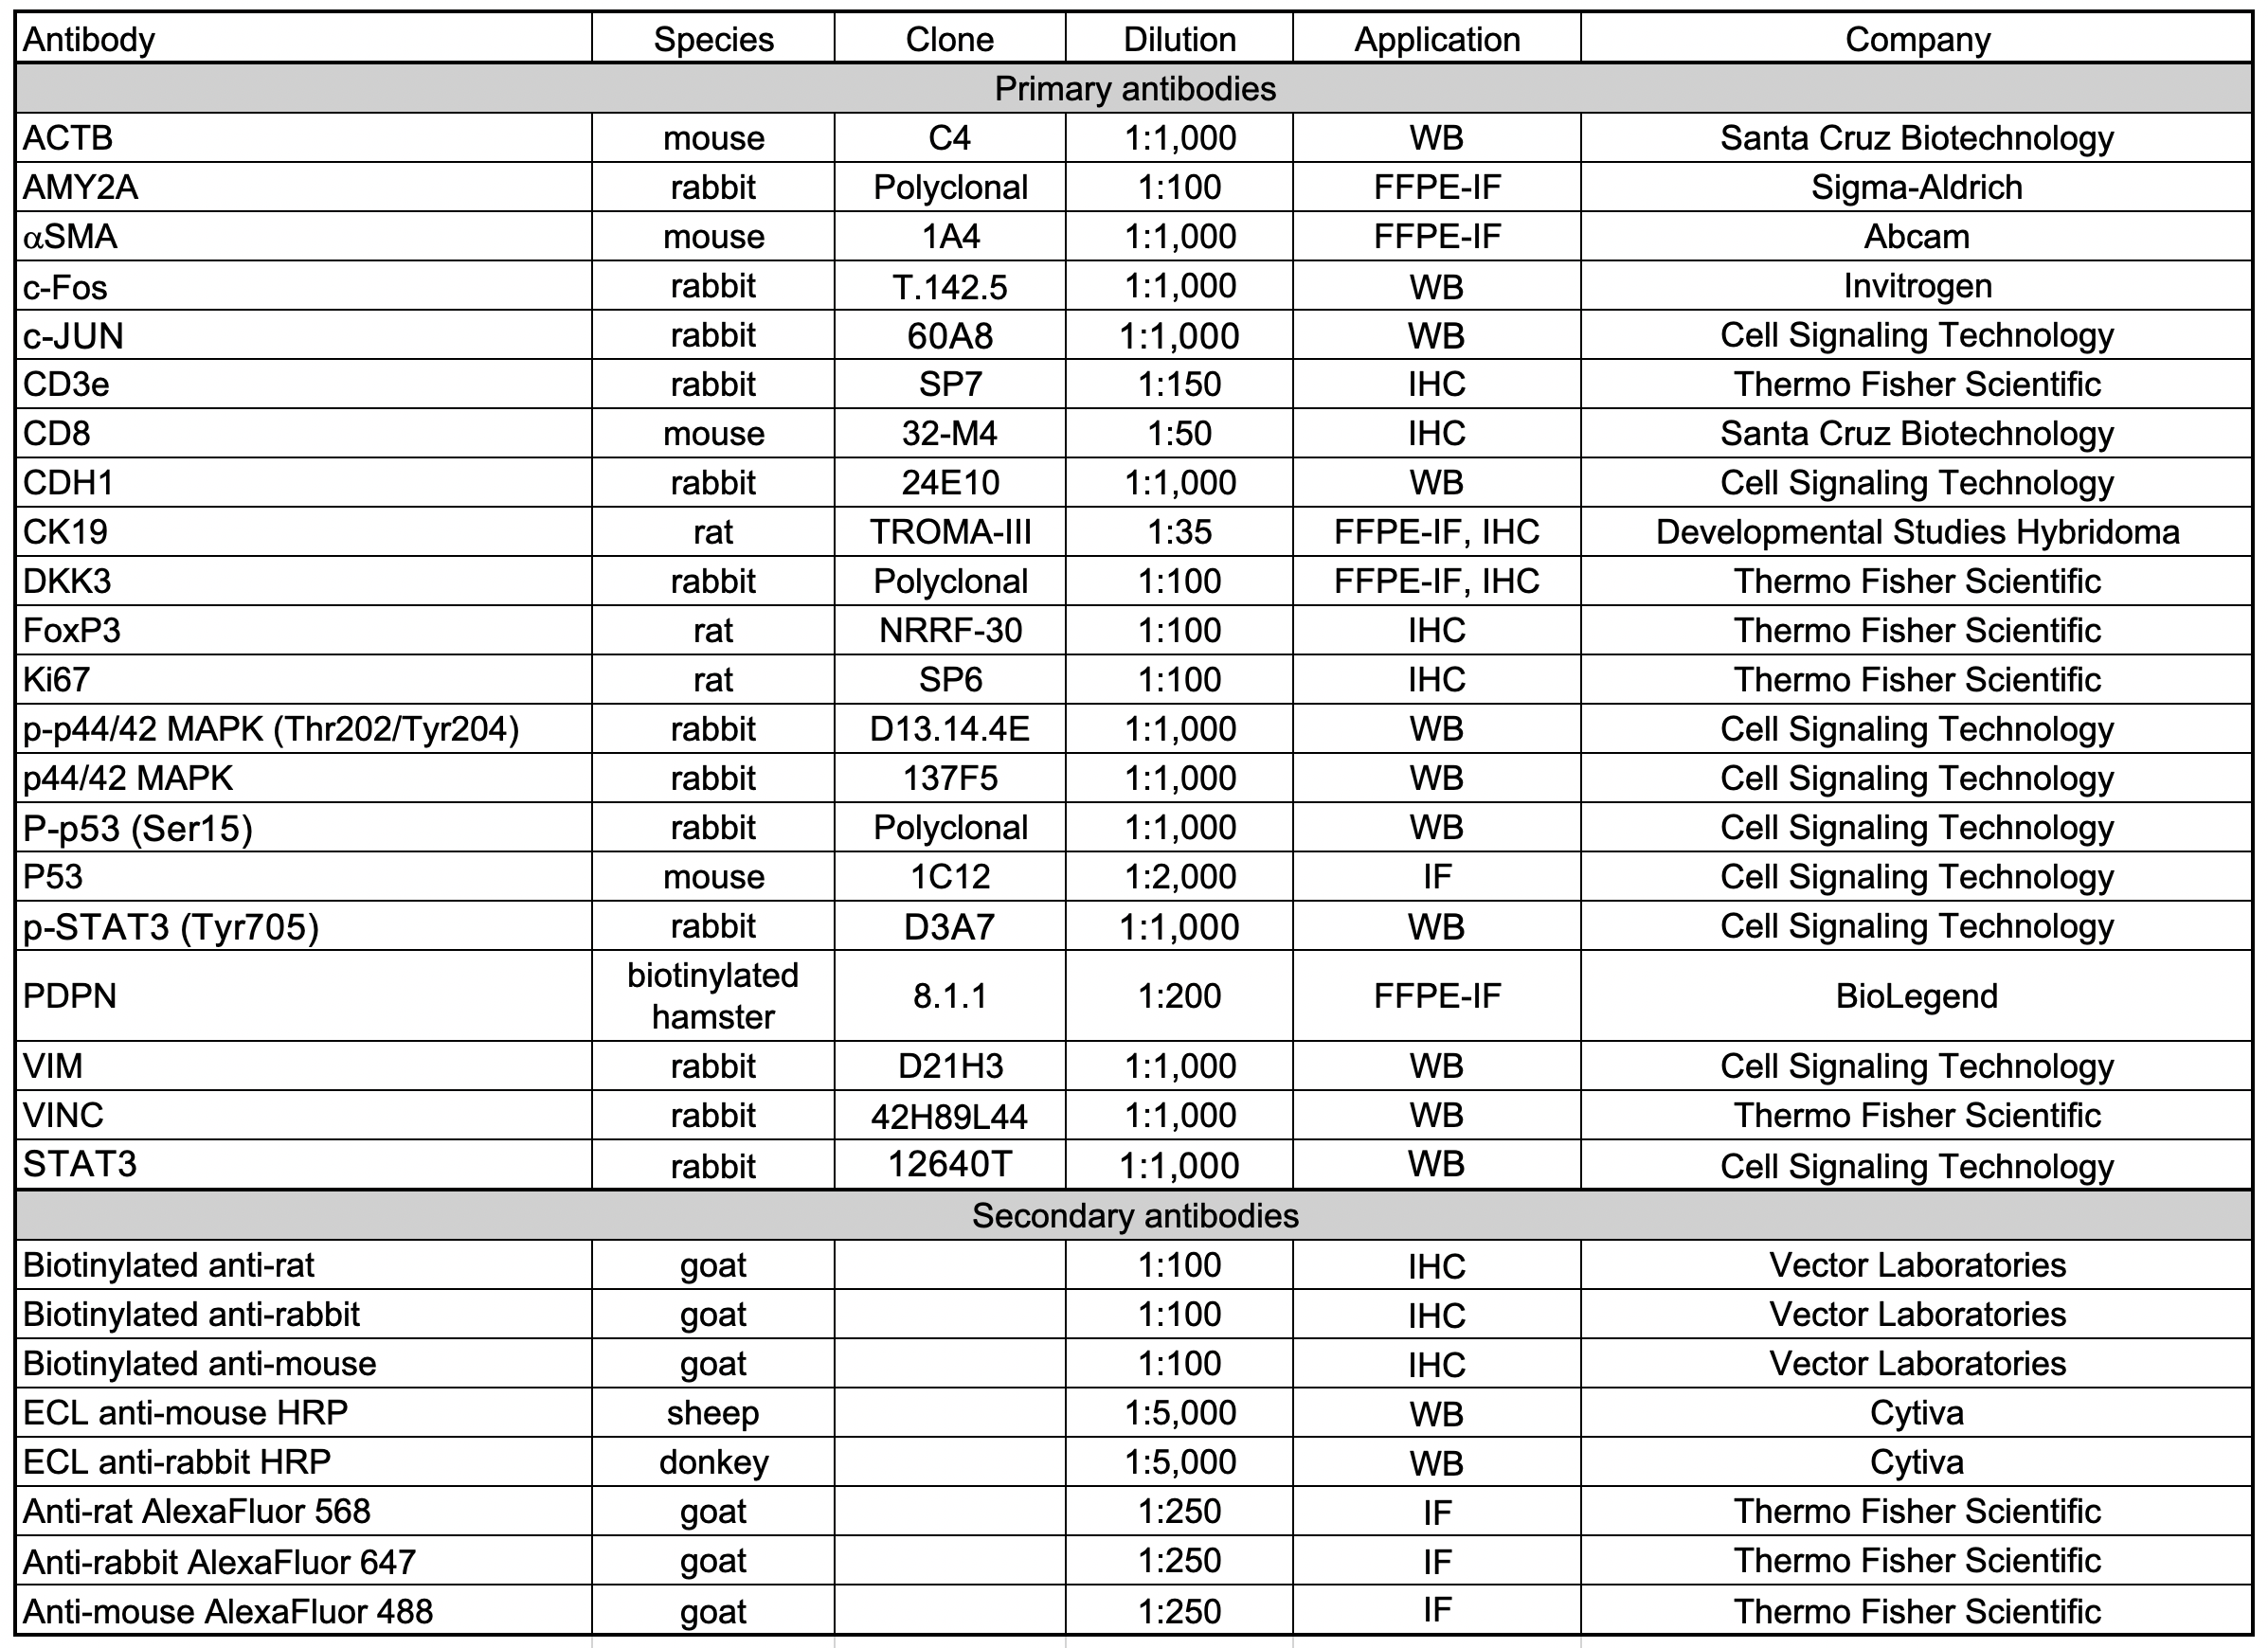
FFPE, formalin-fixed paraffin-embedded; IF, immunofluorescence; IHC, immunohistochemistry; WB, western blotting.

**Supplementary Figure and Legends**

**
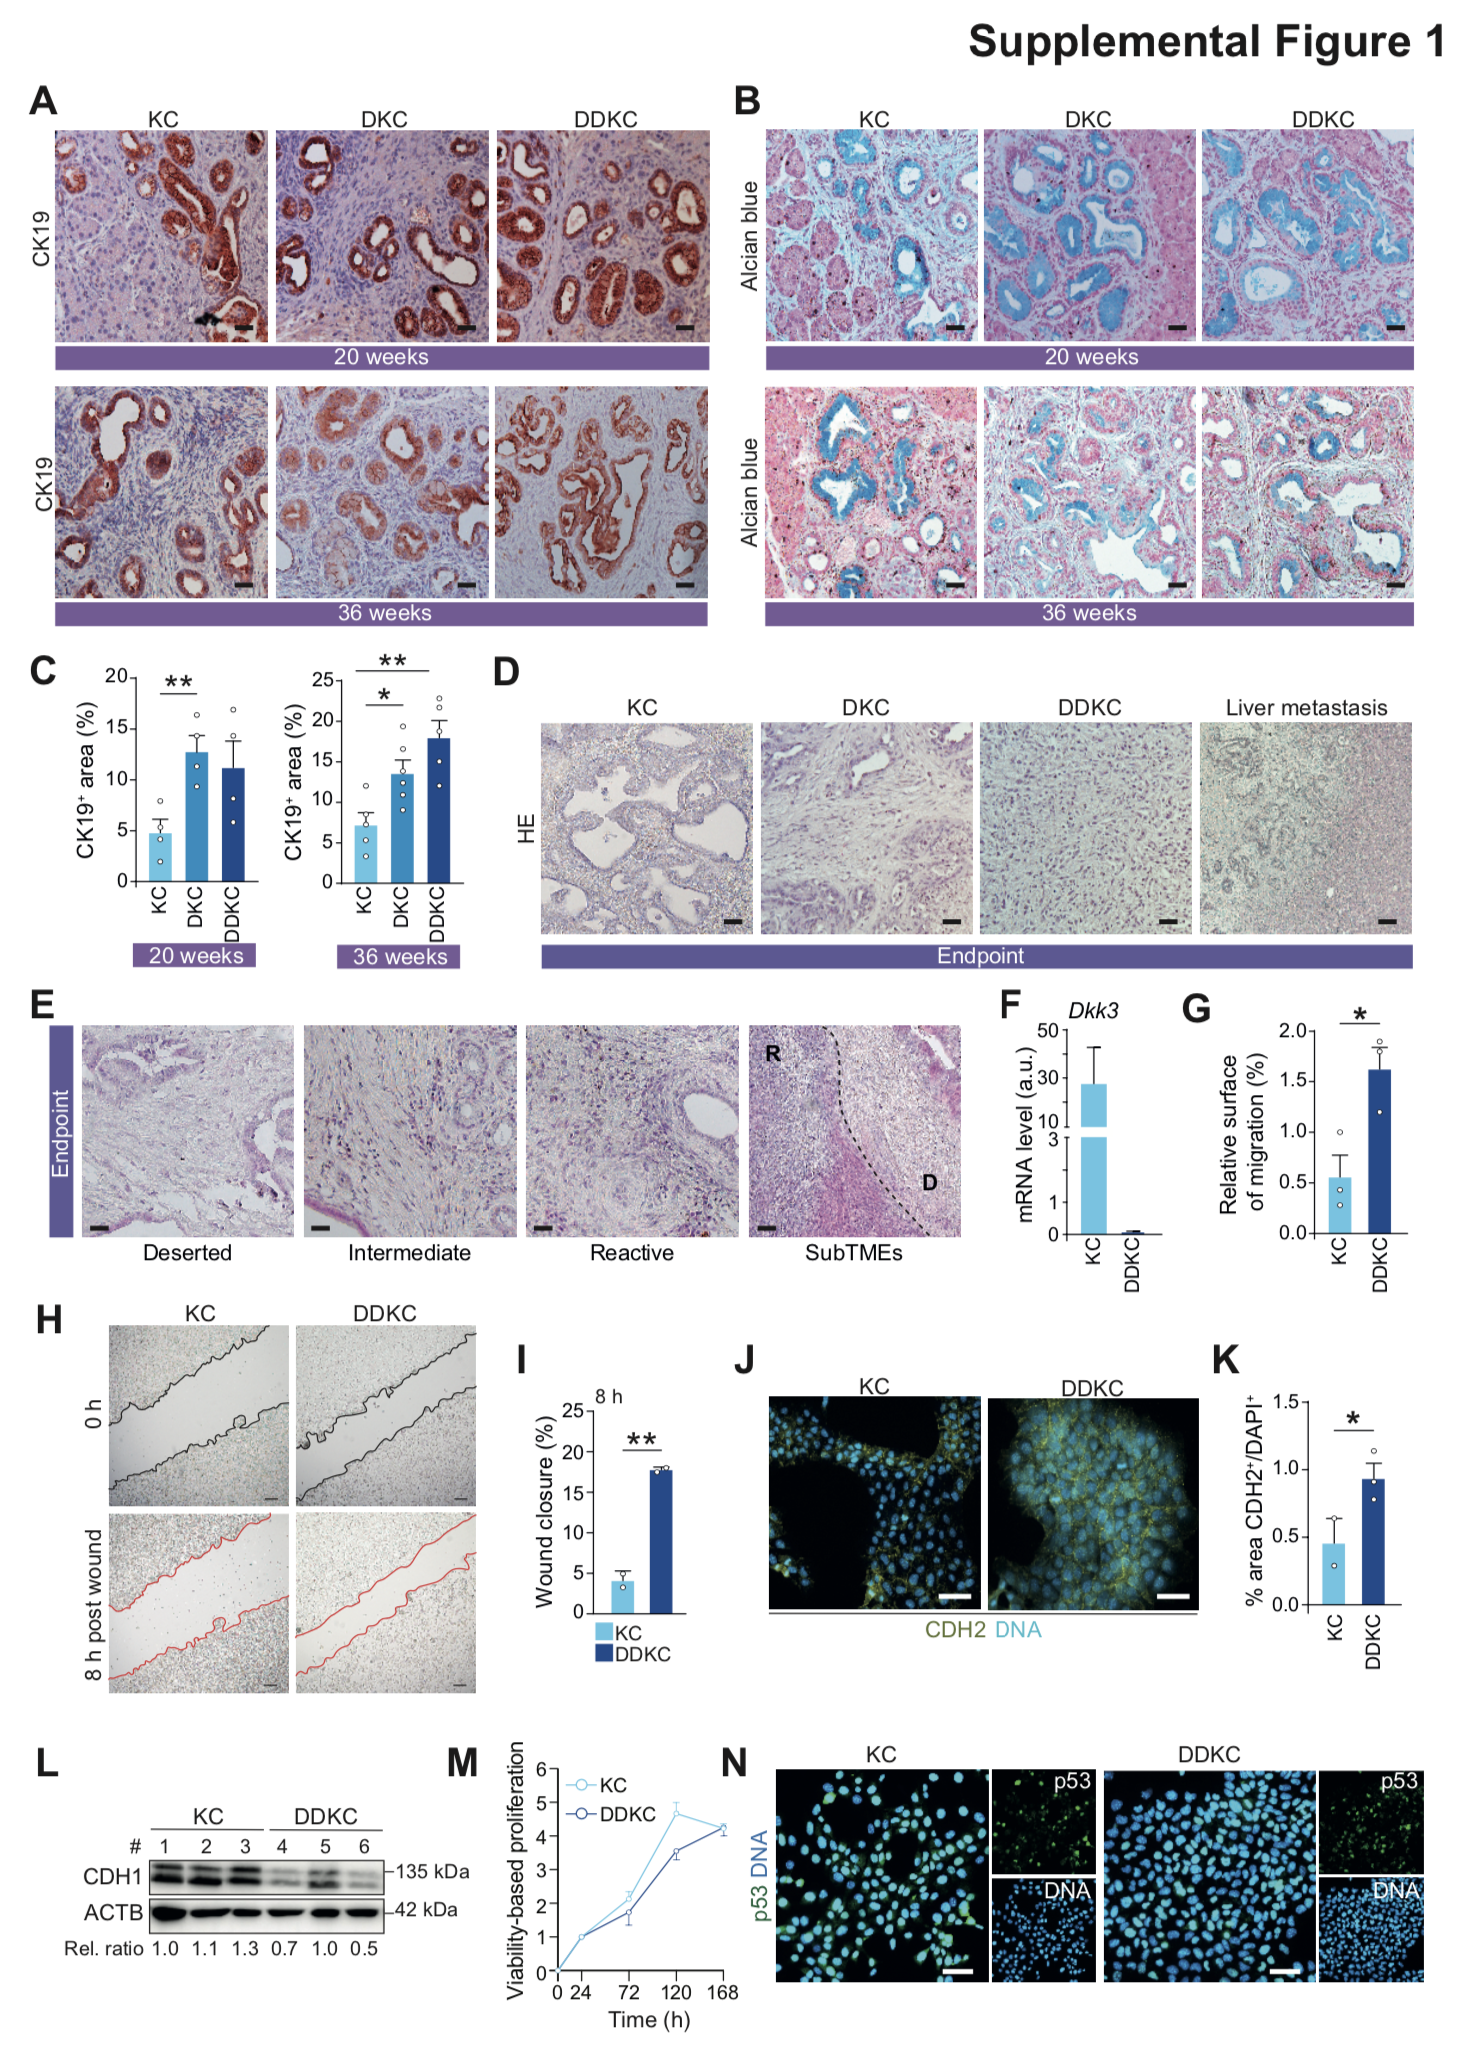
**

**Supplementary Figure S1. Loss of DKK3 leads to aggressiveness and rapid tumorigenesis.**

(**A** and **B**) Immunohistochemistry staining for CK19 (A) and alcian blue staining (B) on pancreatic sections from intermediate time point. Scale bar, 50 µm. (**C**) Quantification of CK19^+^ area in intermediate time point pancreata. (**D**) Hematoxylin-eosin (HE) staining on histological sections of pancreata at endpoint. Representative image of a liver metastasis at endpoint stained with HE (right panel). Scale bar, 50 µm. (**E**) Representative images of various subTMEs quantified in Fig. 1M, stained by HE. Scale bar, 50 µm. Dotted lines represent specific areas of various subTMEs. (**F**) qRT-PCR analysis of *Dkk3* expression in tumor cells. (**G**) Relative surface of migration of tumor cells after 48 hours of Boyden chamber assay. (**H**) Representative images of wound healing assay on KC and DDKC tumor cells, 0 and 8 hours post wound generation. Scale bar, 50 µm. (**I**) Wound closure of KC and DDKC tumor cells. (**J**) Immunofluorescence for CDH2 on tumor cells. Scale bar, 50 µm. (**K**) Quantification of CDH2^+^ area (relative to the total nucleus count). (**L**) Western blot analysis and quantification of CDH1 levels in tumor cells. (**M**) Viability-based proliferation assay of KC and DDKC tumor cells. (**N**) Immunofluorescence staining for P53 (green) in tumor cells. Scale bar, 50 µm. Data are means ± SEM. Each dot represents a mouse (C) or a cell line (G, I, K). Significance was calculated by unpaired Student’s t-test. **P* < 0.05; ***P* < 0.01. D, deserted; R, reactive.

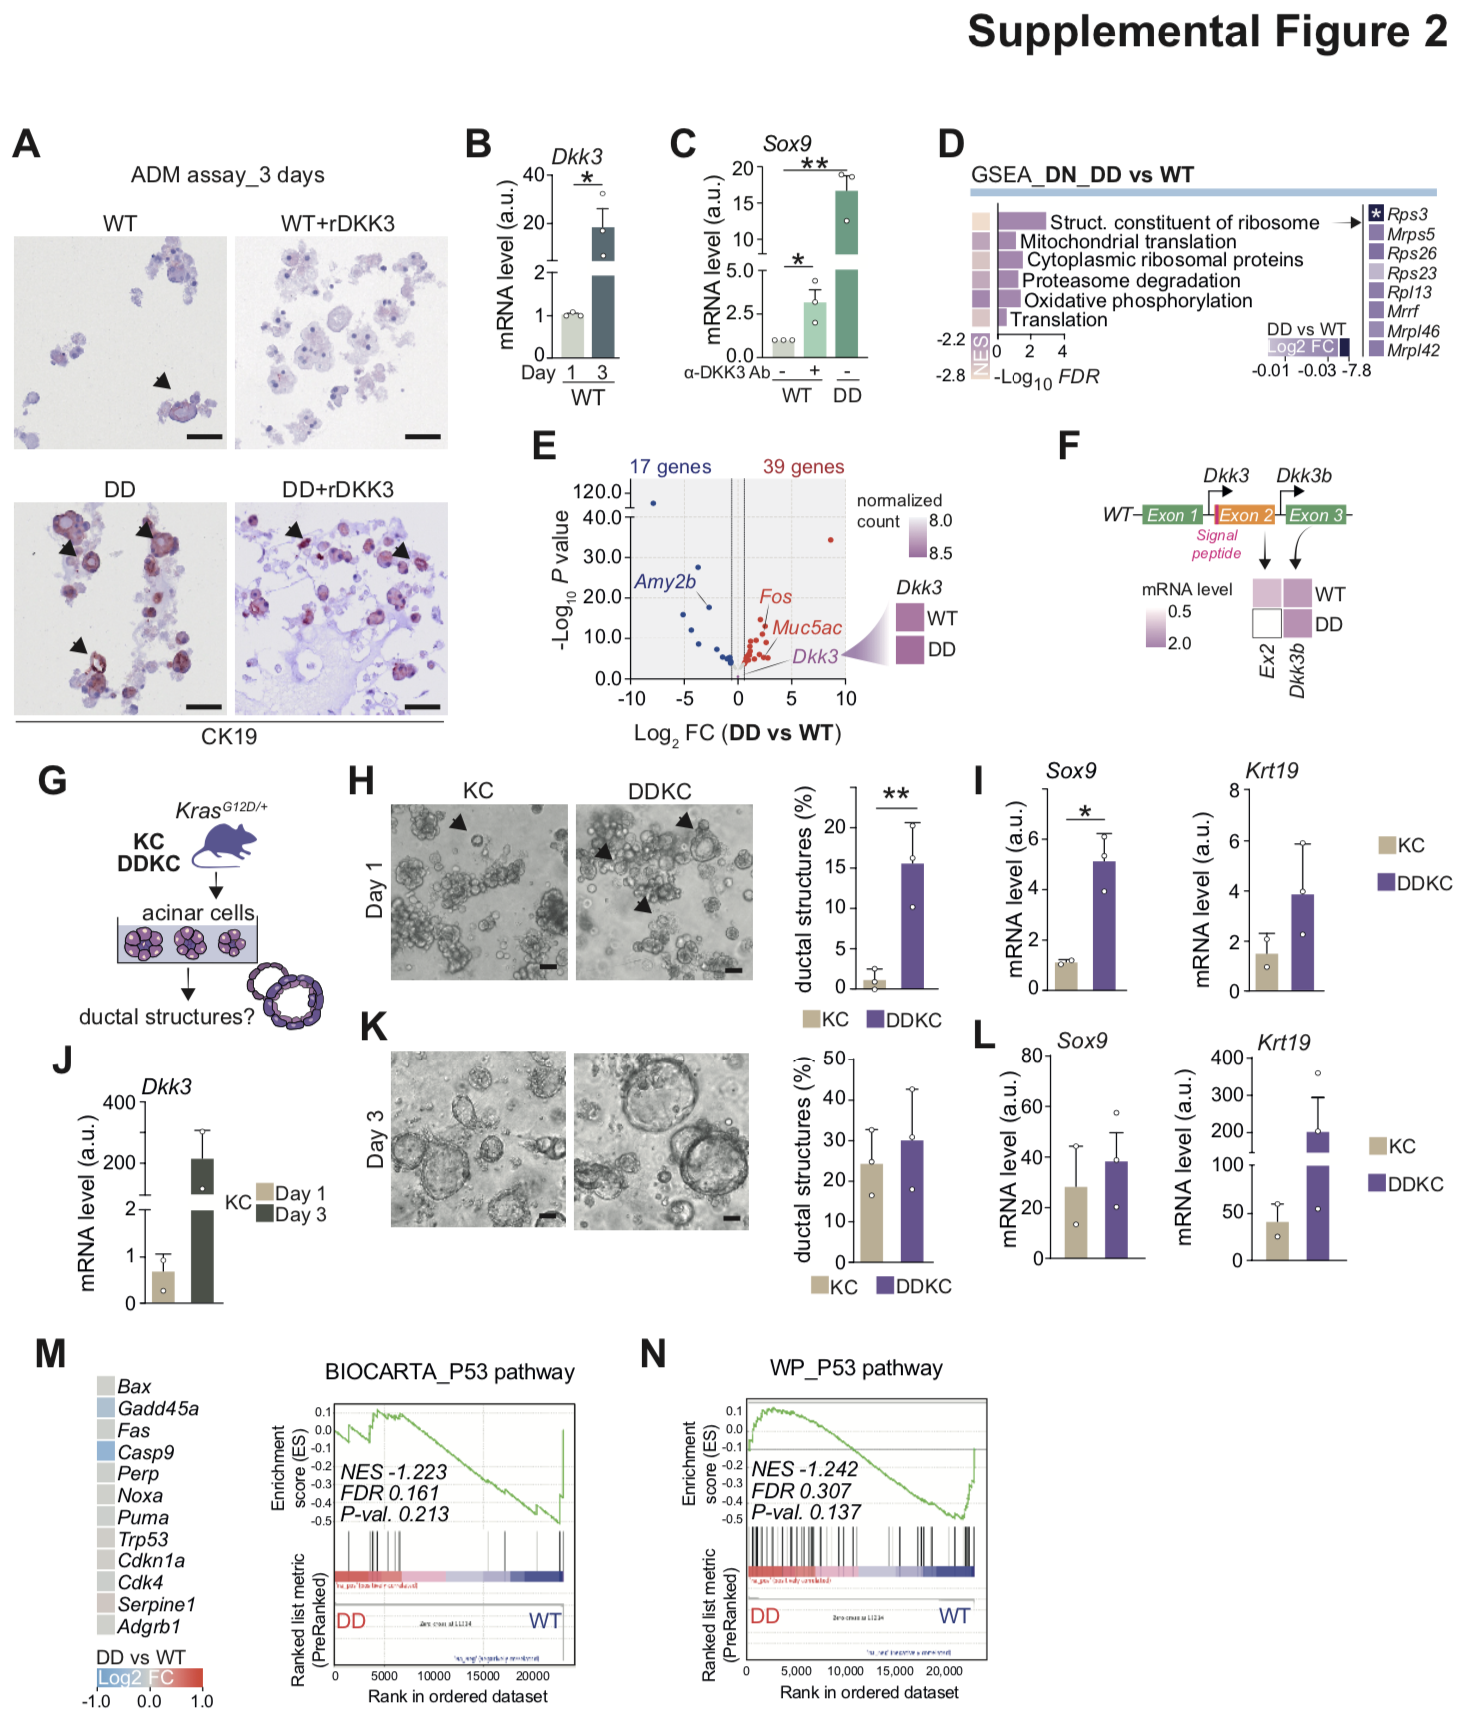

**Supplementary Figure S2. DKK3 safeguards acinar integrity and restrains dysplasia during PDAC onset.**

(**A**) Immunohistochemistry staining for CK19 on WT and DD acini, treated or not with rDKK3 after 3 days of ADM assay. Scale bar, 50 µm. (**B**) qRT-PCR analysis of *Dkk3* expression in WT acinar cultures at ADM assay day 1 and day 3. (**C**) qRT-PCR analysis of ductal marker gene *Sox9* in WT (treated or not with neutralizing anti-DKK3 antibody) and DD acinar cultures after three days of ADM assay. (**D**) GSEA of the transcriptomics data showing downregulated pathways with *FDR* ≤ 0.05 in DD versus WT acinar cultures. Heatmap represents log_2_ FC of top genes within the indicated gene sets. (**E**) Volcano plot displaying differential expressed genes between DD and WT acinar cells (left panel). Red dots represent the upregulated expressed transcripts and blue dots represent the downregulated expressed transcripts. Normalized count of *Dkk3* expression in WT and DD acini cultures. (**F**) Schematic representation of the *Dkk3* wild-type allele, and exon-specific qRT-PCR analysis of *Dkk3 exon 2* and *Dkk3b* in WT and DD acini cultures. (**G**) Schematic representation of experimental setup (H-L). (**H**) Brightfield images of KC and DDKC acinar cultures at day 1 of ADM assay and quantification of ductal structures in acinar cultures after 24 hours of ADM assay. Arrows show ductal structures. Scale bar, 50 µm. (**I**) qRT-PCR analysis of *Sox9* and *Krt19* expression in KC and DDKC acinar cultures at day 1 of ADM assay. (**J**) *Dkk3* expression in KC acinar cultures at ADM assay day 1 and day 3. (**K**) Brightfield images of KC and DDKC acinar cultures at day 3 of ADM assay. Arrows show ductal structures. Scale bar, 50 µm. (**L**) qRT-PCR analysis of *Sox9* and *Krt19* expression in KC and DDKC acinar cultures at day 3 of ADM assay. (**M** and **N**) GSEA of the P53 pathway gene set in BIOCARTA (M) and WikiPathway (N). Heatmap represents log_2_ FC of top genes within the indicated gene sets. Data are means ± SEM. Each dot represents a mouse (B, C, H-L). ADM, acinar-to-ductal metaplasia; DN, downregulated; Fc, fold change; FDR, false discovery rate; NES, normalized enrichment score.

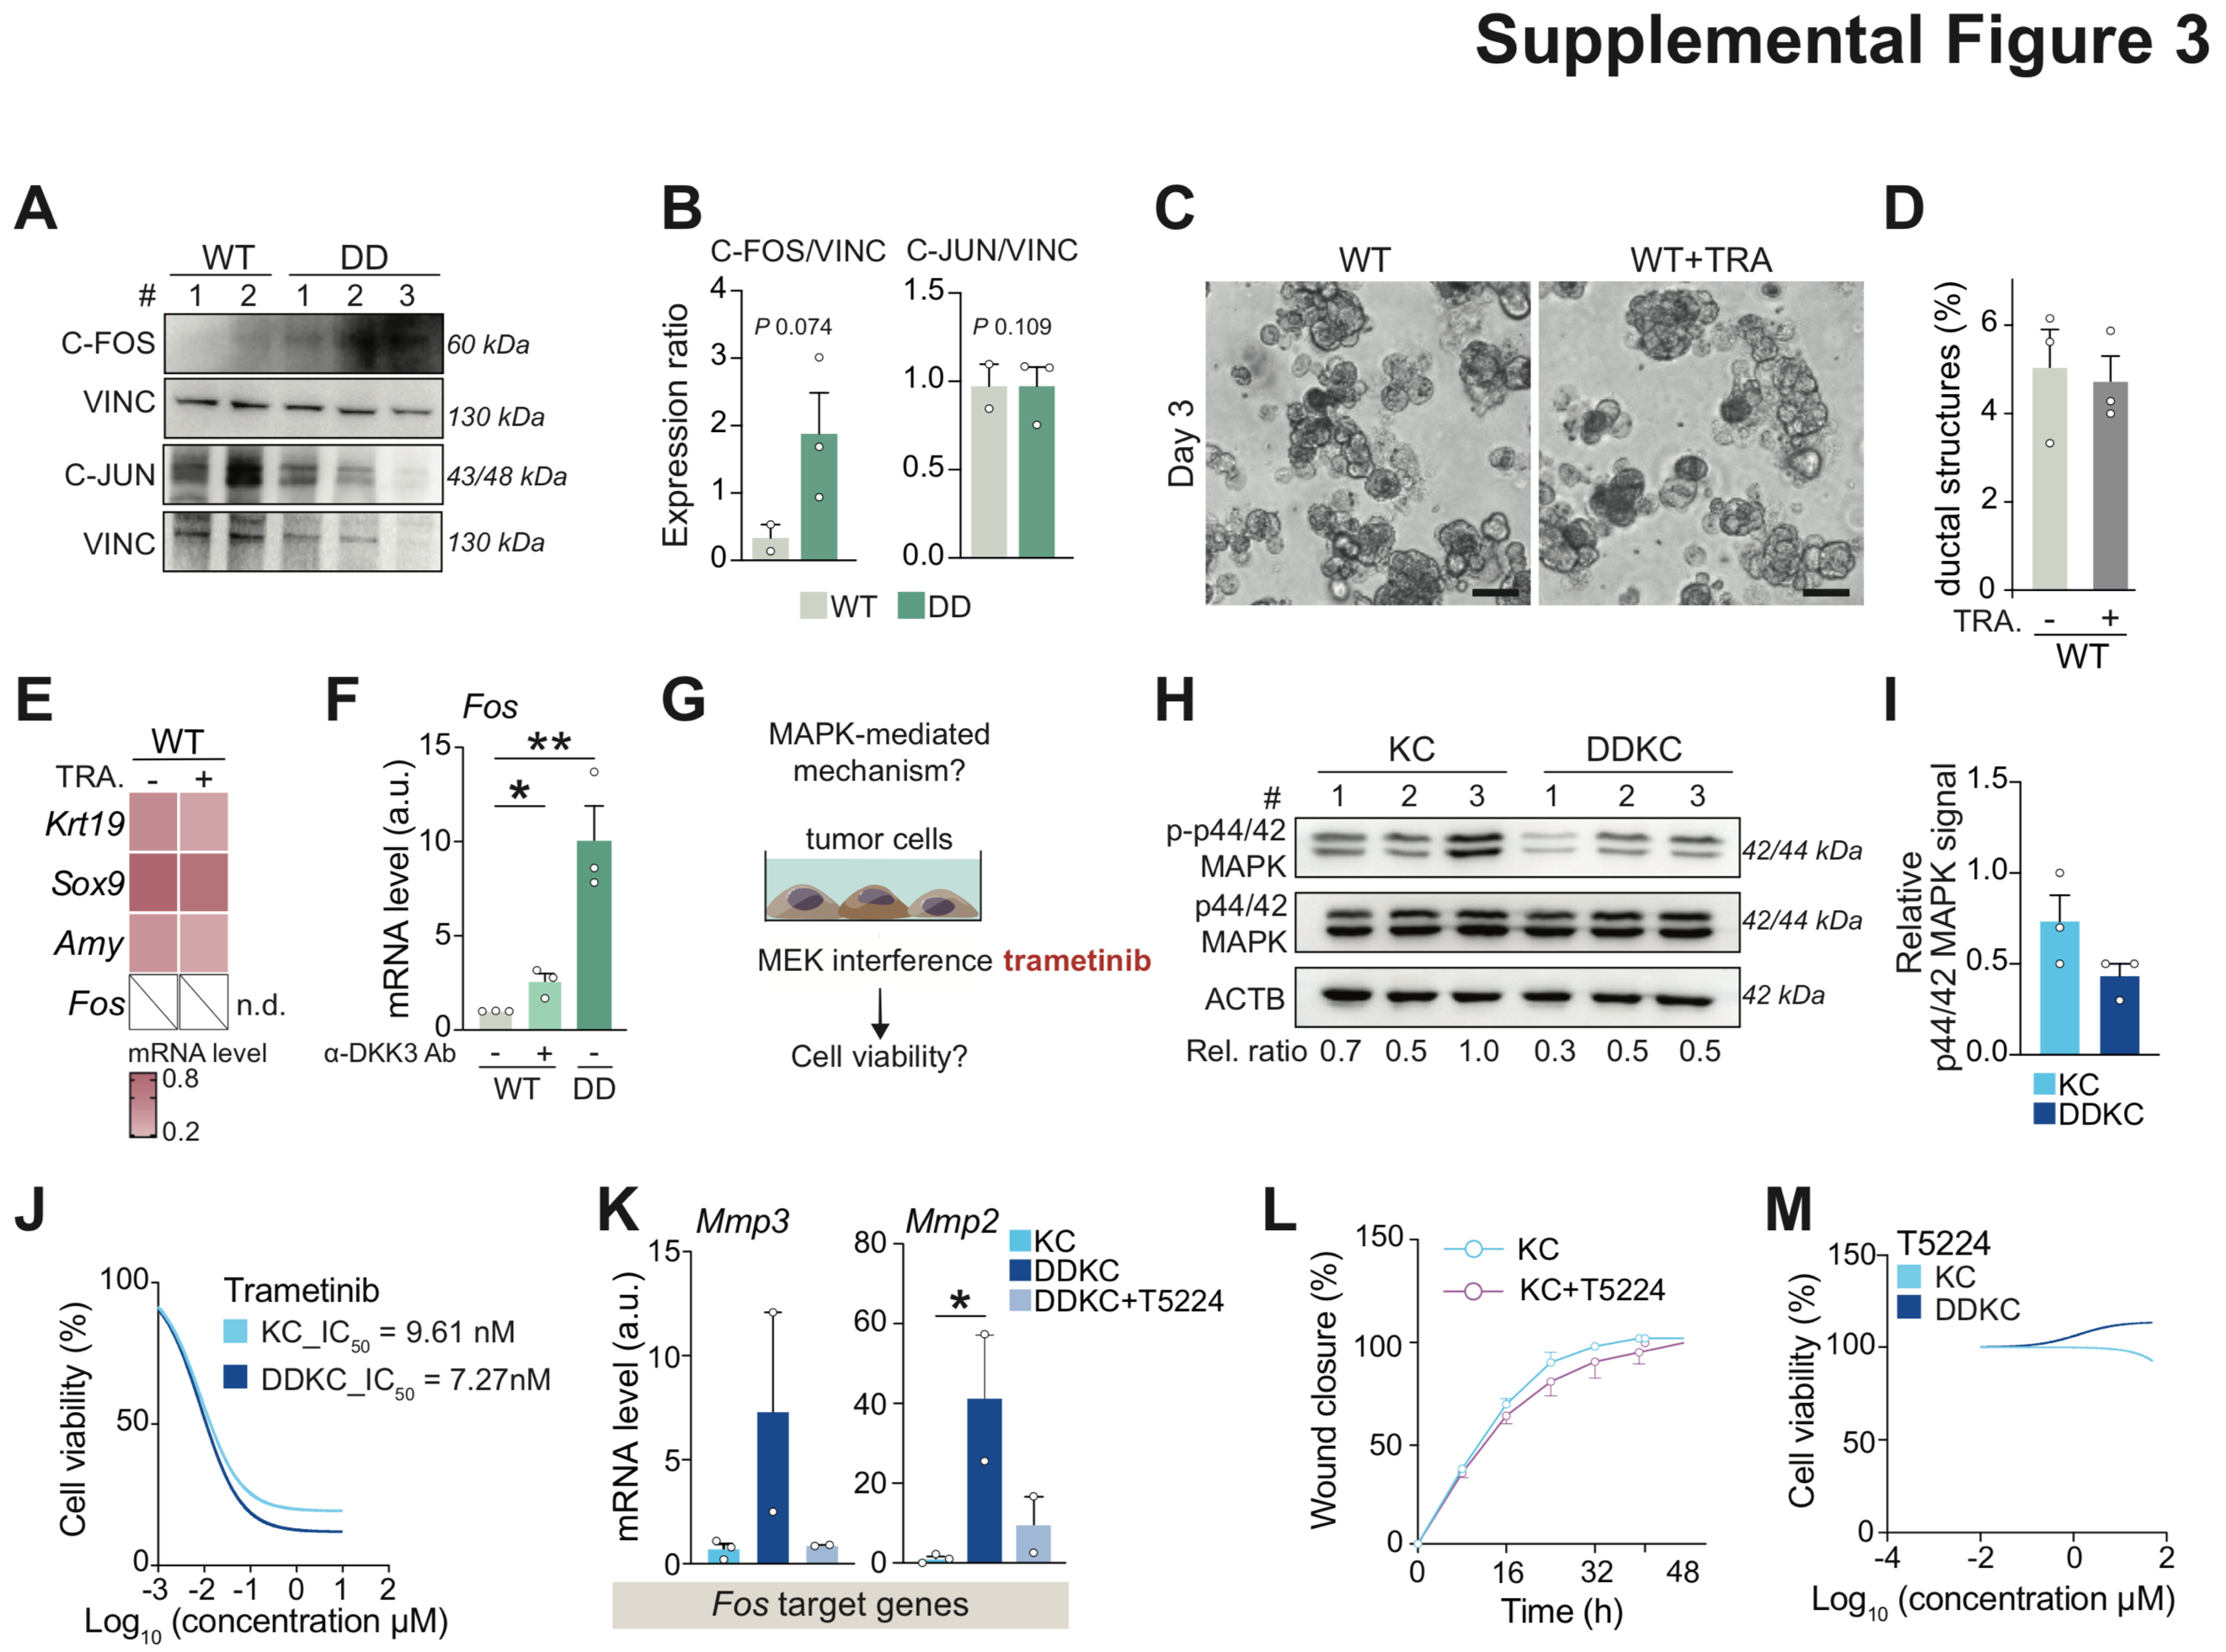

**Supplementary Figure S3. Fos orchestrates tumor-promoting effects of DKK3 loss.**

(**A** and **B**) Western blot analysis (A) and quantification (B) of Fos and C-Jun in WT and DD acinar cultures after three days of ADM assay. (**C** and **D**) Brightfield images (C) and quantification of ductal structures (D) in WT acinar cultures treated or not with the MEK1/2 inhibitor trametinib for three days. Scale bar, 50 µm. (**E**) qRT-PCR analysis of acinar (*Amy*) and ductal (*Krt19* and *Sox9*) marker genes, and of *Fos* expression in WT acinar cultures treated or not with trametinib for three days. (**F**) qRT-PCR analysis of *Fos* expression in WT treated or not with neutralizing anti-DKK3 antibody and DD acinar cultures after four days. (**G**) Experimental design shown in (H to J). (**H** and **I**) Western blot analysis (H) and quantification (I) of p44/42 MAPK phosphorylation (p-T202/Y204, p-T185/Y187) levels in KC and DDKC tumor cells. (**J**) Viability assay analysis of trametinib treatment in KC and DDKC tumor cells. (**K**) qRT-PCR analysis of Fos target gene expression in KC and DDKC tumor cells treated or not with T5224 for 48 hours. (**L**) Wound closure of KC tumor cells treated or not with T5224. (**M**) Cell viability of KC and DDKC tumor cells treated with T5224. Data are means ± SEM. Each dot represents a mouse (B, D, F) or a cell line (I, K). Significance was calculated by unpaired Student’s t-test. **P* < 0.05. ADM, acinar-to-ductal metaplasia; IC_50_, half maximal inhibitory concentration; n.d., not detected; TRA, trametinib.

**
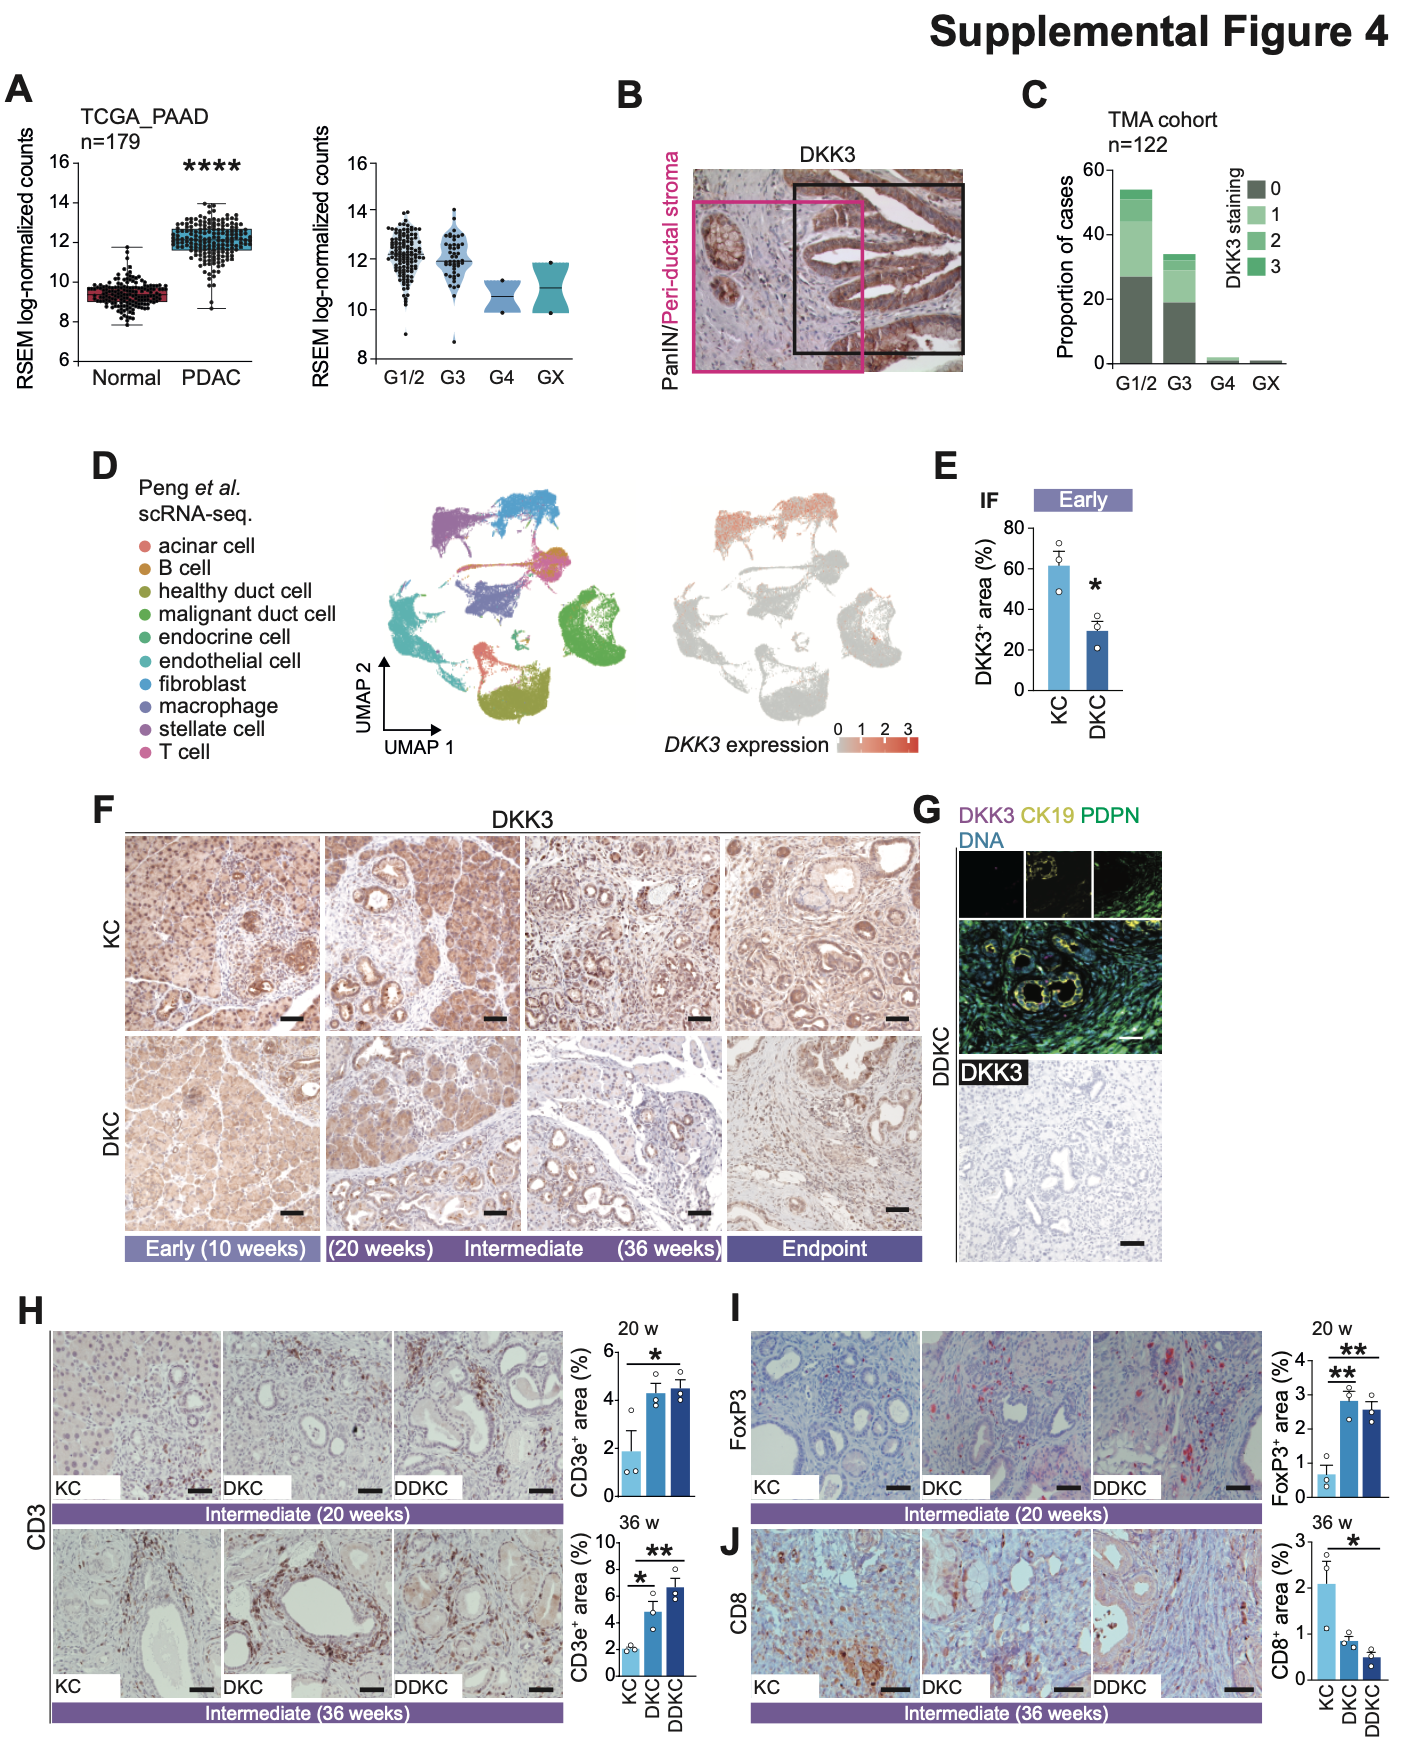
**

**Supplementary Figure S4. DKK3-null tumors maintain their aggressive phenotype by reshaping the tumor microenvironment.**

(**A**) Dot plot representing *DKK3* expression in normal versus cancer tissue in PDAC patients of the TCGA dataset (top panel) and violin plot representing *DKK3* expression in PDAC patients (of the TCGA dataset) based on tumor grading (bottom panel). (**B**) Full-field image of DKK3 immunostaining with black and pink boxes respectively indicating the cropped areas used for the PanIN “3” and “Stroma” panels shown in Figure 4A. Both fields were derived from adjacent regions of the same histological section. **(C)** Proportion of cases under different PDAC grades in human TMA characterized in Figure 4A. (**D**) UMAP obtained from the reanalysis of publicly available single-cell dataset (left panel) **and** *DKK3* expression in the dataset as shown in left panel. (**E**) Quantification of DKK3^+^ area in pancreata at early timepoint. (**F**) **Immuno**histochemistry staining for DKK3 on KC and DKC pancreatic sections from early 10 weeks to endpoint. **(G)** immunofluorescence for DKK3 (purple), CK19 (yellow), and PDPN (green) and immunohistochemistry of DKK3 in DDKC tumors. Scale bar, 50 µm. (**H**) **Immuno**histochemistry staining for CD3 on pancreatic sections from intermediate 20 and 36 weeks and quantification of CD3^+^ area **in intermediate time point pancreata.** Scale bar, 50 µm. **(I) Immuno**histochemistry staining for FoxP3 on pancreatic sections from intermediate 20 weeks and quantification of FoxP3^+^ area. Scale bar, 50 µm. (**J**) **Immuno**histochemistry staining for CD8 on pancreatic sections from intermediate 36 weeks and quantification of CD8^+^ area. Scale bar, 50 µm. Data are means ± SEM. Each dot represents a mouse (D, G, H, I). Significance was calculated by unpaired Student’s t-test. **P* < 0.05; ***P* < 0.01; *****P* < 0.0001. PAAD, pancreatic adenocarcinoma, RSEM, RNA-seq by expectation-maximization; TCGA, The Cancer Genome Atlas; TMA, tissue microarray; UMAP, uniform manifold approximation and projection.

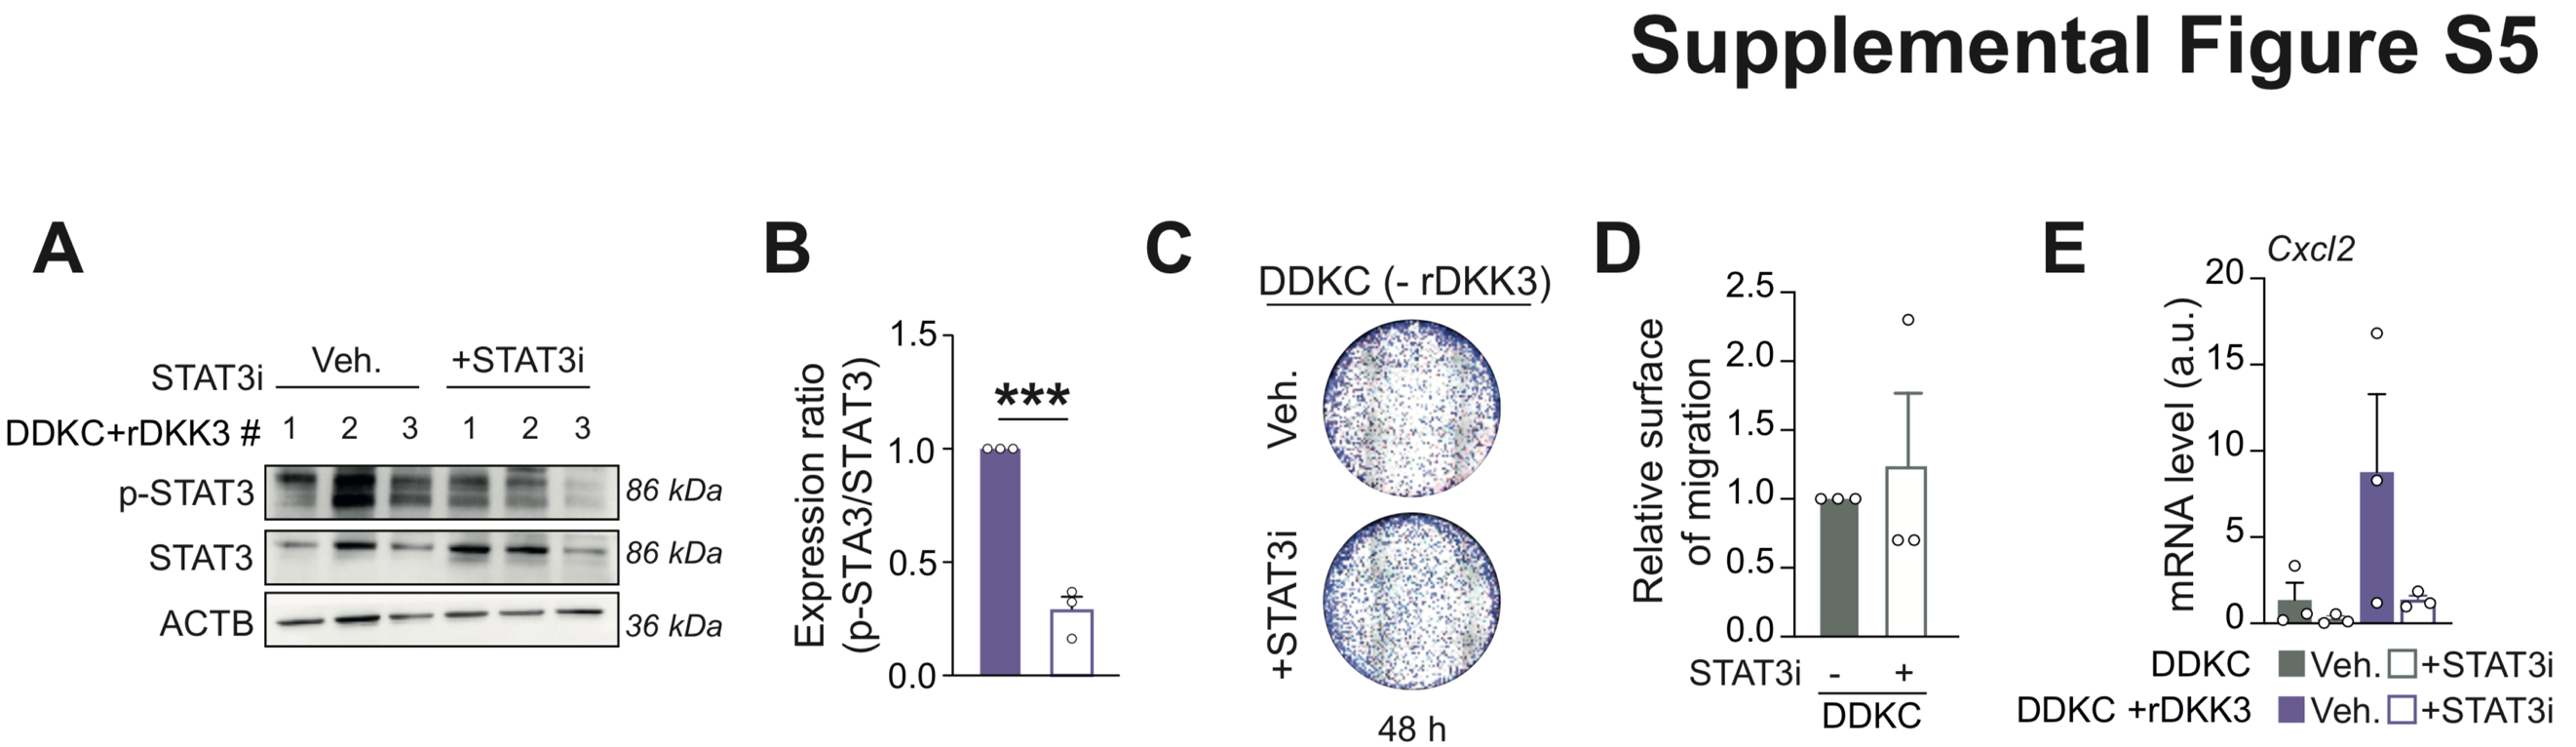

**Supplementary Figure S5. IL6-JAK-STAT3 signaling mediates the oncogenic activity of DKK3.**

(**A** and **B**) Western blot analysis (A) and quantification of p-Y705 STAT3 (p-STAT3) (B) in rDKK3-treated DDKC tumor cells, treated or not with the STAT3 inhibitor (STAT3i) stattic for 48 hours. **(C)** Boyden chamber assay with DDKC tumor cells, treated or not with STAT3i for 48 hours. (**D**) Relative surface of migration of DDKC tumor cells, treated or not with STAT3i for 48 hours. (**E**) qRT-PCR analysis of the IL6-JAK-STAT3 target gene *Cxcl2* in DDKC and rDKK3-treated DDKC tumor cells, treated or not with STAT3i for 48 hours. Data are means ± SEM. Each dot represents a cell line (B, D, E). Significance was calculated by unpaired Student’s t-test. **P* < 0.05; ***P* < 0.01; *****P* < 0.0001.

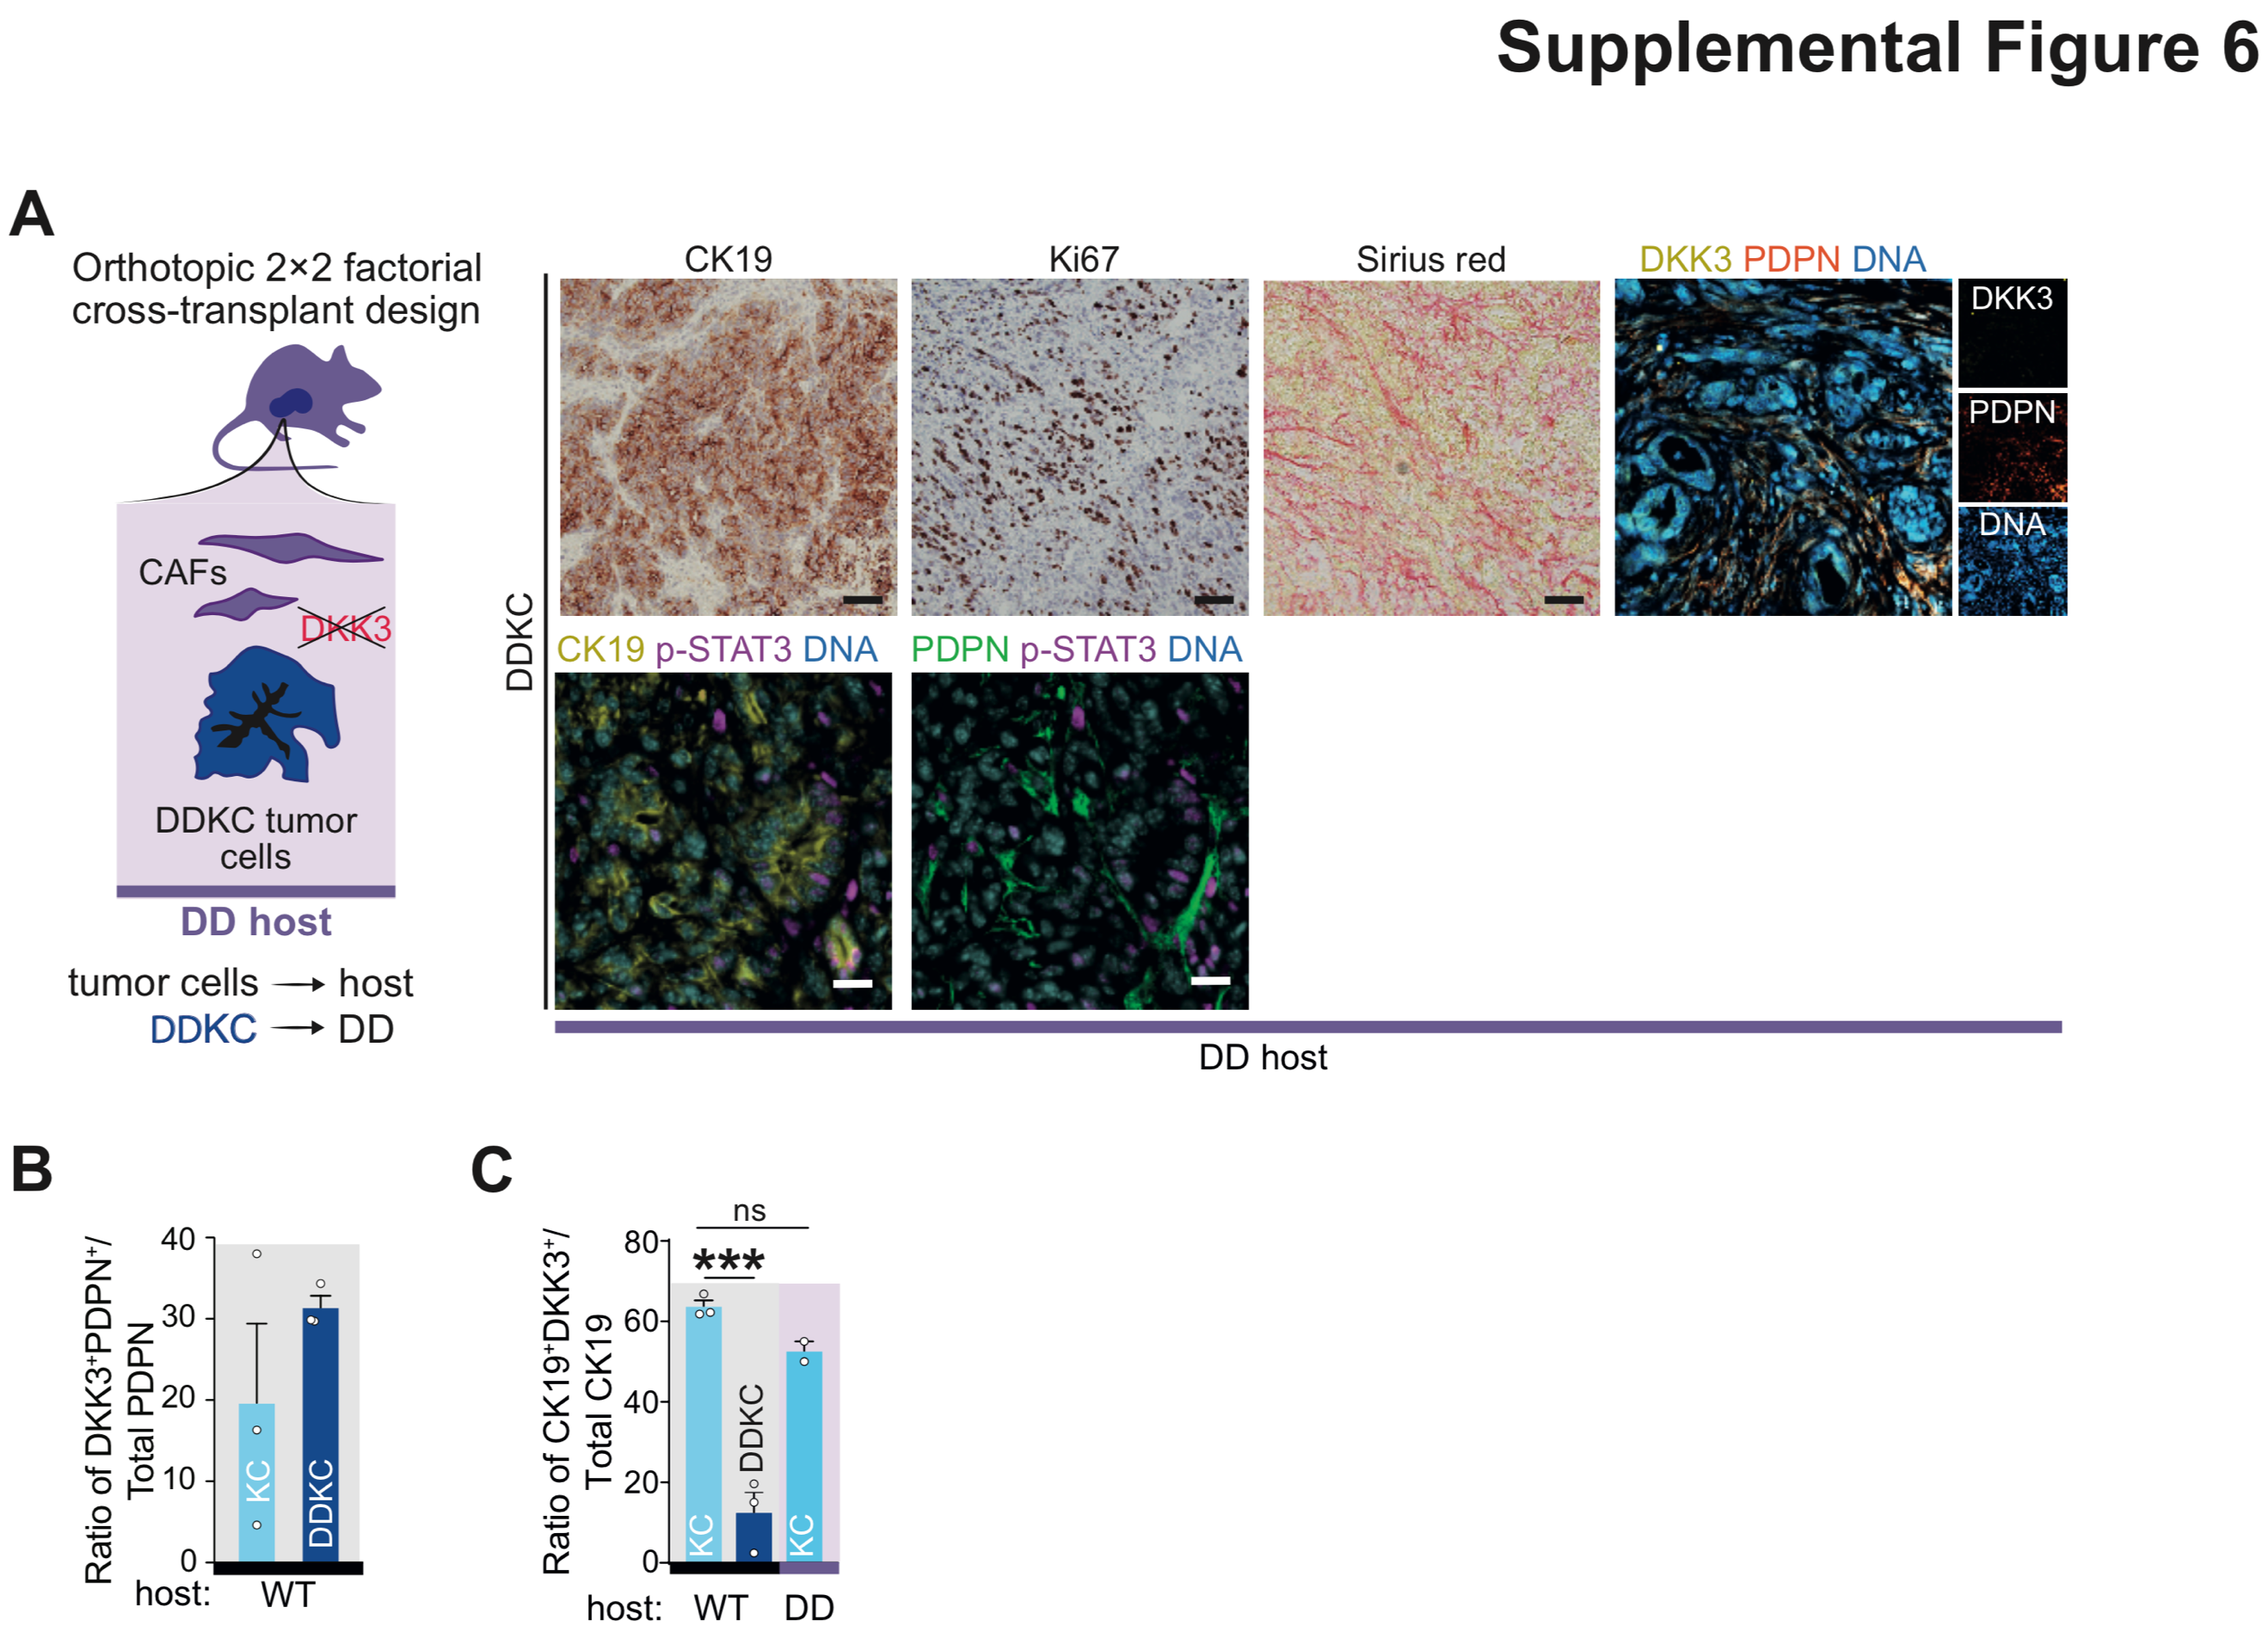

**Supplementary Figure S6. DKK3-expressing fibroblasts acts in an oncogenic manner at end-stage PDAC.**

(**A**) Schematic representation of the experimental design (left) and immunohistochemistry staining for CK19 and KI67, picrosirius red staining, and immunofluorescence for DKK3 (purple), CK19 (yellow), and PDPN (green) and pSTAT3 (purple), CK19 (yellow) and PDPN (green) on sections of resected tumors arising from DDKC tumor cells transplanted in DD host (right). Scale bar, 50 µm. (**B**) Quantification of DKK3^+^PDPN^+^ cells (relative to total PDPN cells) in resected tumors arising from KC and DDKC tumor cells transplanted in WT host. (**C**) Quantification of DKK3^+^CK19^+^ cells (relative to total CK19^+^ cells) in KC and DDKC tumor cells transplanted in WT host and KC tumor cells transplanted in DD host (orthotopic assay shown in Figure 6). Data are means ± SEM. Each dot represents a mouse (A, C). Significance was calculated by unpaired Student’s t-test. ****P* < 0.001.

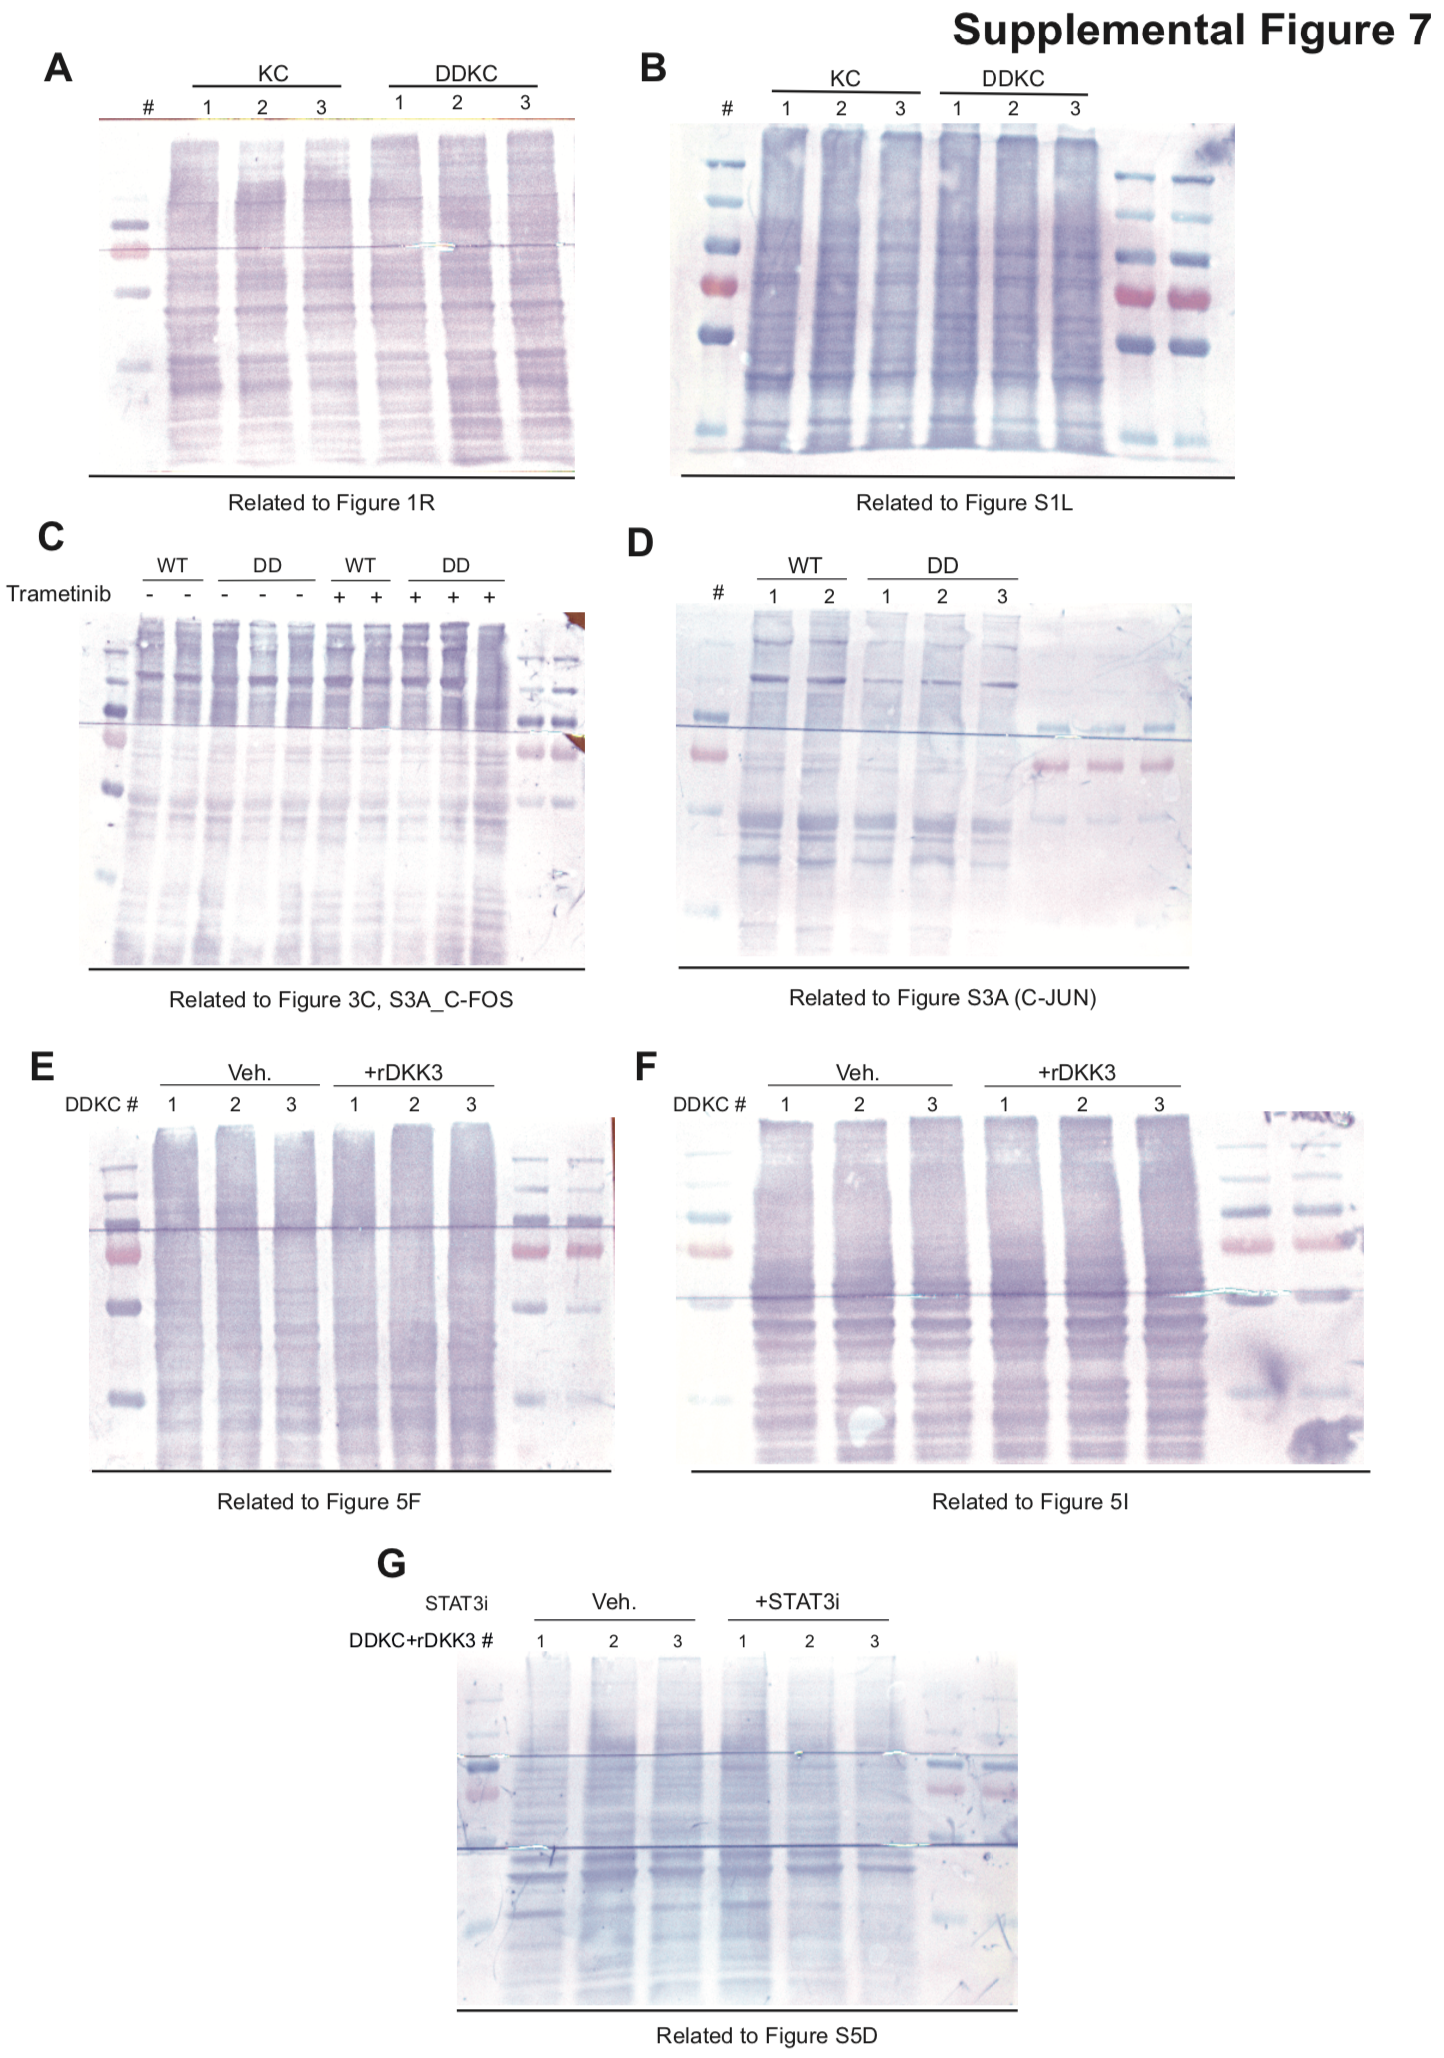

**Supplementary Figure S7. Western blot loading controls.**

(**A**–**G**) Western blot stained with Coomassie blue related to Figure 1R (A), S1L (B), 3C/S3A (C), S3A (D), 5F (E), 5I (F), and S5D (G).

How the deposited data were processed for this re-analysis (not part of the article)

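RNA of 3 Dkk3-null DDKC tumor cell lines (called A, B and C here), untreated or treated with rDKK3, was measured in 12 libraries, 2 for each line and condition. The authors aligned 50-base read pairs to GRCm39 with STAR, counted them on GENCODE genes with GenomicAlignments in a strand-specific mode, and deposited the raw counts per gene without normalization. They then tested with DESeq2, shrank the fold changes with ashr, adjusted p-values with IHW and ran GSEA on genes ranked by the sign of the log2 fold change times -log10 of the p-value. The paper's text does not name the model formula, so whether the cell line entered it is not known. The supplementary methods and the legends were searched for it.

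The 57278 genes of the count table were all read, of which 29823 had any count. Each column was matched to a library by its name, and every value column belonged to a library. Total counts per library ranged from 3822987 to 24541083. The floor of 3 counts corresponds to 0.127 CPM in the deepest and 0.755 CPM in the shallowest library. Values near it cannot be told from 0.

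Tests used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and ashr 2.2.63. The main test was edgeR's quasi-likelihood test on the counts with TMM normalization, cell line and treatment in the model, and Benjamini-Hochberg adjustment with a threshold of 0.05. Genes were kept by edgeR's filter over the 6 groups of line and condition, which left 15165 genes, 12426 of them protein-coding. IHW was not used here. Differences between lines were tested by an interaction of line and treatment, over 2 coefficients. Log2 CPM values used a prior count of 2, and a log2 fold change in a single line is the difference of the mean log2 CPM of its libraries. Standard errors were derived from the log2 fold change and the F statistic. Gene lists were scored by pre-ranked GSEA with 10000 permutations, and by camera and fry of limma over libraries. The pairing of treated with untreated samples comes from the cell line named in the labels. The 2 libraries of a pair were also summed, because they differed by less than the sampling noise once a shift between the lower and the higher library numbers was allowed for.

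Chosen before the data were examined were the main test, the gene lists of the main results, the alternatives except those described as chosen after, and the rule for named genes. By that rule every gene of Fig. 5H, Dkk3, Il6, Stat3 and a written list of genes the paper measures by other assays (Vim, Cdh1, Cdh2, Fn1, Fos, Jun, Mmp2 and Mmp3) are named. The rule describes that list as genes measured in tumor cells, but the paper measures Jun in acinar cells, and the genes of Fig. 1T are not on it. So are the 5 higher and the 5 lower protein-coding genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, changed in the same direction in all 3 lines, with an average log2 CPM of at least 1. The rule did not say how that average is taken. It was taken as edgeR's average log2 CPM after both possible lists had been seen. With the mean of log2 CPM (prior count 2) Cxcl5 would be among the 5 higher genes, and Serpini1, Mgarp, S100a4 and Dok7 among the 5 lower ones. Alternatives covered DESeq2, RLE normalization, the filter on low counts, leaving out each line, fits without the line, summed libraries, the library number series as a covariate, other rankings and tests of gene lists, and, chosen after seeing the data, thinning to equal depth and shrinkage by ashr.

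The tests were checked on simulated counts of the same 15165 genes with 200 genes changed by known amounts. The simulated spread came from the real summed counts, fitted without a line-dependent response, so it holds any real difference between lines. The 2 libraries of a simulated culture differed by counting noise alone, without the shift between library numbers. With 12 independent libraries, edgeR's test with the line recovered 185 of the 200 genes with 7 false calls, and the summed fit recovered 184 with 8 false calls. With 6 cultures sequenced in 2 libraries each, the 12-library test recovered 195 and made 1983 false calls, and the summed fit recovered 166 with 13 false calls. The test of a line-dependent response made 0 false calls for independent libraries and 10718 when the libraries were repeats of the same culture. In both simulations, the list of raised genes had a p-value under 0.05 in GSEA, camera and fry, and the list of unchanged genes did not. The simulated genes were drawn independently of each other. This check therefore does not cover the p-values of GSEA for lists whose genes vary together.

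The IL6-JAK-STAT3 and interferon lists were written by hand, so their scores are not those of the MSigDB sets. The gene ontology sets of Fig. 5H, proteins, migration and the expression data of other studies were not analysed here.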

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

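The tests of equal depth, of repeat libraries, of receptor mRNA and total counts in line A, and both tests of mitochondrial mRNA were chosen after the results they bear on had been seen, and each hypothesis was found and tested on the same 12 libraries.

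A difference between the 3 lines in the response to rDKK3 was called for 7474 of the 15165 genes (adjusted p under 0.05 in edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). A result as large came from 3 of 100 splits of the libraries within the lines, the real one included. Splits that part the 2 libraries of a line and condition lose any difference between cultures, so this count does not give a chance level. Among the genes the paper shows in Fig. 5H, the adjusted p of this test was 8.9e-08 for Csf1, 0.000548 for Csf2, 0.000372 for Cxcl2, 0.00305 for Ccl7, 0.00971 for Tnf and 0.0143 for Fas. For the genes measured by other assays it was 0.000442 for Vim, 0.000586 for Cdh1, 0.000973 for Cdh2, 1.1e-07 for Fos, 2.0e-05 for Jun and 0.000116 for Mmp3, and for Stat3 it was 3.2e-06. Of the genes named for the size of their change, C3 (0.000424), Lilrb4b (0.0111), Tm4sf20 (0.00355), Krtap1-5 (0.011) and Npy4r (0.0107) were called by the same edgeR test. In all, 18 of the 24 named genes that were tested were called. This test takes the 2 libraries of a line and condition as separate replicates. In counts simulated for 6 cultures with 2 libraries each and no true difference between lines, it called 10718 genes. The main test of rDKK3 made 1983 false calls in the same simulated cultures. The spread between the simulated cultures came from the real summed counts, fitted without a line-dependent response, so it holds any real difference between lines. These calls therefore do not show that the real differences between lines are noise between cultures. The mean deviance between the 2 real libraries was 0.780 per degree of freedom, no more than counting noise alone would give. The differences between lines therefore cannot be told apart from differences between single cultures.

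Line A had the largest change for each gene of the Fig. 5H heatmap. The total counts of its treated libraries, 9914553, were the smallest of the 3 lines, which goes against a higher total count in line A as the source. The untreated libraries of line A held 28824342 counts. The lower depth of treated libraries does not set line A apart, since the totals of line C fell about as steeply, from 36140718 to 12214580. With every library thinned to equal depth, the log2 fold changes over the 12 libraries were 1.33 for Csf1, 2.91 for Csf2 and 4.67 for Cxcl2. These values pool the lines, so they do not bear on why line A changed most. A candidate explanation is the amount of receptor mRNA before treatment. Tlr4 measured 70.9 CPM in untreated cells of line A against 37.5 in line B and 41.5 in line C, and Cd14 measured 388, 123 and 236 CPM in the same order. Untreated Il6st (192, 67.7 and 164 CPM in lines A, B and C) and Osmr (26.4, 0.031 and 0.084 CPM) were also highest in line A, where Osmr rose to 233 CPM with rDKK3. Untreated Ly96 (4.35, 5.46 and 4.04 CPM) and Il6ra (6.48, 5.35 and 26.9 CPM) were not. With 3 lines, an association between receptor mRNA and response cannot be separated from any other difference between the lines.

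Among protein-coding genes with an adjusted p under 0.05, one direction in all 3 lines and an average log2 CPM of at least 1, the largest rises outside the genes the paper discusses were those of Lcn2 (log2 fold change 6.23), C3 (4.46), Lilrb4b (3.52) and Ccl20 (3.36). The largest falls among these genes were in Tm4sf20 (-3.04), Krtap1-5 (-2.44), Npy4r (-2.14), Sema3d (-2.14) and Slc26a9 (-2.11). Their adjusted p-values ranged from 4.4e-10 for Lcn2 to 0.00827 for Krtap1-5 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the libraries summed Lcn2 had an adjusted p of 0.0132 in the same edgeR test and the others did not pass, with the same adjusted p of 0.578 for the other 8. Counts of Lcn2 over both libraries went from 1818 to 46010 in line A, from 0 to 1 in line B and from 2 to 95 in line C. Those of C3 went from 7044 to 66774 in line A, from 5 to 8 in line B and stayed at 7 in line C. Slc26a9 fell from 1446 to 110, from 45 to 16 and from 424 to 25 counts. Lilrb4b and Krtap1-5 belong to families of similar genes, so reads counted on them are uncertain. In 2 lines the treated libraries all had fewer counts than the untreated ones, so treatment and depth cannot be fully separated. With every library thinned to the same total, 1651 of the 2744 genes passed in both fits, which goes against depth alone. Of 100 splits within the lines, 1, the real one, changed as many genes. The next largest counts were 1959 and 865 genes, and the split that follows the library number series gave 627. The 2 libraries of a line and condition differed by no more than counting noise, so splits that part them lose any difference between cultures. The real split would then rank high for differences between single cultures too, so these counts cannot decide. Over the summed libraries, 3 of the 4 assignments of treatment within the lines gave as many genes, so with 3 lines the grouping cannot be tested. Of 20 fibroblast and leukocyte markers, 14 stayed under 1 CPM in every library and 1 of those tested changed, Cd68 (log2 fold change 0.87, adjusted p = 0.00142 in edgeR's test with Benjamini-Hochberg adjustment). Among the 14, Fap, Adgre1, Lyz2, Tyrobp and Cd3e had 0 CPM in every library. Ptprc reached at most 0.26 CPM, Col3a1 0.60 CPM and Col1a2 0.66 CPM. These values argue against a sizable share of fibroblasts or leukocytes that express these markers. The 6 tested markers, of which Cd68 rose, do not exclude a mixture with other cells.

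A list of 36 genes of the NF-kB and Toll-like receptor response, which the paper does not discuss, had an NES of 2.52, above that of the IL6-JAK-STAT3 list. The NES was 2.40 in line A, 1.57 in line B and 2.31 in line C, and 2.69 on the summed counts. Of its 33 genes tested, 21 passed in edgeR's quasi-likelihood test (adjusted p under 0.05), all of them higher, and 7 passed over the list on the summed counts. The p-value was 0.0907 from limma's camera and 0.00322 from its rotation test fry, and 0.218 and 0.261 on the summed counts. The genes outside the IL6-JAK-STAT3 list gave 2.35, while IL6-JAK-STAT3 genes outside this list gave 1.78. A candidate explanation is a response to a Toll-like receptor ligand such as endotoxin in the recombinant protein, and NF-kB activation by DKK3 itself may give the same pattern. In lines A, B and C the genes of this list outside the overlap gave 2.23, 1.68 and 2.20, and the IL6-JAK-STAT3 genes outside it gave 2.06, -1.15 (permutation p = 0.241) and 1.00 (permutation p = 0.441). Outside the overlap the NF-kB genes thus scored above 0 in all 3 lines, and the IL6-JAK-STAT3 genes passed only in line A. These values do not decide between a ligand in the protein and DKK3 itself. The libraries hold no control with another recombinant protein.

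The share of mRNA encoded by the mitochondrial genome was higher with rDKK3, by at least 1.41-fold in each of the 6 comparisons of libraries with the same line and library series (6 of 6). The highest was 2.05-fold. Of 11 mitochondrially encoded mRNAs tested, 10 were higher in all 3 lines, with log2 fold changes from 0.24 to 1.06 over the 11, and 7 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. On the summed counts no mitochondrial mRNA passed, and their unadjusted p ranged from 0.000953 for mt-Nd2 to 0.514 for mt-Nd3 in the same edgeR test. The 2 libraries of a pair, which differ in depth, differed in this share by at most 1.12-fold. In each pair the shallower library, also the one with the lower number, had the higher share, the direction a depth effect would give. In line B the lower-numbered libraries held 7520741 untreated and 7068225 treated counts, with shares of 0.674% and 1.38%. This goes against depth as the only source in line B. The 6 of 6 comparisons go against the series. A change in mitochondrial transcripts is a hypothesis. Reads shared with nuclear copies of mitochondrial genes were not tested, so the pattern cannot be told apart from them.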

How the results depend on the processing

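Thinning to equal depth and the fits with ashr were chosen after the data were seen.

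The number of genes changed by rDKK3 depended most on the cell line and on how the 2 libraries of a line were treated. Against 2744 genes (1205 higher, 1539 lower), the 12 libraries with no replicate block gave 0 genes (0 higher, 0 lower, 1151 with an unadjusted p under 0.05). The summed libraries with the replicate block gave 1 gene (1 higher and 0 lower, 1294 with an unadjusted p under 0.05) and with no replicate block 0 genes (0 higher and 0 lower, 94 with an unadjusted p under 0.05). DESeq2 with no replicate block gave 161 genes (84 higher, 77 lower), of which 160 were among the 2744. Thinned to equal depth, 1794 genes passed, 926 of them lower, and 1651 were among the 2744. Without the filter on low counts 3658 genes passed, 2347 of them lower. The cause was not tested for these fits. DESeq2 with the line (2850 genes), RLE normalization (2684), at least 10 counts in every library (2482) and the library number series as a covariate (3124) stayed within 1.5 times the main count, with 2475, 2616, 2225 and 2688 genes in common. Leaving out each line in turn gave 2138 to 3667 genes, 1116 to 1527 higher and 1022 to 2140 lower, and the share of higher genes went from 41.6% to 52.8% against 43.9% with all lines. The 7474 genes with a line-dependent response became 3678 with DESeq2, 4762 after thinning, 3834 to 6388 with a line left out, 8269 without the filter on low counts and 9388 with the library number series as a covariate, and the cause was not tested. This test was not run for the summed libraries.

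Csf1, Csf2 and Cxcl2 stayed higher with rDKK3 in every alternative that gave a value. Without the replicate block in edgeR's test, their log2 fold changes of 2.16, 2.91 and 4.77 no longer passed the threshold. Nor did they on the summed libraries, at 1.21, 2.34 and 3.61 with the block and 2.18, 2.99 and 4.71 without it. Csf1 also did not pass in DESeq2 with no replicate block (2.18), where ashr shrank it to 0.049. Csf2 and Cxcl2 did pass there, with adjusted p-values of 0.00927 and 0.023 in DESeq2 with Benjamini-Hochberg adjustment. Leaving out each line gave 0.46 to 1.86 for Csf1, 1.44 to 3.12 for Csf2 and 1.15 to 5.66 for Cxcl2. Csf1 did not pass without line A or without line C, with adjusted p-values of 0.0825 and 0.0592, nor did Cxcl2 without line A (adjusted p = 0.135), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all alternatives, the adjusted p in edgeR's quasi-likelihood test or DESeq2 with Benjamini-Hochberg adjustment, ranged from 2.8e-35 to 1.00 for Csf1, from 1.8e-22 to 1.00 for Csf2 and from 9.8e-31 to 1.00 for Cxcl2. The lowest values came from the fit without the filter on low counts. The cause was not tested.

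The IL6-JAK-STAT3 list kept a positive NES in all alternatives except without line A, where it was -0.73, and ranged from -0.73 to 2.05 with a line left out. The p-value was 0.286 from limma's camera and 0.140 from its rotation test fry. The interferon list turned to -0.76 over genes with at least 10 counts in every library and went from -1.58 to 2.00 with a line left out. The cytosolic ribosomal list was below 0 in every alternative, but the p-value from camera was 0.332. The mitochondrial ribosomal list kept its direction and a p under 0.05 in the GSEA alternatives, with NES from -1.76 to -2.30, while on the summed libraries the p-value from camera was 0.0868. The cause of the changes was not tested.

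Of the other named genes, Cdh2 turned to 0.11 and Jun to -0.041 without line A. Fos turned to 0.51 without line C. With no replicate block it turned to 0.25 in the 12 libraries, 0.27 on the summed libraries, 0.27 in DESeq2 and 0.0086 with ashr. On the summed libraries with the block Fos stayed lower, at -0.48. Mmp3 turned to 0.32 in DESeq2, 0.023 with ashr and 2.54 without line A. With each line left out in turn, the log2 fold change went from -0.24 to 0.11 for Cdh2, from -1.34 to 0.51 for Fos, from -0.041 to 0.44 for Jun and from -2.22 to 2.54 for Mmp3. The cause was not tested. Over the 21 other named genes, 76 further values were weaker, 10 stronger and 205 the same in direction and side of the threshold. At least 10 counts in every library gave no value for Csf2, Cxcl2, Ccl7, Tnf, Fas, Mmp2, Mmp3, Lcn2, C3, Lilrb4b, Ccl20, Tm4sf20, Krtap1-5, Npy4r, Sema3d and Slc26a9. Low counts limit Cxcl2, Ccl7, Tnf and Fas, and other named genes such as Lcn2, Lilrb4b and Mmp2, each of which had no more than 5 counts in a condition of at least 1 line.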

Differences from the paper's values

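The paper's values for single genes were read by eye from the color scale of the heatmap in Fig. 5H and carry that imprecision. For Cxcl2 the paper shows a log2 fold change of about 1.3 in Fig. 5H, against 4.08 in the 12-library fit. Of the alternatives set before the data were examined, only leaving out line A gave a value within the paper's, at 1.15, and the others did not. For Ccl7 the paper shows about 0.1 in Fig. 5H against 3.46, for Tnf about 0.1 in Fig. 5H against 2.10, and for Fas about 0.1 in Fig. 5H against 1.61. These genes were compared by the ratio of their log2 fold changes, because at least 1 line is at the floor of 3 counts. Log2 values more than 1.5-fold apart were taken as different. This rule was applied after a first comparison had been made, and it turned Cxcl2 from not different to different. By the SD of the log2 fold change over the 3 lines, 2.78 for Cxcl2, its gap was not counted as different. By that ratio of log2 values none of the alternatives set before the data were examined closed the gap for Ccl7, Tnf and Fas. Taken between the fold changes themselves, Tnf and Fas without line A would lie within 1.5-fold of the paper's values. Leaving out line A came closest, with 1.23 for Ccl7, 0.64 for Tnf and 0.20 for Fas, and the last can hardly be told from the paper's value when read by eye. Shrinkage by ashr, which the paper's methods name, was added after the values were seen. With the cell line in the model it gave 2.00 for Cxcl2, 0.61 for Ccl7, 0.72 for Tnf and 0.37 for Fas, and with no replicate block 0.097, 0.052, 0.036 and 0.017. The ratio rule has little meaning for values this near 0. By eye, the values of Ccl7, Tnf and Fas shrunk with no replicate block cannot be told from the paper's, so this setting closes their gap in size, while that of Cxcl2 lies below the paper's.

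Csf1 (about 0.1 in Fig. 5H, read by eye, against 1.3) and Csf2 (about 1.3 in Fig. 5H, read by eye, against 2.53) have no line with both libraries of a condition at the floor and were compared with the SD of the log2 fold change over the 3 lines. Their gaps were smaller than that SD, which was 1.27 for Csf1 and 1.89 for Csf2, so they are not counted as different by that rule. Of the alternatives set before the data were examined, Csf1 did differ by that rule without line B (1.86), without line C (1.57), with no replicate block (2.16), and with no replicate block on the summed libraries and in DESeq2 (2.18 in both). Shrinkage by ashr, chosen after the values were seen, gave 0.70 for Csf1 and 1.66 for Csf2 with the cell line in the model. With no replicate block it gave 0.049 for Csf1 and 0.43 for Csf2.

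The heatmap of Fig. 5H marks its genes other than Fas as significant, and Fas passed in the 12-library fit (adjusted p = 0.00679 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while none of the 6 genes passed on the summed counts. In DESeq2 with no replicate block Csf2 and Cxcl2 passed and Fas did not. Csf1, Ccl7 and Tnf did not pass there either, with adjusted p-values of 0.27, 0.0988 and 0.34 in DESeq2 with Benjamini-Hochberg adjustment. The interferon gamma response is drawn as raised in Fig. 5H, and the interferon list had an NES of 1.06 (permutation p = 0.341). With line C left out the NES of that list was 2.00 and passed, and with line A left out it was -1.58 and passed in the other direction. The paper reports more VIM protein after rDKK3 (Fig. 5F,G), measured after 72 h, and Vim mRNA had a log2 fold change of -0.50.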

Other observations

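Tests of line A in the IL6-JAK-STAT3 list, of the noise between paired libraries and of processed pseudogenes were chosen after the results they bear on had been seen.

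Without the 6 genes of the Fig. 5H heatmap the IL6-JAK-STAT3 list still had an NES of 1.77 over the 12 libraries, so these genes alone do not carry that score. In the single lines it was then 2.09 in line A, -1.23 in line B and 1.04 in line C (permutation p = 0.371), so in line C the list did not pass without them. Without line A the NES was -0.73. Of 100 splits of the libraries within the lines, 32 gave an NES as large in size. A split can keep the real grouping of a line and with it the contrast of that line, so such counts do not give a chance level. Each of the 32 splits, the real one included, kept the real grouping of line A. Among splits that mixed treated and untreated libraries of line A, the largest score in size was 1.29. Together with the NES of -0.73 without line A, these values show that the score rested mostly on line A. With these libraries the score cannot be told apart from a difference between single cultures. For the interferon list 61 of the 100 splits gave a score as large, for the cytosolic ribosomal protein genes 50 and for the mitochondrial ribosomal protein genes 3. A list of 24 STAT3 target genes had an NES of 1.96. It was 1.73 in line A, 1.22 in line B (permutation p = 0.191) and 1.4 in line C (permutation p = 0.0778). In the single lines the list thus passed only in line A. The p-value was 0.0551 from limma's camera and 0.00178 from its rotation test fry, and 0.162 and 0.0876 on the summed counts. The Reactome sets gave 1.43 for interleukin-6 signaling (9 genes tested, permutation p = 0.0862) and 1.25 for interleukins (90 genes tested, permutation p = 0.0808).

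The fall of the cytosolic ribosomal protein genes may be a length effect. Random lists matched on the longest protein-coding transcript and on expression had a median log2 fold change of -0.24, against -0.27 for the ribosomal genes. Matching on the longest transcript of any kind, the first definition tried, gave -0.20, and 131 of 10000 lists were as low. The protein-coding definition was chosen after both were seen. For the mitochondrial ribosomal protein genes the matched median was -0.05, and 31 of 10000 lists were as low. Over all genes, the median log2 fold change rose from -0.095 in the shortest to 0.067 in the longest of 5 groups of genes by transcript length. Reads moving to pseudogenes would raise the pseudogenes, and 65 ribosomal protein pseudogenes had a median of -0.12, with 48 of them lower.

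The libraries with higher numbers differed from those with lower numbers in 805 genes, 749 of them higher. Processed pseudogenes made up 34% of those 749 against 3.42% of all genes tested, and 60 of the cytosolic ribosomal protein genes were higher with a median log2 shift of 0.46. A candidate explanation is that reads shared with close copies were counted differently between the series. The series are balanced over lines and conditions, and the deviance between paired libraries of 0.780 was reached only with this shift in the model.

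Vim mRNA (ENSMUSG00000026728.10, chromosome 2, 13578738 to 13587637) was lower with rDKK3, at 3624 ± 1121 CPM (SD, n = 3 lines) in untreated and 2599 ± 904 CPM (SD, n = 3) in treated cells. The log2 fold change was -0.70 in line A, -0.51 in line B and -0.30 in line C, and -0.50 over the 12 libraries (standard error 0.07, adjusted p = 0.00124 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the libraries summed it was -0.49 with an adjusted p of 0.578 in the same edgeR test, and with no replicate block -0.48 with an adjusted p of 0.732. Over the alternatives the adjusted p ranged from 3.1e-10 to 1.00. Fn1 rose by a log2 fold change of 0.20 (adjusted p = 0.0355), while Cdh1 (0.16, adjusted p = 0.198) and Cdh2 (-0.06, adjusted p = 0.753) did not pass in edgeR's test with Benjamini-Hochberg adjustment. Fn1 did not pass in the same test on the summed counts (0.21, adjusted p = 0.663) or with no replicate block (0.18). With a line left out, it passed without line A or line C and not without line B (adjusted p = 0.0812). Fos had log2 fold changes of 1.24, -0.38 and -2.60 in lines A, B and C.

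Saa3 is expressed only in line A among these lines, with a log2 fold change of 12.41 in the 12-library fit, and was named after its values were seen.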
